# Motor neuron translatome reveals deregulation of SYNGR4 and PLEKHB1 in mutant TDP-43 amyotrophic lateral sclerosis models

**DOI:** 10.1093/hmg/ddaa140

**Published:** 2020-07-07

**Authors:** Rita F Marques, Jan B Engler, Katrin Küchler, Ross A Jones, Thomas Lingner, Gabriela Salinas, Thomas H Gillingwater, Manuel A Friese, Kent E Duncan

## Abstract

Amyotrophic lateral sclerosis (ALS) is an incurable neurological disease with progressive loss of motor neuron (MN) function in the brain and spinal cord. Mutations in *TARDBP*, encoding the RNA-binding protein TDP-43, are one cause of ALS, and TDP-43 mislocalization in MNs is a key pathological feature of >95% of ALS cases. While numerous studies support altered RNA regulation by TDP-43 as a major cause of disease, specific changes within MNs that trigger disease onset remain unclear. Here, we combined translating ribosome affinity purification (TRAP) with RNA sequencing to identify molecular changes in spinal MNs of TDP-43–driven ALS at motor symptom onset. By comparing the MN translatome of *hTDP-43*^*A315T*^ mice to littermate controls and to mice expressing wild type *hTDP-43*, we identified hundreds of mRNAs that were selectively up- or downregulated in MNs. We validated the deregulated candidates *Tex26, Syngr4*, and *Plekhb1* mRNAs in an independent TRAP experiment. Moreover, by quantitative immunostaining of spinal cord MNs, we found corresponding protein level changes for SYNGR4 and PLEKHB1. We also observed these changes in spinal MNs of an independent ALS mouse model caused by a different patient mutant allele of TDP-43, suggesting that they are general features of TDP-43-driven ALS. Thus, we identified SYNGR4 and PLEKHB1 to be deregulated in MNs at motor symptom onset in TDP-43-driven ALS models. This spatial and temporal pattern suggests that these proteins could be functionally important for driving the transition to the symptomatic phase of the disease.

## Introduction

Amyotrophic lateral sclerosis (ALS, OMIM: #105400) is a progressive, adult-onset neurodegenerative disorder that mainly affects lower and upper motor neurons (MNs) in the spinal cord and brain, respectively (1–3). Disease usually begins with a focal weakness of a muscle, followed by a gradual spread to other muscles, leading to atrophy, paralysis, and death. The vast majority of patients die within 5 years after disease onset due to respiratory failure. Currently, only two therapies are approved for treating ALS: riluzole and edaravone, both of which only slow disease progression modestly (4–7). Thus, there is an urgent need for better therapeutics for this disease. ALS drug development would almost certainly be aided by a better understanding of the underlying molecular mechanisms that drive MN dysfunction. However, despite years of intensive investigation, it still remains unclear what molecular and cellular events in patient MNs lead to system breakdown after years of apparently normal function.

Major advances in ALS genetics have played a key role in helping to define molecular pathways that drive disease (8). As for other neurodegenerative diseases, ALS has both a sporadic form (sALS), in which no family history is defined, and familial forms (fALS), usually inherited as dominant traits, that account for ~10% of ALS cases (9–11). Modeling sporadic diseases in animals can be challenging, but the hope is that identifying genes that drive familial forms will enable robust modeling of all forms of disease. The first gene that was identified to cause ALS when mutated was superoxide dismutase 1 (*SOD1*), and for more than a decade, this was the only ALS gene that was known (12). Mouse models based on transgenic expression of mutant patient alleles of human *SOD1* develop adult-onset, progressive motor symptoms that are strikingly reminiscent of human ALS (13). Extensive work with these models has provided important insights into ALS pathobiology. For example, that complex interplay between many different cell types supports progression, but that disease nevertheless initiates within MNs themselves (14). This idea is supported by a more recent genome-wide study (15). Despite these advances, to date, many promising molecular targets identified using *SOD1* ALS models have failed to translate to helpful clinical therapies for human ALS. One possible explanation is that ALS caused by *SOD1* mutations might reflect a fundamentally different form of the disease in terms of its underlying molecular and cellular pathological mechanisms (9).

Several breakthrough discoveries in the last decade provided major new insight into ALS etiology. One was the discovery that TAR DNA-binding protein-43 (TDP-43) is a major component of protein aggregates frequently observed in postmortem brain and spinal cord of ALS patients, with the striking exception of ALS caused by mutations in *SOD1* (16,17). Soon thereafter, candidate gene studies identified mutations in the TAR DNA-binding protein (*TARDBP*) gene, which encodes the TDP-43 protein, in fALS and sALS cases (17–20, ALS10; OMIM: ^*^605078). Meanwhile, many other fALS genes have been identified, including repeat expansions in *C9ORF72* which are the most abundant genetic cause of ALS (21,22). Many fALS genes are also mutated in frontotemporal dementia (FTD), and these patients also have TDP-43 aggregates in affected cells, suggesting that ALS and FTD exist in a ‘disease continuum’ (23,24). Even though mutant TDP-43 causes a relatively small proportion of ALS, TDP-43 aggregates are present in the vast majority of ALS cases even when the *TARDBP* gene is not mutated. This makes TDP-43 a particularly interesting protein to study in the context of ALS and has led to the development of many cellular and animal models based mainly on the expression of patient mutant alleles (9,19,25).

Despite its name, TDP-43 is mainly characterized as an RNA-binding protein. It interacts with thousands of RNAs by preferentially binding to long UG repeats or UG-enriched RNA sequences (26–28) and regulates many post-transcriptional aspects of gene expression, including mRNA splicing, stability, transport, and translation (29). In addition to regulating mRNAs, TDP-43 has been implicated in microRNA processing and regulation, as well as long-non-coding RNA (ncRNA) expression (23,30). Although it is often assumed that TDP-43 aggregation compromises one of its normal functions in RNA metabolism, TDP-43 aggregates are not necessary for toxicity in numerous animal and cellular models of TDP-43-driven ALS (11,31). Nevertheless, TDP-43’s RNA-binding activity does appear to be required for toxicity (32). This supports a role for altered RNA regulation in TDP-43-driven ALS and raises the questions of which specific RNA regulatory functions are affected in disease and whether TDP-43 mutations cause disease by gain or loss of these functions. Analysis of post-mortem patient samples indicates that formation of cytoplasmic TDP-43 aggregates is often accompanied by depletion of TDP-43 from the nucleus (33–35). This observation has led to the proposal that loss of TDP-43’s nuclear function might be a key driver of disease. However, like aggregation, nuclear depletion of TDP-43 is also not required for toxicity (31). In addition, fALS patient mutations in TDP-43 show dominant inheritance and appear to preserve most cellular functions of the wild type (WT) protein, while simply overexpressing WT TDP-43 at a high enough level leads to motor symptoms in animals (29). Collectively, these observations appear to favor a gain-of-function mechanism but leave open which of TDP-43’s many functions and potential regulatory targets actually drive disease. As mutant TDP-43 overexpression specifically in MNs appears sufficient for disease in rodents (36), it seems likely that many disease-relevant alterations in RNA regulation will take place within MNs themselves. However, because TDP-43 is such a broad regulator of gene expression, any study that does not focus analysis specifically on these cells using a sensitive readout could miss the relevant targets.

Here, we reveal new proteins whose deregulation specifically within lower MNs correlates with the appearance of motor symptoms in mouse models of ALS driven by patient mutant variants of TDP-43. This was enabled by combining behavioral phenotyping across the disease time course with genome-wide gene expression analysis in MNs. Focusing on late asymptomatic and early symptomatic timepoints, we applied translating ribosome affinity purification (TRAP) to spinal MNs with consecutive RNA sequencing. Inclusion of animals that overexpress WT hTDP-43, but that do not develop symptoms, allowed us to filter out hundreds of changes in MN gene expression that do not correlate with disease. Two genes that passed this filter were *Syngr4* and *Plekhb1*, neither of which has previously been implicated in neurodegenerative diseases. Importantly, we show by quantitative analysis of spinal cord immunohistochemistry that the corresponding proteins synaptogyrin-4 (SYNGR4) and pleckstrin homology domain-containing family B member 1 (PLEKHB1) are respectively increased or decreased within MNs specifically during the transition from the asymptomatic to early symptomatic stage. Moreover, we observed similar changes in the levels of these proteins in a second TDP-43-dependant ALS mouse model driven by another TDP-43 patient mutation (Q331K). Collectively, our work identifies MN-specific regulatory targets of mutant TDP-43 in disease. The pattern of deregulation of these targets specifically at the transition to overt symptoms makes them promising candidates to drive the pathology within diseased MNs.

## Results

### Motor symptoms of disease appear between 8 and 12 weeks of age for female *Chat* bacTRAP; *hTDP-43^A315T^* double transgenic mice

Since the major goal of our study was to identify proteins whose levels would increase or decrease in MNs specifically coincident with disease symptom onset, we first sought to determine precisely the timing of the symptomatic transition in mice containing both the *Chat* bacTRAP (37) and *hTDP-43^A315T^* (38) transgenes. In addition, we wanted to explore whether the *Chat* bacTRAP transgene causes a motor phenotype on its own or modifies the disease phenotype of our transgenic hTDP-43 lines. Using three behavioral tests and body weight as readouts, we compared animals in age-matched cohorts of single and double transgenic mice to their WT littermates. We separately analyzed both males and females, since ALS shows sex differences in onset and progression in both humans and mouse models (39–41).

Mice expressing the *hTDP-43^A315T^* transgene developed ALS-like motor phenotypes reflected in both the neurological score and accelerating rotarod tests (Fig. 1A and B). Importantly, the *Chat* bacTRAP transgene did not modify these phenotypes, and mice containing only this transgene were indistinguishable from WT controls (Fig. 1A–D). However, we noted differences between the sexes in timing of disease onset and severity. For neurological score, both sexes were asymptomatic at 8 weeks of age and began to show phenotypes at 12 weeks that worsen with time. In the accelerating rotarod test, which measures both muscle strength and coordination (42), male mice showed significant performance deficits already at 8 weeks of age, the earliest time point tested. In contrast, females were clearly asymptomatic on the rotarod at 8 weeks and only started to show similar phenotypes at 12 weeks of age (Fig. 1B), a time point coincident with the onset of symptoms in the neurological score test.

**Figure 1:**
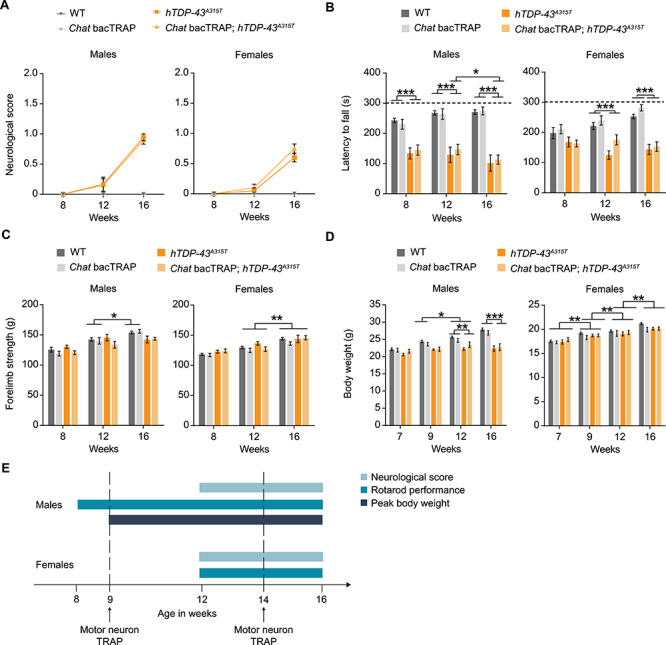
Behavioral assays reveal motor symptom onset in *Chat* bacTRAP*; hTDP-43^A315T^* ALS mice. (**A**) The ‘neurological score’ as assessed by tail-lifting and monitoring hindlimb extension. (**B**) Accelerating rotarod performance as measured by assessing latency to fall of the mice for a maximum of 300 s. (**C**) Forelimb grip strength was measured in multiples of gravitational force (g). (**D**) Body weight at indicated timepoints. (**E**) Schematic illustration of symptom onset timepoints. *n* = 8–12 per group; two-way RM ANOVA; Mean values ± SEM are shown; significance: ^^*^^P < 0.05; ^^*^^*^^P < 0.01 and ^^*^^*^^*^^P < 0.001.

Unlike the neurological score and rotarod tests, forelimb grip strength did not show a statistically significant difference between genotypes, although males showed a trend toward a phenotype at 16 weeks (Fig. 1C). The absence of an effect on forelimb strength is consistent with the known focal onset of ALS in hind limbs of these mouse models and thus supports the notion that phenotypes in the other tests reflect an early stage of disease. Finally, although peak body weight has been suggested to be a marker for disease symptom onset in *hSOD1* models of ALS (43), it did not seem to be a consistent indicator for the mutant TDP-43 ALS model examined here. Male *hTDP-43^A315T^* transgenic mice reached their body-weight plateau at 9 weeks of age, while females gained weight equivalently to their control littermates throughout the experiment (Fig. 1D). Collectively, these data demonstrate that *hTDP-43^A315T^* male and female mice develop ALS-like motor phenotypes at different ages. Males show phenotypes in the rotarod at the earliest point tested and peak body weight shortly thereafter (8 and 9 weeks, respectively). In contrast, females show no phenotypes with any test at early time points and a clear transition from pre-symptomatic to early disease in the 9–12-week time window based on both neurological score and rotarod performance (Fig. 1E).

In addition to behavioral analysis, we independently confirmed the timing of disease symptom onset using a histological assessment of pathological changes occurring at the neuromuscular junction (NMJ). As shown in Supplementary Material, Figure S1, 14-week-old *hTDP-43^A315T^* mice showed a mild but statistically significant increase in the percentage of NMJs with abnormal morphology, reflecting the instigation/onset of pathological changes. No pathological NMJs were observed in WT control littermates. These results corroborate the early symptomatic phase of the disease at this age, and further suggest that NMJ synaptopathy could underlie the motor deficits observed in behavioral testing.

We also used behavioral testing to validate an important control line for our MN translatome assays that we refer to henceforth as *hTDP-43^WT^*. This line expresses WT human TDP-43 under the control of the same prion promoter as the *hTDP-43^A315T^* line, but reportedly does not develop any symptoms of ALS when hemizygous for the transgene (i.e. when only one chromosome is transgenic) (44). Using neurological score, rotarod performance, forelimb grip strength and body weight, we confirmed that *Chat* bacTRAP; *hTDP-43^WT^* double transgenic mice did not develop any symptoms of ALS and were indistinguishable from WT littermates in all three behavioral tests and by weight at every time point tested (Supplementary Material, Fig. S2). Thus, *Chat* bacTRAP; *hTDP-43^WT^* double transgenic mice provide an additional asymptomatic control line for MN translatome analyses. This control is important, since expression of WT hTDP-43 in mice at levels insufficient to cause disease is known to lead nevertheless to changes in gene expression (31). By including *Chat* bacTRAP; *hTDP-43^WT^* mice in our translatome assays, we can filter out genes whose altered expression in MNs is driven by hTDP-43 expression but does not correlate with disease.

### Major deregulation of the MN translatome is already apparent in early TDP-43-driven disease

Having precisely defined the time window in which *Chat* bacTRAP; *hTDP-43^A315T^* mice become symptomatic, we next performed genome-wide MN-TRAP at corresponding time points (Fig. 2A). We focused on female animals, because they showed clear pre-symptomatic and symptomatic phases, whereas males did not (Fig. 1E). Prior to generating samples for mRNA sequencing, we first performed a series of assays to validate the performance of the *Chat* bacTRAP system under our specific experimental conditions. In particular, we wanted to verify efficient TRAP purification and MN expression in the double transgenic lines. Pilot TRAP purification assays with qRT-PCR as readout confirmed strong relative enrichment in MN-TRAP immunoprecipitated samples (IPs) of the motor neuronal marker *Chat* mRNA, and de-enrichment of non-motor neuronal mRNA *Gfap* in the presence and absence of the TDP-43 transgenes (Supplementary Material, Fig. S3A). Moreover, imaging of spinal cord sections from the transgenic animals revealed specific EGFP-L10a transgene expression that overlapped with the MN marker ChAT protein to a similar extent in all three transgenic genotypes (Supplementary Material, Fig. S3B–F). Consistent with previous reports, we observed EGFP-L10a signal in the MN cytoplasm and nucleolus (Supplementary Material, Fig. S3G). Together, these results demonstrate that the *Chat* bacTRAP transgene is similarly expressed in the different genotypes used here and can therefore be used to probe differences in the spinal MN translatome between them.

**Figure 2:**
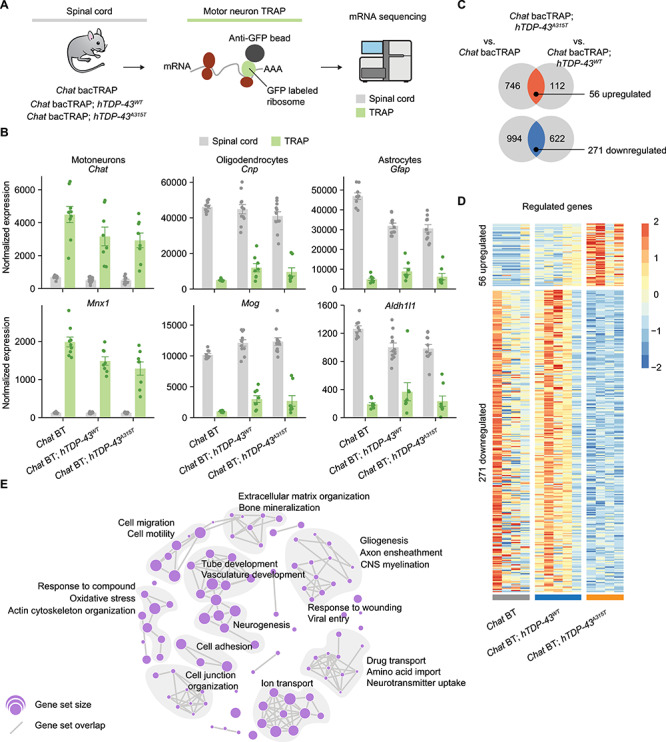
Screening of the motor neuronal translatome of *hTDP-43^A315T^* ALS mice after motor symptom onset. (**A**) Overview of the MN-TRAP experiment from three different genotypes: *Chat* bacTRAP, C*hat* bacTRAP*; hTDP-43^A315T^,* and *Chat* bacTRAP*; hTDP-43^WT^*. (**B**) Relative enrichment of MN genes (*Chat* and *Mnx1*) and de-enrichment of genes expressed in oligodendrocytes (*Cnp* and *Mog*) and astrocytes (*Gfap and Aldh1l1*) by MN-TRAP. Mean values ± SEM are shown. (**C**) Identification of differentially expressed (DE) genes in the MN translatome at 14 weeks. The Venn diagrams indicate the number of DE genes in the MN translatome of *Chat* bacTRAP*; hTDP-43^A315T^* mice in comparison to C*hat* bacTRAP and *Chat* bacTRAP*; hTDP-43^WT^* mice at 14 weeks, 56 upregulated and 271 downregulated genes were found to be exclusively deregulated in the *Chat* bacTRAP; *hTDP-43^A315T^* mice at 14 weeks. (**D**) Heatmap of genes found to be deregulated in *Chat* bacTRAP; *hTDP-43^A315T^* mice at 14 weeks. (**E**) Enrichment map of biological process GO terms. Node size represents gene set size, edges connect similar gene sets. Chat BT, *Chat* bacTRAP.

We next performed genome-wide RNA-Seq with MN-TRAP samples from spinal cord lysates of female *Chat* bacTRAP; *hTDP-43^A315T^* mice, at time points corresponding to pre- and early symptomatic phases of the disease (9- and 14-weeks-old, respectively; Fig. 2A). In parallel, we also performed MN-TRAP-Seq from cohorts of two age-matched, female control mouse lines: (1) *Chat* bacTRAP and (2) *Chat* bacTRAP; *hTDP-43^WT^* mice. 

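The counts behind the sequencing results come from 56 libraries of mice that the paper describes as female: ribosome-bound RNA pulled down from Chat-expressing neurons (MN-TRAP, 25 libraries) and whole spinal cord RNA (31 libraries), at 9 and 14 weeks. The paper speaks of whole spinal cord and the sample labels of its cervical part, and which segments were used is not settled here. The 3 genotypes are Chat bacTRAP alone and Chat bacTRAP together with the hTDP-43 A315T or the hTDP-43 WT transgene; the latter are written hTDP-43 A315T and hTDP-43 WT from here on. In MN-TRAP at 14 weeks the total counts (in mega-counts, M) ran from 12.3 to 43.3M in hTDP-43 A315T (n = 4, median 21.4), from 14.8 to 256M in hTDP-43 WT (n = 5, median 19.2) and from 2.41 to 26.3M in Chat bacTRAP (n = 4, median 12.2). At 9 weeks the MN-TRAP totals were 14.7 to 43.8M in hTDP-43 A315T (n = 5, median 25), 0.472 to 22M in hTDP-43 WT (n = 3, median 16.2) and 2.49 to 193M in Chat bacTRAP (n = 4, median 25.1). Whole spinal cord totals at 14 weeks were 42.3 to 76.9M in hTDP-43 A315T (n = 4, median 49.9), 37.6 to 49.7M in hTDP-43 WT (n = 5, median 45.3) and 24.4 to 62.8M in Chat bacTRAP (n = 5, median 40.4). For spinal cord at 9 weeks they were 30.5 to 53.2M in hTDP-43 A315T (n = 5, median 44.9), 23.7 to 86.7M in hTDP-43 WT (n = 6, median 42.1) and 17.5 to 34.5M in Chat bacTRAP (n = 6, median 30.3).

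The authors demultiplexed with bcl2fastq2 2.17, aligned to the mouse genome GRCm38 with STAR 2.5.2b, counted with featureCounts 1.5.1 and compared groups with DESeq2 1.14.1. The whole-number counts as deposited were used here without realignment, and libraries were assigned to groups from their titles. Each group mean is given in normalized counts, which are the counts divided by the authors' size factor of the library, with the standard deviation (SD). Differences between genotypes were tested with edgeR's quasi-likelihood test on 18838 genes in 1 model of all 56 libraries and 12 groups. A gene is called changed when its Benjamini-Hochberg adjusted p is below 0.05 and its change is at least 2-fold. Log2 changes are followed by their standard error (SE).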

For each sample, a fraction of the spinal cord lysate was retained as an ‘input control’ (IC) and analyzed in parallel to evaluate the sensitivity and specificity of MN-TRAP. We also tested ALS-like motor symptoms for all animals used in TRAP assays by applying the neurological score and body weight tests. As expected from our previous behavioral characterization, all 14-week old *Chat* bacTRAP; *hTDP-43^A315T^* female mice used for MN translatome analyses had difficulties in extension of the hind limbs, but showed no differences in body weight when compared to the *Chat* bacTRAP or *Chat* bacTRAP; *hTDP-43^WT^* control mice (Supplementary Material, Fig. S4A and B, respectively). Conversely, no significant differences in neurological score were detected at 9 weeks, confirming that *Chat* bacTRAP; *hTDP-43^A315T^* mice used for genome-wide TRAP assays were indeed pre-symptomatic at this time point.

In total, we analyzed 56 samples that successfully passed quality control (3–6 samples per group). 

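Most libraries carry the RNA expected from their label, and a few do not. Lamr1-ps1 (ENSMUSG00000081229), a processed pseudogene on chromosome 2 (131904086–131904959, GRCm38), ends 4968 bases before the prion gene Prnp, whose promoter drives the transgenes. It was counted in all 18 hTDP-43 A315T libraries, at 0.48 to 2.93 CPM (counts scaled by library depth). In 35 of the 38 control libraries it stood between 0 and 0.0398 CPM. The other 3 were at the hTDP-43 A315T level: hTDP-43 WT 14 weeks MN-TRAP replicate 5 (1.69 CPM, 432 counts), hTDP-43 WT 9 weeks MN-TRAP replicate 3 (18 counts) and Chat bacTRAP 9 weeks MN-TRAP replicate 4 (258 counts). Gm13886 (ENSMUSG00000083856, chromosome 2, 104820179–104821361), a Tardbp pseudogene, was at 9.16 to 9.71 CPM in these 3, at 4.04 to 11.1 CPM in hTDP-43 A315T MN-TRAP and at 0 to 2.29 CPM in the remaining Chat bacTRAP MN-TRAP libraries, the highest being 14 weeks replicate 4 (11 counts).

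In a pair of these libraries the shares of the counts by gene nearly equalled those of 1 hTDP-43 A315T library, at other total depths. hTDP-43 WT 14 weeks replicate 5 differed from hTDP-43 A315T 14 weeks replicate 3 by a chi-square of 1.31 per gene, and Chat bacTRAP 9 weeks replicate 4 differed from hTDP-43 A315T 9 weeks replicate 5 by 1.90. The next closest of 1485 pairs of deeper libraries stood at 8.95. The Y-linked genes Ddx3y (51.81 CPM, 245 counts), Eif2s3y (21.78 CPM), Uty (5.07 CPM) and Kdm5d (4.23 CPM) were counted in Chat bacTRAP 14 weeks MN-TRAP replicate 4, while no other library passed 0.86 CPM for Ddx3y. These comparisons were chosen after the counts had been seen, and every library was kept under its label in the tests.

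RNA of other cells and mitochondrially encoded RNA also varied between MN-TRAP libraries. The mean log2 CPM of glial and endothelial genes at 14 weeks was 3.11 ± 0.20 (SD, n = 4) in hTDP-43 A315T, 4.04 ± 0.77 (n = 5) in hTDP-43 WT and 3.77 ± 1.07 (n = 4) in Chat bacTRAP, against 5.41 to 5.76 in spinal cord. Mitochondrially encoded genes made up 0.124% ± 0.0227 of the counts in hTDP-43 A315T (0.0977 to 0.151%), 1.58% ± 2.25 in hTDP-43 WT (0.149 to 5.58%) and 1.91% ± 2.61 in Chat bacTRAP (0.465 to 5.81%). A single library carries each control mean: hTDP-43 WT replicate 2 held 5.58% (next 0.907%) and Chat bacTRAP replicate 1 held 5.81% (next 0.802%).

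**Figure D1:**
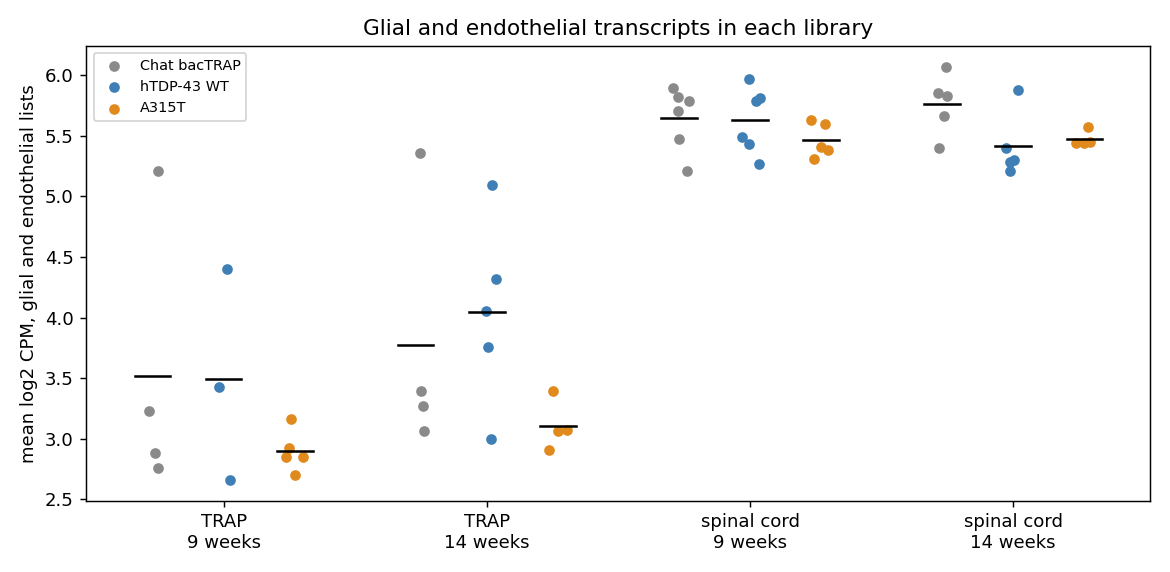
Mean log2 CPM of glial and endothelial genes in each library, by genotype, age and fraction.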

In all samples, we observed robust enrichment of the motor neuronal marker mRNAs, *Chat* and *Mnx1* and de-enrichment of oligodendrocyte (*Cnp* and *Mog*) and glial markers (*Gfap* and *Aldh1l1*) across genotypes (Fig. 2B)*,* indicating that the TRAP methodology was efficient in capturing ribosome-associated mRNAs from spinal cord MNs. 

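Over both ages, Chat, the gene of the acetylcholine-synthesizing enzyme, stood at 4500 ± 1470 normalized counts (SD, n = 9) in hTDP-43 A315T MN-TRAP and at 695 ± 114 (n = 9) in spinal cord, a log2 enrichment of 2.79 (SE 0.29, adjusted p = 1.13e-11). Its enrichment was 2.80 in hTDP-43 WT (MN-TRAP n = 8, spinal cord n = 11) and 2.61 in Chat bacTRAP (n = 8 and 11). Mnx1, a transcription factor of motor neurons, was enriched by 4.11 (SE 0.18), 3.69 and 3.41 in the same order. The oligodendrocyte genes Cnp and Mog were depleted, with log2 changes of -3.08 and -3.22 in hTDP-43 A315T, -1.86 and -1.97 in hTDP-43 WT, and -1.98 and -2.06 in Chat bacTRAP. Gfap, an astrocyte filament gene, changed by -3.12, -1.71 and -2.18, and Aldh1l1, an astrocyte enzyme gene, by -2.58, -1.55 and -1.87.

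All 18 combinations of marker and genotype passed the test, and the largest adjusted p was 0.000297, for Aldh1l1 in hTDP-43 WT. Aldh1l1 was also the only marker whose MN-TRAP and spinal cord libraries overlapped, in hTDP-43 WT and in Chat bacTRAP. The paper takes the marker enrichment as evidence that the method captured ribosome-associated RNA of motor neurons. The vesicular acetylcholine transporter gene Slc18a3 was enriched by 3.32, 3.11 and 3.16, a value to be read with care because the name of the bacTRAP transgene lists Slc18a3 as well. Each of the 4 glial markers was depleted more deeply in hTDP-43 A315T than in either control line. For Gfap and Aldh1l1 part of this lies in the cord, with 46900 and 1260 normalized counts in hTDP-43 A315T and 30600 and 983 in Chat bacTRAP. In MN-TRAP the pair stood at 4890 and 192 against 6250 and 233. For Cnp and Mog the difference lies mainly in MN-TRAP (4980 and 995 against 9620 and 2710).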

We first performed global analyses of our genome-wide data before proceeding with differential expression analysis. 

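Every MN-TRAP library had another MN-TRAP library as its nearest neighbour by Euclidean distance over all genes (25 of 25), and every spinal cord library another spinal cord library (31 of 31). The genotype left a weaker mark. The nearest library had the same genotype for 6 of 25 MN-TRAP libraries, where 7.67 are met on average when genotypes are shuffled (permutation p = 0.797), and for 14 of 31 spinal cord libraries, where 9.72 are met (permutation p = 0.103). Distance and linkage of the published tree were not found in the text, so 12 combinations were drawn. The first split parted the fractions exactly in 7 of them, and in the R defaults (Euclidean distance, complete linkage) it placed 21 of 25 MN-TRAP libraries apart. The other 4 combinations set 18, 1, 1 and 1 MN-TRAP libraries apart.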

A cluster dendrogram revealed clear separation of samples based on whether they were spinal cord or MN-TRAP, as well as additional sub-clustering of most samples with the same genotype (Supplementary Material, Fig. S5A). Similarly, a principle component analysis (PCA) provides additional demonstration of a clear separation between MN and whole spinal cord (Supplementary Material, Fig. S5B). In comparison, differences based on genotype (Supplementary Material, Fig. S5C) or time point (Supplementary Material, Fig. S5D and E) appear subtler. Collectively, these global analyses of our MN translatome data demonstrate efficient purification of the MN translatome in all cases.

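On the 500 most variable genes the first principal component held 77.5% of the variance and the next 6.8%. MN-TRAP libraries lay between -7.1 and 42 on the first component and spinal cord libraries between -31.9 and -17.6, so the fractions shared no part of the axis. Fraction accounted for 87.2% of the spread along it. Closest to the spinal cord lay Chat bacTRAP 14 weeks MN-TRAP replicate 1 and then Chat bacTRAP 9 weeks MN-TRAP replicate 2, which also carried the most glial RNA of their groups (mean log2 CPM 5.36 and 5.21).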

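Over the same 500 genes, fraction held 68.2% of the variance between the 56 libraries. Within MN-TRAP, genotype held 21.5% (permutation p = 0.0118) and age 7.2% (permutation p = 0.128). Within spinal cord, genotype held 18.7% (permutation p = 0.00103) and age 3.4% (permutation p = 0.378). Genotype accounted for 28.8% of the second principal component.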

To identify specific de-regulated mRNAs, we focused on differences between genotypes at 14 weeks, which corresponds to the early symptomatic phase for *Chat* bacTRAP; *hTDP-43^A315T^* mice (Fig. 1). We first compared this line to *Chat* bacTRAP controls and identified 2067 deregulated genes (802 up and 1265 down). 

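Against Chat bacTRAP at 14 weeks, the largest falls among well-expressed genes were those of Myh4, Mylpf, Car3 and 5 mitochondrially encoded genes. Myh4, a fast muscle myosin, stood at 9.26 ± 10.7 normalized counts in hTDP-43 A315T (SD, n = 4) and 471 ± 779 in Chat bacTRAP (n = 4; log2 change -5.43, SE 1.87, adjusted p = 0.0448). Mylpf, a muscle myosin light chain, changed by -4.71 (SE 1.43) and Car3, a muscle carbonic anhydrase, by -4.17 (SE 1.09). Mt-Nd2 (ENSMUSG00000064345, mitochondrial chromosome, 3914–4951), a subunit gene of complex I, changed by -4.33 (SE 1.06, adjusted p = 0.00623), with mt-Nd4 at -4.28, mt-Cytb at -4.16, mt-Nd1 at -4.01 and mt-Nd6 at -3.88. The calls of all 8 falls rest on Chat bacTRAP replicate 1, where Myh4 stood at 1640 (next 97.2) and mt-Nd2 at 206000 (next 26400). Without that library none of the 8 was called, with Myh4 at -2.77 (adjusted p = 0.397) and mt-Nd2 at -2.52 (adjusted p = 0.0905).

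Rises of well-expressed genes were smaller. Utp14a (ENSMUSG00000063785, chromosome X, 48256862–48282453), which serves ribosome assembly, was at 614 ± 306 against 163 ± 101 (log2 1.91, SE 0.30, adjusted p = 8.58e-05). Cd3eap, an RNA polymerase I subunit, rose by 1.83, the chromatin protein gene Cbx3 by 1.60, the ATPase gene Ruvbl1 and the zinc finger gene Zfp354b by 1.58 each, the apoptosis gene Bbc3 by 1.56, Ssb, whose protein binds RNA polymerase III transcripts, by 1.52, and the tRNA deaminase gene Adat2 by 1.51. These 8 and the 8 falls above are the largest calls with at least 5 CPM and no overlap between the groups. Of the rises, Bbc3 was not called without hTDP-43 A315T replicate 1, its highest library (1.41, adjusted p = 0.0529). Each of the others stayed called without its own highest library. Mnx1 rose by 1.01 (SE 0.24) to 2020 ± 540, from 1070 ± 507.

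In total 1960 genes were called, 987 higher and 973 lower. Without Chat bacTRAP replicate 1 the count was 1082, and without replicate 4, the library with Y-linked reads, it was 3282. No gene was called when the MN-TRAP libraries were fitted alone in edgeR, where 2042 had an unadjusted p below 0.05; DESeq2 on MN-TRAP alone called 181, and on all libraries 2369, while limma-voom on all libraries called 0 (1450 with an unadjusted p below 0.05). Of the 35 ways to split the 8 libraries evenly, none other called as many. The highest of them called 1920 and their median was 694, so chance division is not excluded. Simulations with no difference between genotypes gave a median of 93.5 calls. The intervals and errors of single genes rest on a spread estimated from both fractions.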

A second comparison to *Chat* bacTRAP; *hTDP-43^WT^* revealed 1061 genes that were deregulated (168 up and 893 down). 

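Compared with hTDP-43 WT at 14 weeks, mt-Tp, mt-Rnr2, mt-Rnr1, Slc13a3 and Ccdc13 were lower in hTDP-43 A315T MN-TRAP. Mt-Tp, a mitochondrial tRNA gene, stood at 31.1 ± 12.2 normalized counts (SD, n = 4) against 528 ± 744 (n = 5; log2 change -4.11, SE 1.03, adjusted p = 0.011). The mitochondrial rRNA genes mt-Rnr2 and mt-Rnr1 changed by -3.95 and -3.84. Slc13a3, a dicarboxylate transporter gene, was at 75.4 ± 13.2 against 989 ± 1790 (-3.68, SE 0.69, adjusted p = 0.00263), and Ccdc13, a gene of cilia, at 36.7 ± 9.82 against 454 ± 734 (-3.55, SE 0.61). Slc13a3 was not called against Chat bacTRAP (-0.98, adjusted p = 0.347). hTDP-43 WT replicate 3 held 4190 of Slc13a3 (next 393) and 1760 of Ccdc13 (next 216); without it Slc13a3 changed by -1.32 (adjusted p = 0.0789) and Ccdc13 by -1.75 (adjusted p = 0.0183). Mt-Tp, mt-Rnr2 and mt-Rnr1 were highest in hTDP-43 WT replicate 2 and not called without it (-2.70, -2.31 and -2.16).

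Of 1009 called genes, 130 were higher and 879 lower in hTDP-43 A315T. All 140 called genes with at least 5 CPM and no overlap between the groups were lower; a fixed set of 4 of 9 libraries separates by chance in 0.794% of unchanged genes per direction. Omitting hTDP-43 WT replicate 5, the library that resembles an hTDP-43 A315T library, raised the count to 1783. Without hTDP-43 WT replicate 3 it was 426, without hTDP-43 A315T replicate 1 492 and without hTDP-43 A315T replicate 4 584. MN-TRAP libraries alone gave 0 calls in edgeR (1723 with an unadjusted p below 0.05) and 34 in DESeq2, limma-voom gave 152, and DESeq2 on all libraries 1355. Among 100 regroupings of the 9 libraries, 11 called at least as many genes as the labels, up to 1949, so a chance division is not excluded. The higher counts point to a structure of the samples; whether the control libraries with Lamr1-ps1 reads make it was not tested.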

The intersection of these two comparisons revealed a set of 327 genes that were either consistently upregulated or downregulated in the mutant line relative to both controls (56 up and 271 down; Fig. 2C; Supplementary Material, Table S3). 

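Genes lower in hTDP-43 A315T than in both controls at 14 weeks include 15 of the oligodendrocyte list and 9 of the astrocyte list, out of 226. Olig2 (ENSMUSG00000039830), a transcription factor of the oligodendrocyte lineage, stood at 140 ± 8.1 normalized counts in hTDP-43 A315T (SD, n = 4), 498 ± 397 in hTDP-43 WT (n = 5) and 778 ± 553 in Chat bacTRAP (n = 4). Its log2 change was -2.44 (SE 0.43, adjusted p = 0.000336) against Chat bacTRAP and -1.81 (SE 0.41, adjusted p = 0.00462) against hTDP-43 WT. Mobp, a myelin protein gene, changed by -1.70 and -1.76. Slc1a3 (ENSMUSG00000005360), a glutamate transporter of astrocytes, was at 180 ± 76.1, 630 ± 397 and 741 ± 483 (-1.98, SE 0.45; -1.80, SE 0.43). Emp2 (ENSMUSG00000022505, chromosome 16, 10281749–10313968), a membrane protein gene, was at 36.7 ± 15.1, 127 ± 69 and 281 ± 187 (-2.95, SE 0.55; -1.82, SE 0.52). Without hTDP-43 WT replicate 2 Emp2 was not called against hTDP-43 WT (-1.45, adjusted p = 0.0889). Without Chat bacTRAP replicate 1 it was still called against Chat bacTRAP (-2.55).

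Among 26 oligodendrocyte genes, 15 were lower than in both controls, with list medians of -1.31 against Chat bacTRAP and -1.65 against hTDP-43 WT. Among them are Mal, Bcas1, Gjb1, Cldn11, Mag, Mobp, Olig2, Olig1, Mog and Mbp. When adjusted over the list alone, 21 and 23 were lower. As a list they fell under a preset correlation of 0.01 in limma's camera (adjusted p = 8.78e-15 and 2.6e-21; adjusted p = 0.216 and 0.232 with an estimated correlation). Of 21 astrocyte genes, 9 were lower than in both controls (medians -1.44 and -1.48; adjusted over the list alone 13 and 17; camera adjusted p = 1.29e-08 and 2.64e-12; adjusted p = 0.277 and 0.232 with an estimated correlation). Of 10 mitochondrially encoded genes, 9 were (medians -3.73 and -3.78; list alone 9 and 9; camera adjusted p = 1.29e-08 and 1.5e-06; adjusted p = 0.216 and 0.4 with an estimated correlation).

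The falls against Chat bacTRAP rest largely on its replicate 1, whose mean log2 CPM was 7.67 for oligodendrocyte genes (the other 3 at 5.67 to 5.93, hTDP-43 A315T at 5.14 to 5.44) and 7.37 for astrocyte genes (5.34 to 5.58, hTDP-43 A315T at 4.88 to 5.51). Without it the medians against Chat bacTRAP were -0.47, -0.49 and -2.09 for oligodendrocyte, astrocyte and mitochondrially encoded genes, with 1, 0 and 0 lower than in both controls. Without hTDP-43 WT replicate 2 the medians against hTDP-43 WT were -1.36, -1.23 and -2.38, with 11, 1 and 0 lower than in both.

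In smaller numbers, 4 of 19 microglia genes were lower than in both controls (Gpr34, P2ry13, Fcrls and Siglech; medians -1.47 and -0.80; list alone 13 and 8; camera adjusted p = 6.33e-05 and 0.000675; adjusted p = 0.346 and 0.506 with an estimated correlation). So were 3 of 17 meningeal fibroblast and ependymal genes (Ptgds, Mgp and Aspn), 2 of 21 interneuron genes (Tac2 and Slc17a6), 1 of 9 oligodendrocyte precursor genes (Gpr17) and 1 of 10 Schwann cell genes (Cdh19). Their medians were -1.33 and -1.09, -0.73 and -0.85, -1.24 and -1.17, and -1.40 and -0.35.

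The 272 genes called against both controls comprise 46 higher and 226 lower. Of the 226, 209 (92.5%) are depleted in MN-TRAP over spinal cord at 9 weeks, against 24.1% of all tested genes. Of the 46 higher genes, 24 (52.2%) are depleted as well, so an excess of depleted genes is not limited to the falls. The 46 have a median of 0.135 CPM, and 23 of them are protein coding, among them Tfcp2l1, Cldn9, Batf and Mxd3, names picked after the values were seen. Both comparisons share the 4 hTDP-43 A315T libraries; giving each comparison its own 2 of them left a median of 7 shared genes, and simulations with no difference between genotypes gave a median of 15.5. The count was 119 and 139 without hTDP-43 A315T replicates 1 and 4, 157 and 479 without hTDP-43 WT replicates 2 and 5, 92 without Chat bacTRAP replicate 1, 0 with MN-TRAP libraries alone in edgeR and 7 in DESeq2. Of 100 regroupings 41 called as many genes (up to 1322), so chance division of these libraries is not excluded.

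**Figure D2:**
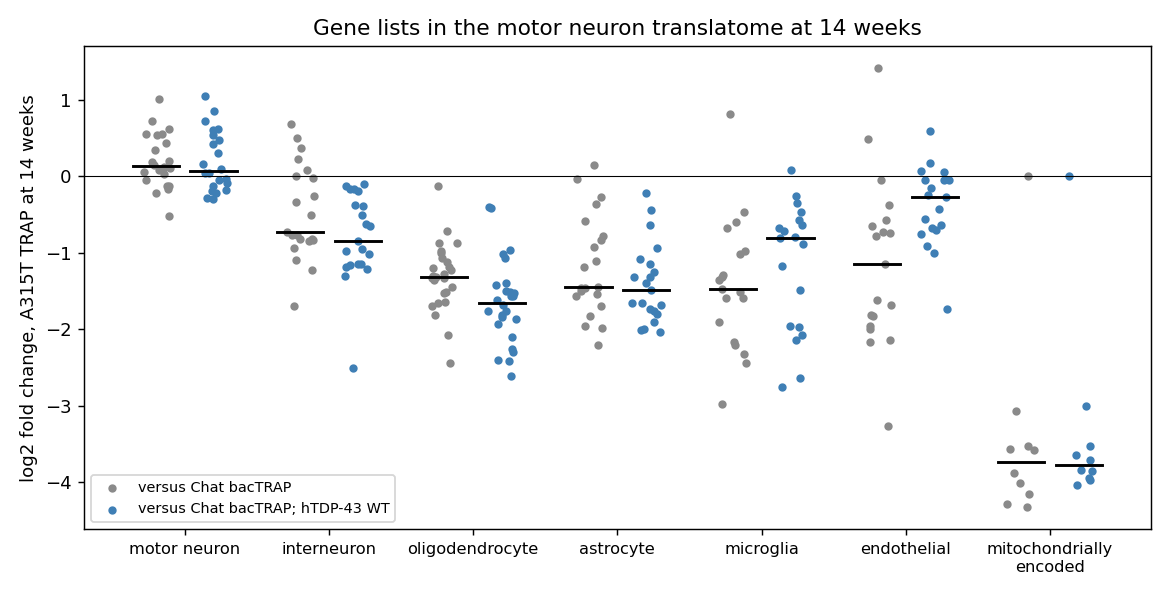
Log2 change of each gene of 7 lists in MN-TRAP at 14 weeks, against Chat bacTRAP and against hTDP-43 WT.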

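Serpina3n and Lgals3 rose against both controls in the hTDP-43 A315T spinal cord at 14 weeks. Serpina3n (ENSMUSG00000021091, chromosome 12, 104406729–104414329), a protease inhibitor of reactive astrocytes, stood at 4710 ± 2240 normalized counts in hTDP-43 A315T (SD, n = 4), 1460 ± 210 in hTDP-43 WT (n = 5) and 1540 ± 231 in Chat bacTRAP (n = 5). Its log2 change was 1.64 (SE 0.22, adjusted p = 1.34e-05) against Chat bacTRAP and 1.68 (SE 0.22, adjusted p = 7.42e-06) against hTDP-43 WT. Lgals3 (ENSMUSG00000050335, chromosome 14, 47367751–47386160), a galectin of activated microglia, was at 907 ± 246, 163 ± 68.8 and 181 ± 73.5 (log2 2.34 and 2.47, SE 0.40 each). Cst7, a microglial cystatin, was called against hTDP-43 WT alone (64.3 ± 29.7 against 6.45 ± 2.59; log2 3.28, SE 0.68), as was the secreted protein gene Ccn5 (3.27, SE 0.66); the difference between the controls was not tested for either.

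Lamr1-ps1 was at 32.8 ± 4.15 in hTDP-43 A315T and at 0 in all 5 hTDP-43 WT spinal cords, at least 96-fold from a floor of 3 counts; Gm13886 was called against Chat bacTRAP alone (log2 7.95, SE 1.10). Altogether 4 genes were called against Chat bacTRAP and 5 against hTDP-43 WT, all higher, with 711 and 407 at an unadjusted p below 0.05; DESeq2 called 7 and 10, and limma-voom 584 and 433. With spinal cord libraries fitted alone edgeR called 30 and 40. The 3 genes called against both were Serpina3n, Lgals3 and Lamr1-ps1. Omitting any 1 of hTDP-43 WT replicates 1, 2, 4 or 5 left 2 calls against hTDP-43 WT, and omitting hTDP-43 A315T replicate 1, 3 or 4 left 3.

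None of the 6 genes is among those called in MN-TRAP against both controls, but for Lamr1-ps1 all 432 counts of hTDP-43 WT MN-TRAP at 14 weeks lie in replicate 5, the library that resembles an hTDP-43 A315T library. Lamr1-ps1, Gm13886 and Lgals3 were also called in MN-TRAP against Chat bacTRAP, where Lgals3 stood at 181 ± 41.3 in hTDP-43 A315T, 122 ± 6.46 in hTDP-43 WT and 12.5 ± 14.8 in Chat bacTRAP (log2 3.88, SE 0.57). In spinal cord the oligodendrocyte medians were -0.14 against Chat bacTRAP and -0.11 against hTDP-43 WT, and the mitochondrially encoded medians -2.30 and -1.22, with no member called.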

Importantly, we detected very few changes between genotypes in the input spinal cord material, none of which correspond to the motor neuronal changes (Supplementary Material, Table S3). This underscores both the importance of focusing on specific cell types and the value of the TRAP method to identify changes that manifest specifically within the MN translatome.

To get a broad overview of biological processes that were affected in symptomatic *Chat* bacTRAP; *hTDP-43^A315T^* mice, we performed gene set enrichment analysis using the 327 identified deregulated genes as input. In total, we found 274 significantly regulated biological process gene ontology (GO) terms (Supplementary Material, Table S4), of which we used the top 100 to construct an enrichment map that clusters GO terms into biological themes (Fig 2E). Examples of those themes include ion transport, neurotransmitter uptake, CNS myelination, neurogenesis, oxidative stress, cell adhesion, and vasculature development, implying that diverse biological processes are perturbed in MNs already at an early stage in TDP-43-driven ALS.

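Of the 204 genes named in the 274 terms of Table S4, 196 were measured, 148 were lower than in both controls, 6 were higher and 179 (91.3%) are depleted in MN-TRAP over spinal cord at 9 weeks. Within ion transport 34 of 44 measured genes were lower, within neurotransmitter terms 11 of 12, myelination 14 of 15, neurogenesis 43 of 52, oxidative stress 14 of 18, adhesion 35 of 46 and vasculature 21 of 24. Depleted in MN-TRAP were 42, 11, 15, 52, 16, 42 and 23 of them. These genes were selected by the study from the same libraries, so the tallies are not independent evidence. From the themes the paper infers that varied processes are disturbed in motor neurons early in the disease.

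Lists fixed beforehand for processes inside neurons moved little. Of 61 nuclear-encoded oxidative phosphorylation genes, 26 stress response genes, 22 axon injury genes and 23 neurofilament genes, 0 were called in edgeR against either control, and 0 when each list was adjusted alone. Their medians against Chat bacTRAP and hTDP-43 WT were 0.26 and 0, -0.06 and -0.01, 0.37 and 0.13, and 0.26 and 0.26. Among 22 motor neuron genes only Mnx1 was higher than in Chat bacTRAP and only Tns1, a focal adhesion gene, higher than in hTDP-43 WT (log2 1.05, SE 0.26; 9720 ± 2960 in hTDP-43 A315T, 4590 ± 2000 in hTDP-43 WT), with list medians of 0.13 and 0.08.

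Of 27 synaptic vesicle and synaptogyrin genes the synaptogyrins Syngr4 and Syngr2 were higher and lower, respectively, than in Chat bacTRAP (medians 0.16 and 0.13). Of 38 ion channel genes 1 and 3 were lower (medians -0.06 each), of 74 ribosomal protein genes 2 and 1 were higher and 1 lower than in Chat bacTRAP (medians 0.23 and -0.05), and of 9 TDP-43 target genes 1 was lower than in hTDP-43 WT (medians -0.04 and -0.45). Genes mutated in familial ALS gave 1 higher and 1 lower (Tia1) of 26 against Chat bacTRAP (medians 0.26 and 0.07). Npas4 alone of 14 immediate early genes was lower than in Chat bacTRAP (medians -0.15 and 0.11). Endothelial genes were lower in 3 of 19 against Chat bacTRAP and in 0 against hTDP-43 WT (medians -1.14 and -0.27), blood genes in 1 and 0 of 8 (medians -1.14 and -0.10), and nuclear long noncoding RNAs in 4 and 0 of 9 (medians -0.73 and -0.72).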

To examine how changes to the MN translatome evolve over time, we used the same approach to analyze samples from 9-week-old mice, corresponding to the pre-symptomatic phase. 

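Bcas1, Opalin, Slc1a3, Npy and mitochondrially encoded genes were lower in hTDP-43 A315T MN-TRAP than in both controls, as labelled, at 9 weeks. By their reads, none of the 3 hTDP-43 WT libraries of this comparison was clearly of its label. Replicate 2 had 0 counts of the Tardbp pseudogene Gm13886, and replicate 3 carried Lamr1-ps1 at the hTDP-43 A315T level. Replicate 1, at 0.472M counts, was too shallow to place. Whether the labels are right was not tested. Opalin, a myelin membrane protein gene, stood at 193 ± 41.1 normalized counts in hTDP-43 A315T (SD, n = 5), 744 ± 738 in hTDP-43 WT (n = 3) and 694 ± 656 in Chat bacTRAP (n = 4), with log2 changes of -1.81 (SE 0.41, adjusted p = 0.036) against Chat bacTRAP and -2.03 (SE 0.45, adjusted p = 0.00727) against hTDP-43 WT. Npy, an interneuron peptide gene, was at 76.3 ± 10.4, 285 ± 206 and 245 ± 199 (-1.61, SE 0.40; -1.98, SE 0.43), and Neto2 (ENSMUSG00000036902, chromosome 8, 85636588–85700924), a kainate receptor subunit gene, at 250 ± 72.7, 651 ± 290 and 694 ± 367 (-1.39, SE 0.28; -1.12, SE 0.32). Without hTDP-43 WT replicate 1, a library of 0.472M counts, Neto2 was not called against hTDP-43 WT (-0.98, adjusted p = 0.105). Against Chat bacTRAP Neto2 was still called without Chat bacTRAP replicate 3, its highest library (-1.22). Mt-Nd2 changed by -3.96 and -3.54. Otor, picked after the values were seen, was counted in no hTDP-43 A315T library, at least 26.4-fold below Chat bacTRAP from a floor of 3 counts; the hTDP-43 WT libraries ranged from 0 to 293 normalized counts.

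Of 26 oligodendrocyte genes 3 were lower than in Chat bacTRAP and 6 lower than in hTDP-43 WT (medians -1.32 and -1.16; adjusted over the list alone 19 and 15), and of 21 astrocyte genes 3 and 3 (medians -1.26 and -1.36; list alone 13 and 15). Motor neuron genes had medians of 0.35 and 0.20, with Chrna4, a nicotinic receptor gene, lower than in hTDP-43 WT (-1.25). In total 102 genes were called against Chat bacTRAP, 1 higher and 101 lower, and 403 against hTDP-43 WT, 19 higher and 384 lower. The 30 genes called against both were all lower, and 27 of them (90%) are depleted in MN-TRAP over spinal cord at 14 weeks. Both comparisons share the 5 hTDP-43 A315T libraries; giving each comparison libraries of its own left 0 shared genes in all 20 divisions, and simulations with no difference between genotypes gave a median of 7.5. Without Chat bacTRAP replicate 2 the oligodendrocyte and astrocyte medians against Chat bacTRAP were -0.26 and -0.18, and without hTDP-43 WT replicate 2 those against hTDP-43 WT were -0.51 and -0.48, with 0 genes of either list called in that comparison. The falls of these lists against hTDP-43 WT thus rest largely on the library without Gm13886 reads.

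Leaving out hTDP-43 A315T replicate 1, 2 or 3, Chat bacTRAP replicate 2 or hTDP-43 WT replicate 2 took the 30 to 0, and hTDP-43 A315T replicate 4 or 5 to 1. Without hTDP-43 WT replicate 3 there were 59, without Chat bacTRAP replicates 1, 3 and 4 57, 52 and 104. The comparison with Chat bacTRAP gave 0 calls without hTDP-43 A315T replicate 1, 2 or 3 or Chat bacTRAP replicate 2, 8 and 1 without hTDP-43 A315T replicates 4 and 5, and 246, 176 and 565 without Chat bacTRAP replicates 1, 3 and 4. The comparison with hTDP-43 WT gave 7 without hTDP-43 WT replicate 2, 2849 without its replicate 3, and 254, 235 and 223 without hTDP-43 A315T replicates 1, 4 and 5. MN-TRAP libraries alone gave 0 calls for all of them in edgeR, with 639 and 884 genes at an unadjusted p below 0.05. DESeq2 on all libraries gave 307 and 782, with 86 shared, while limma-voom on all libraries gave 0 in either comparison and 0 shared. Simulations with no difference between genotypes gave a median of 124 calls against Chat bacTRAP, more than the 102 counted, and of 82 against hTDP-43 WT. Regrouping gave 30 or more shared genes in 5 of 100 trials (up to 126).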

At this timepoint, we found fewer differences, with only 109 mRNAs that were downregulated exclusively in the mutant (Supplementary Material, Fig. S6A, B, Supplementary Material, Table S5). Gene set enrichment analysis of these genes also identified many significantly regulated biological process GO terms at this timepoint (Supplementary Material, Table S6), enabling construction of an enrichment map with corresponding biological themes (Supplementary Material, Fig. S6C), some of which overlap with those found at 14 weeks (compare to Fig. 2E). 

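Table S6 names 72 genes in 172 terms. Of 70 measured, 15 were lower than in both controls at 9 weeks and 68 (97.1%) are depleted in MN-TRAP over spinal cord at 14 weeks. Ion transport held 6 lower genes of 19, neurogenesis 4 of 20, myelination 1 of 10 and adhesion 1 of 19. The study chose these genes from the same libraries, so they are not independent evidence.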

Directly comparing the specifically deregulated genes in the MN translatome of pre-symptomatic *Chat* bacTRAP; *hTDP-43^A315T^* mice to symptomatic mice revealed 52 downregulated genes in common (Supplementary Material, Fig. S6D, Supplementary Material, Table S7). Thus, there are detectable changes exclusively in the MN translatome of TDP-43 mutant mice already at 9 weeks, about half of which appear to persist to 14 weeks. However, most of the changes that we observe in the MN translatome of symptomatic mice were not detected pre-symptomatically.

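Of the genes lower in hTDP-43 A315T than in both controls, 13 were called at both ages: the mitochondrially encoded mt-Cytb, mt-Nd1, mt-Nd2, mt-Nd4, mt-Nd6, mt-Rnr1 and mt-Rnr2, the oligodendrocyte gene Bcas1, the astrocyte transporter gene Slc1a3, and Garem2, Otor, Zcchc24 and Gm13341. At 9 weeks Slc1a3 stood at 115 ± 16.8 normalized counts in hTDP-43 A315T (SD, n = 5), 522 ± 331 in hTDP-43 WT (n = 3) and 453 ± 446 in Chat bacTRAP (n = 4), with log2 changes of -1.94 (SE 0.42, adjusted p = 0.0349) against Chat bacTRAP and -1.74 (SE 0.49, adjusted p = 0.0412) against hTDP-43 WT. Garem2, an adaptor gene named after the values were seen, was at 74 ± 26.5, 235 ± 198 and 228 ± 147, with changes of -1.59 and -1.81 at 9 weeks and -2.13 and -1.59 at 14 weeks.

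If the lists of the ages were independent, 0.36 shared genes would be met. Of 100 regroupings none other gave a shared gene. All 52 genes of Table S7 had log2 changes below 0 in all 4 comparisons; 47 were called against both controls at 14 weeks and 12 at 9 weeks, 51 are depleted in MN-TRAP, 16 are in the glial lists and 9 are mitochondrially encoded (a list chosen by the study, not independent evidence). The 13 fell to 0 without any 1 of the 5 hTDP-43 A315T libraries of 9 weeks, without hTDP-43 WT or Chat bacTRAP replicate 2 of 9 weeks, and with MN-TRAP libraries alone. That hTDP-43 WT library is the one without Gm13886 reads. The shared genes numbered 7 and 6 without hTDP-43 A315T 14 weeks replicates 3 and 4, 6 and 23 without hTDP-43 WT 14 weeks replicates 2 and 5, 28 without hTDP-43 WT 9 weeks replicate 3, 4 and 21 without Chat bacTRAP 14 weeks replicates 1 and 4, and 22, 25 and 39 without Chat bacTRAP 9 weeks replicates 1, 3 and 4.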

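Of the 30 genes called lower at 9 weeks, 13 (43.3%) were called against both controls at 14 weeks. At 14 weeks 29 had log2 changes below 0 against Chat bacTRAP and all 30 against hTDP-43 WT, with 15 and 22 called. Bcas1, for example, changed by -1.85 against Chat bacTRAP and -1.79 against hTDP-43 WT at 9 weeks, and passed against both at 14 weeks (adjusted p = 0.007 and 0.0252). DESeq2 on all libraries shared 39 genes between the ages.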

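Most of the 226 genes lower at 14 weeks already lay below the controls at 9 weeks without passing the test. Against Chat bacTRAP 218 had log2 changes below 0 at 9 weeks (median -1.30), of which 42 were called, and against hTDP-43 WT 190, of which 38 were called. Mog, a myelin protein gene, changed by -1.45 against Chat bacTRAP (SE 0.37, adjusted p = 0.0525) and by -1.42 against hTDP-43 WT (SE 0.41, adjusted p = 0.0473) at 9 weeks. Tested as an interaction of genotype and age, 322 genes differed between the ages in their distance from Chat bacTRAP (173 without Chat bacTRAP 14 weeks replicate 3, 1275 without its replicate 4) and 27 in their distance from hTDP-43 WT, with 2777 and 2734 at an unadjusted p below 0.05. MN-TRAP libraries alone gave 0 for both. The 27 moved even more widely with single libraries left out, and rose steeply without the control libraries with Lamr1-ps1 reads. Those counts are given with the dependence on the processing. Regroupings with at least as many genes numbered 37 and 77 of 100 (up to 2424 and 3107), so chance division of the libraries is not excluded for either. The higher counts point to a structure of the samples; whether the control libraries with Lamr1-ps1 reads make it was not tested.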

### Validation of *Tex26, Syngr4,* and *Plekhb1* mRNA level changes in the MN translatome of an independent cohort of *hTDP-43^A315T^* mice

Out of the 327 genes that were exclusively de-regulated in the mutant line relative to both controls (Fig. 2C, Supplementary Material, Table S3), we selected four up- and two downregulated candidate disease drivers for further validation (Table 1). Our selection was driven by two criteria: (1) robust regulation in comparison to the control lines at 14 weeks, (2) upregulated genes should increase from pre-symptomatic to symptomatic timepoint (9–14 weeks). 

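Tex26, Syngr4, Nhlh1 and Mxd3 were all higher in hTDP-43 A315T MN-TRAP at 14 weeks than at 9 weeks on average, and none passed the test for that rise. The log2 changes from 9 (n = 5) to 14 weeks (n = 4) were 1.92 for Tex26 (SE 0.65, adjusted p = 0.4), 0.85 for Syngr4 (SE 0.78, adjusted p = 0.877), 0.98 for Nhlh1 (SE 0.56, adjusted p = 0.782) and 1.27 for Mxd3 (SE 0.66, adjusted p = 0.743). In hTDP-43 A315T MN-TRAP 2 genes were called between the ages: Gm49339, higher at 14 weeks (5.31, SE 1.02, adjusted p = 0.0459), and 1700030C10Rik, lower, with 33 counts at 9 weeks and 0 in all 4 libraries of 14 weeks. Of the 46 genes higher than in both controls at 14 weeks, 41 had a log2 change above 0 between the ages and 1 was called. The 46 were chosen for high values in the same 14-week libraries, so the 41 are not independent evidence of a rise. By edgeR 1298 genes had an unadjusted p below 0.05, and DESeq2 called 55. The 2 calls became 4, 0 and 1 without 14 weeks replicates 1, 2 and 4, and 0 without any 1 library of 9 weeks; 20 of 100 regroupings called as many. Mxd3 was the only gene of the 4 called against both controls in edgeR.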

In follow-up analyses, we first sought to validate the MN-TRAP-Seq results in an independent cohort of *Chat* bacTRAP; *hTDP-43^A315T^* and singly transgenic *Chat* bacTRAP control mice. We performed MN-TRAP from spinal cords of three different 14-week-old animals for each genotype. Next, we checked our prioritized disease-associated candidates, obtaining reliable qRT-PCR data for four of the six candidates from Table 1. *Tex26* and *Syngr4* mRNA, which were upregulated in the MN-TRAP-Seq experiment (Fig. 3A and B), were also significantly upregulated in an independent MN-TRAP experiment (Fig. 3D and E). Moreover, *Plekhb1* mRNA was significantly downregulated, in line with the original MN-TRAP-Seq experiment (Fig. 3C and F). 

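Tex26 (ENSMUSG00000029660, chromosome 5, 149439660–149470979), a testis-expressed gene, stood at 27.6 ± 15 normalized counts in hTDP-43 A315T MN-TRAP at 14 weeks (SD, n = 4), 8.06 ± 7.27 in hTDP-43 WT (n = 5) and 2.91 ± 5.82 in Chat bacTRAP (n = 4). Its log2 change was 4.30 (SE 1.01, adjusted p = 0.00414) against Chat bacTRAP and 1.63 (SE 0.63, adjusted p = 0.1) against hTDP-43 WT. Syngr4 (ENSMUSG00000040231, chromosome 7, 45885222–45896714), of the synaptogyrin family of vesicle proteins, was at 16.7 ± 8.09, 3.65 ± 4.54 and 1.45 ± 2.91 (4.63, SE 1.38, adjusted p = 0.0198; 2.27, SE 0.85, adjusted p = 0.0879). Both rose against Chat bacTRAP, and the rise over hTDP-43 WT did not pass the test.

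The counts behind these values are low: 93 reads of Tex26 in hTDP-43 A315T, 140 in hTDP-43 WT and 2 in Chat bacTRAP, and 57, 46 and 1 of Syngr4. All reads of Chat bacTRAP came from replicate 4, and replicates 1 to 3 were at 0. Syngr4 lost its call against Chat bacTRAP without replicate 1 (3.75, adjusted p = 0.109) or replicate 3 (3.95, adjusted p = 0.0785) of that line. Tex26 was called against hTDP-43 WT without hTDP-43 WT replicate 5 (1.97, adjusted p = 0.047) and in DESeq2 (adjusted p = 0.0285). With MN-TRAP libraries alone neither passed against Chat bacTRAP (adjusted p = 0.296 and 0.315).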

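Plekhb1 (ENSMUSG00000030701, chromosome 7, 100642892–100662414), a membrane-bound pleckstrin homology protein gene, stood at 2370 ± 317 normalized counts in hTDP-43 A315T MN-TRAP at 14 weeks (SD, n = 4), 8610 ± 4990 in hTDP-43 WT (n = 5) and 8330 ± 6140 in Chat bacTRAP (n = 4). It fell against both, with log2 changes of -1.73 (SE 0.42, adjusted p = 0.00538) against Chat bacTRAP and -1.85 (SE 0.41, adjusted p = 0.00416) against hTDP-43 WT. Plekhb1 is depleted in MN-TRAP over spinal cord in every genotype, by log2 -3.02 in hTDP-43 A315T, -1.76 in hTDP-43 WT and -1.69 in Chat bacTRAP. Without Chat bacTRAP replicate 1, which carried the most glial RNA of its group, the change against Chat bacTRAP was -1.03 (adjusted p = 0.0961). With MN-TRAP libraries alone it was -1.79 (adjusted p = 0.26).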

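Nhlh1 (ENSMUSG00000051251, chromosome 1, 172052292–172057573), a neuronal helix-loop-helix factor gene, stood at 28.1 ± 15.2 normalized counts in hTDP-43 A315T (SD, n = 4), 6.76 ± 7.92 in hTDP-43 WT (n = 5) and 0 in all 4 Chat bacTRAP libraries of 14 weeks. From 91 reads in hTDP-43 A315T and a floor of 3 counts, that is at least 16.3-fold above Chat bacTRAP (adjusted p = 0.000193). Its log2 change against hTDP-43 WT was 1.72 (SE 0.56, adjusted p = 0.0501). Mxd3 (ENSMUSG00000021485, chromosome 13, 55325168–55329823), a partner gene of the MYC network, was at 37.7 ± 21.2, 7.92 ± 5.22 and 8.1 ± 14.1, with changes of 2.69 (SE 0.88, adjusted p = 0.0337) against Chat bacTRAP and 2.07 (SE 0.67, adjusted p = 0.048) against hTDP-43 WT.

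Nhlh1 passed against hTDP-43 WT without hTDP-43 WT replicate 5 (3.09, adjusted p = 0.00108) or hTDP-43 A315T replicate 3 (1.86, adjusted p = 0.047), the pair with near-equal shares of counts, and in DESeq2 (adjusted p = 0.0167). Mxd3 lost its call against Chat bacTRAP without hTDP-43 A315T replicate 2 (2.24, adjusted p = 0.0948) or Chat bacTRAP replicates 1 (2.31, adjusted p = 0.133), 2 (2.52, adjusted p = 0.0609) or 3 (2.01, adjusted p = 0.127). Against hTDP-43 WT it was lost without hTDP-43 A315T replicates 1 to 4 (adjusted p = 0.0682, 0.163, 0.0505 and 0.0705) or hTDP-43 WT replicates 2 to 4 (adjusted p = 0.109, 0.126 and 0.0725). With MN-TRAP libraries alone neither passed against Chat bacTRAP (adjusted p = 0.22 and 0.449). Intervals from a floor cover counting error only.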

For two mRNAs, *Nhlh1* and *Mxd3* that were also upregulated in the MN-TRAP-Seq (Supplementary Material, Fig. S7), the qRT-PCR was not sensitive enough to enable validation, presumably due to very low expression levels (not shown). Only one tested mRNA, *Tia1*, showed no change, suggesting it might have been a false positive (Supplementary Material, Fig. S8). 

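Tia1 (ENSMUSG00000071337, chromosome 6, 86404219–86433405), a stress granule protein gene, stood at 192 ± 25 normalized counts in hTDP-43 A315T MN-TRAP at 14 weeks (SD, n = 4), 511 ± 337 in hTDP-43 WT (n = 5) and 623 ± 498 in Chat bacTRAP (n = 4). It fell against Chat bacTRAP (log2 -1.62, SE 0.49, adjusted p = 0.0216), and the change against hTDP-43 WT did not pass (-1.41, SE 0.46, adjusted p = 0.0504). The call against Chat bacTRAP ended without Chat bacTRAP replicate 1 (-0.83, adjusted p = 0.314), without hTDP-43 A315T replicate 4 (-1.54, adjusted p = 0.057), and with MN-TRAP libraries alone (-1.67, adjusted p = 0.28). Against hTDP-43 WT it was called without hTDP-43 WT replicate 5 (-1.59, adjusted p = 0.0187) and in DESeq2 (adjusted p = 0.0277). At 9 weeks Tia1 was at 189 ± 82.6 in hTDP-43 A315T (n = 5), 183 ± 162 in hTDP-43 WT (n = 3) and 339 ± 369 in Chat bacTRAP (n = 4). The paper says that Tia1 might have been a false positive.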

In summary, we validated three potential disease driver mRNAs in the MN translatome of *Chat* bacTRAP; *hTDP-43^A315T^* mice at disease symptom onset.

**Table 1:** Short list of upregulated and downregulated genes from the comparison of 14 weeks between the *Chat* bacTRAP; *TDP-43^A315T^* versus *Chat* bacTRAP; *hTDP-43^WT^* and *Chat* bacTRAP; *hTDP-43^A315T^* versus *Chat* bacTRAP, respectively

Type of regulation		*Chat* bacTRAP; *hTDP-43^A315T^* versus *Chat* bacTRAP		*Chat* bacTRAP; *hTDP-43^A315T^* versus *Chat* bacTRAP*; hTDP-43^WT^*	
	Gene name	Log_2_ fold change	padj	Log_2_ fold change	padj
Upregulated	*Tex26*	7.56	3.95E−05	2.7	3.10E−02
	*Syngr4*	5.19	4.80E−03	3.4	4.85E−02
	*Nhlh1*	8.83	6.30E−06	2.83	1.73E−02
	*Mxd3*	4.07	6.60E−03	3.41	1.54E−02
Downregulated	*Plekhb1*	3.17	4.2E−04	3.25	3.60E−04
	*Tia1*	2.84	6.90E–03	2.37	3.48E−02

**Figure 3:**
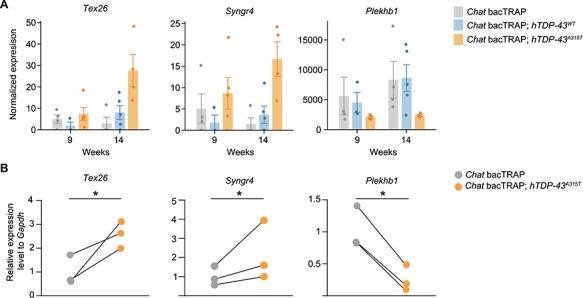
*Tex26*, *Syngr4* and *Plekhb1* mRNAs are deregulated in the *hTDP-43^A315T^* MN translatome at motor symptom onset. (**A**) RNA-Seq results for *Tex26*, *Syngr4,* and *Plekhb1* are shown at pre-symptomatic and early symptomatic stages (9 and 14 weeks, respectively). Gene expression levels are normalized to the sequencing library size. Mean values ± SEM are shown. (**B**) Corresponding qRT-PCR validation for *Tex26, Syngr4*, and *Plekhb1* mRNAs at 14 weeks. The qRT-PCR validation experiments are MN-TRAP assays from an independent cohort *Chat* bacTRAP*; hTDP-43^A315T^* and *Chat* bacTRAP control mice. Average relative expression values normalized to *Gapdh* mRNA levels are shown. *n* = 3 for qRT-PCR experiments; values for each genotype from each specific experiment are shown; corresponding genotype pairs from a specific replicate are linked by black lines; paired *t*-test; ^*^P < 0.05.

### SYNGR4 and PLEKHB1 protein levels are altered in MNs of *hTDP43^A315T^* mice at disease onset

Having validated changes in levels in the MN translatome for several candidate disease driver mRNAs, we next asked whether changes in ribosome association with these mRNAs would have a functional impact on levels of the encoded proteins. Focusing on SYNGR4 and PLEKHB1, because antibodies were available, we performed IHC staining and confocal imaging of spinal cord sections from the lumbar area (~L3–5) of *hTDP-43^A315T^* and control mice at both 9 and 14 weeks of age. We quantified signal intensity within MN cell bodies in the ventral horn, after first confirming that this procedure gave significant signal over background relative to control samples lacking primary antibody for SYNGR4 (Supplementary Material, Fig. S9) or PLEKHB1 (Supplementary Material, Fig. S10). The disease phase of the animals used for these experiments was directly confirmed via neurological score. As expected, *hTDP-43^A315T^* mice used for IHC showed difficulties in hind limb extension at 14 weeks, reflecting early motor symptoms of ALS, but were pre-symptomatic at 9 weeks (Supplementary Material, Fig. S11).

Comparison of fluorescent staining intensity in MN cell bodies during the pre-symptomatic phase revealed that levels of SYNGR4 protein were not significantly different between *hTDP-43^A315T^* mice and controls (9 weeks, Fig. 4A). However, in the early-symptomatic phase SYNGR4 protein levels were significantly increased in *hTDP-43^A315T^* MNs relative to both controls (14 weeks, Fig. 4B). Similar to SYNGR4, spinal cord MNs stained for PLEKHB1 during the pre-symptomatic phase revealed no significant differences between the *hTDP-43^A315T^* mice and controls (9 weeks; Fig. 5A). In contrast, during the early-symptomatic phase, PLEKHB1 protein levels in *hTDP-43^A315T^* MNs showed a decrease relative to both controls (Fig. 5B). Importantly, simultaneous staining for ChAT as an internal standard control revealed no significant alterations in its levels in either experiment (Figs 4 and 5), highlighting specific effects on SYNGR4 and PLEKHB1 protein levels, rather than general effects on MN protein levels or differential staining efficiency. Although SYNGR4 is related to two proteins found in synaptic vesicles (SVs) (45–47), we observed no obvious co-staining with a SV marker in spinal cord (Supplementary Material, Fig. S12). We conclude that SYNGR4 protein is upregulated and PLEKHB1 protein is downregulated within MNs of *hTDP-43^A315T^* mice in the transition from the pre-symptomatic phase to overt motor symptoms. 

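At 9 weeks Syngr4 stood at 8.64 ± 8.31 normalized counts in hTDP-43 A315T MN-TRAP (SD, n = 5), 1.78 ± 3.08 in hTDP-43 WT (n = 3) and 5.08 ± 6.85 in Chat bacTRAP (n = 4), with log2 changes of 0.49 (SE 0.84, adjusted p = 0.866) against Chat bacTRAP and 1.87 (SE 1.24, adjusted p = 0.471) against hTDP-43 WT. Plekhb1 was at 2040 ± 323, 4510 ± 2960 and 5600 ± 6310, already lower on average than in either control (-1.42, SE 0.39, adjusted p = 0.0715; -1.11, SE 0.42, adjusted p = 0.163). The difference between the ages was tested as an interaction. For Plekhb1 it was -0.31 against Chat bacTRAP (adjusted p = 0.872) and -0.75 against hTDP-43 WT (adjusted p = 0.573), and for Syngr4 4.14 (adjusted p = 0.196) and 0.40 (adjusted p = 0.953), so a limit to 14 weeks did not pass the test for either gene.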

The effects on SYNGR4 and PLEKHB1 protein levels in MNs are consistent with our MN translatome analyses (Fig. 3), which showed upregulation of *Syngr4* and downregulation of *Plekhb1* mRNAs specifically at the 14-week time point. Taken together, our results imply that changes in the levels of *Syngr4* and *Plekhb1* mRNAs in the MN translatome of *hTDP-43^A315T^* mice at disease onset lead to corresponding changes in the levels of these proteins within MNs.

**Figure 4:**
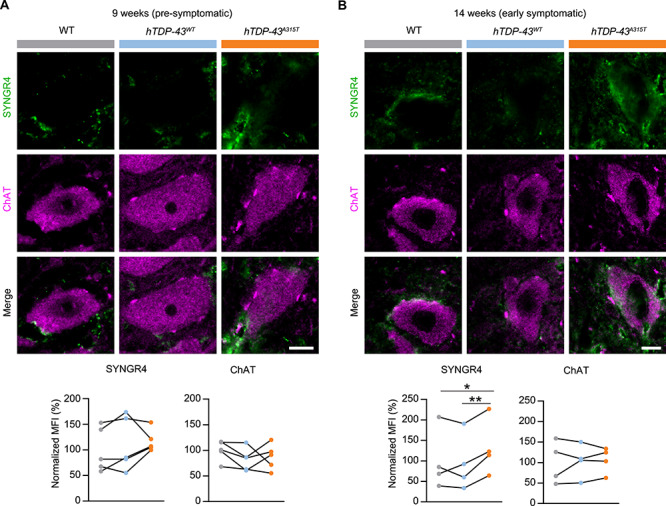
Increased SYNGR4 protein levels in spinal cord MNs of *hTDP-43^A315T^* ALS mice after disease onset. Immunofluorescent confocal images of SYNGR4 and ChAT co-staining of spinal cord MNs from L3–5 of *hTDP-43^A315T^* (A315T), WT and asymptomatic *hTDP-43^WT^* control (hTDP-43). Representative images are shown for 9-week-old (**A**) and 14-week-old (**B**) mice with quantification of mean fluorescent intensity (MFI). *n* = 4–5; values for each genotype from each specific experiment are shown; corresponding genotype pairs from a specific replicate are linked by black lines; paired *t*-test; scale bar: 10 μm.

**Figure 5:**
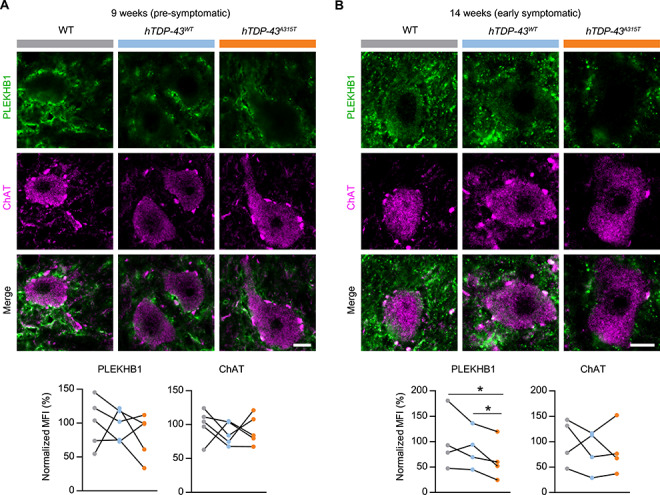
Decreased PLEKHB1 protein levels in spinal cord MNs of *hTDP-43^A315T^* ALS mice after disease onset. Immunofluorescent confocal images of PLEKHB1 and ChAT co-staining of spinal cord MNs from L3–5 of *hTDP-43^A315T^* (A315T), WT and the asymptomatic *hTDP-43^WT^* control (hTDP-43). Representative images are shown for 9-week-old (**A**) and 14-week-old (**B**) mice with quantification of mean fluorescent intensity (MFI). *n* = 4–5; values for each genotype from each specific experiment are shown; corresponding genotype pairs from a specific replicate are linked by black lines; paired *t*-test; ^*^P < 0.05; scale bar: 10 μm.

### Deregulation of SYNGR4 and PLEKHB1 proteins in MNs of a different ALS-TDP model

In principle, effects on expression levels observed in MNs of *hTDP-43^A315T^* mice could be specific to the model used or a more general feature of ALS driven by altered TDP-43 function. To distinguish between these possibilities, we performed IHC for SYNGR4 and PLEKHB1 on spinal cords of an independent mouse ALS model caused by expressing TDP-43 with a different patient mutation: *hTDP-43^Q331K^* (31). This model was reported to develop the first ALS-like motor phenotypes when animals are 3 months old, but then does not progress further until after 6 months. Indeed, neurological scoring confirmed early disease for all *hTDP-43^Q331K^* mice at the time point used for IHC (21 weeks, Supplementary Material, Fig. S11).

As for *hTDP-43^A315T^* mice, we quantified IHC signal intensity of spinal MNs in the lumbar area from 21-week-old *hTDP-43^Q331K^* mice and age-matched, WT control animals processed in parallel. We first confirmed a significant signal over background relative to control samples lacking primary antibody for both SYNGR4 and PLEKHB1 in this specific transgenic line and WT control littermates (Supplementary Material, Fig. S13). Having validated significant signal over background under our spinal MN staining conditions with these lines, we next quantified levels of the detected proteins in MN soma. SYNGR4 protein levels were also significantly upregulated in MNs of *hTDP-43^Q331K^* mice (Fig. 6A). Conversely, PLEKHB1 protein levels were significantly reduced in *hTDP-43^Q331K^* mice, as compared to WT controls (Fig. 6B). Simultaneous staining for ChAT, as an internal control, revealed no significant alterations in its levels, as expected (Fig. 6A and B). These results demonstrate that altered expression of SYNGR4 and PLEKHB1 proteins in MNs in early disease is not specific to a particular TDP-43 ALS model or patient mutation. Accordingly, they suggest that deregulation of these proteins in MNs may be a general, early event in mutant TDP-43-driven ALS.

**Figure 6:**
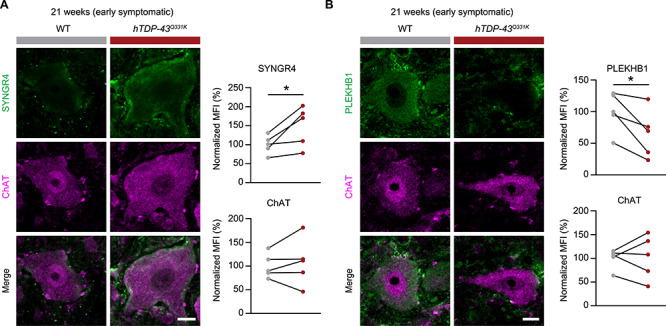
The *hTDP-43^Q331K^* ALS mouse model also shows increased SYNGR4 and decreased PLEKHB1 protein levels in spinal cord MNs early in disease. Representative immunofluorescent images of spinal cord MNs from L3–5 of *hTDP-43^Q331K^* (Q331K) or WT littermate controls are shown. All images are from 21-week-old mice. MNs were stained for SYNGR4 (**A**) or PLEKHB1 (**B**) and co-stained for ChAT as an internal control. Quantification of relative signal intensity is shown. MFI, mean fluorescence intensity. *n* = 5; scale bars: 10 μm; values for each genotype from each specific experiment are shown; corresponding genotype pairs from a specific replicate are linked by black lines; paired *t*-test; ^^*^^P < 0.05.

## Discussion

To date there is no truly effective therapy for ALS. Consequently, almost all patients die within 5 years of diagnosis. One reason for this is that we do not yet fully understand the underlying molecular and cellular mechanisms that drive disease. Arguably, one of the most important issues to resolve is what molecular events mediate the transition to overt motor symptoms after a long pre-symptomatic period of apparently normal behavioral function. Here, we address this issue at the molecular level within MNs of mouse models of ALS caused by patient mutations in TDP-43. Using MN-TRAP, a cell-selective, genome-wide screening approach, we identified a set of mRNAs that show altered ribosome association in spinal MNs at the time when behavioral motor disease symptoms first appear. Subsequently, we validated changes in protein levels for two of these mRNAs, SYNGR4 and PLEKHB1, within MNs of two independent models of TDP-43-driven ALS. Because our results demonstrate that deregulation of these specific proteins correlates with the transition to overt motor symptoms, they reveal good candidates for molecular regulators of this fundamentally important transition in disease.

Several novel features of our experimental design enabled us to identify mRNAs and proteins that are deregulated within spinal cord MNs coincident with the transition to motor disease symptoms. First, we rigorously defined the timing of behavioral motor symptom onset in the specific lines used for MN-TRAP. This enabled us to identify optimal timepoints for the study and to identify tests that could be used reliably to verify disease phase for every animal within the TRAP experiment. These analyses also directly demonstrated that the *Chat* bacTRAP transgene had no modifying effect on the disease phenotypes and did not have a motor phenotype on its own. Second, we separately analyzed the two sexes. This proved to be crucial since males and females showed significantly different behavioral phenotypes. Most importantly, for the *hTDP-43^A315T^* line that we used, only females showed a clear pre-symptomatic phase and adult-onset transition to motor symptoms, as seen in human disease. Accordingly, we focused on females in our genome-wide MN-TRAP experiments. Third, we used RNA-Seq as a sensitive readout for our genome-wide TRAP assays. Finally, we included a key additional control: a congenic transgenic line that expresses WT hTDP-43 via the same promoter, but at a level insufficient to cause disease (44). We reasoned that this control could be crucial to identify mRNAs whose deregulation in MNs specifically correlates with disease. Indeed, we identified hundreds of TDP-43 responsive mRNAs that were deregulated in MNs of this asymptomatic transgenic hTDP-43 line and that were also deregulated at the same timepoint in the mutant showing disease symptoms. Thus, including this line in our analyses enabled us to filter out such mRNAs whose deregulation is clearly not sufficient to drive appearance of disease symptoms. 

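Zbtb32, Tchh and Nudcd2 were higher in hTDP-43 WT MN-TRAP than in Chat bacTRAP at 14 weeks, without overlap between the groups. Zbtb32, a transcriptional repressor gene, stood at 238 ± 380 normalized counts in hTDP-43 WT (SD, n = 5) and 16.8 ± 19.4 in Chat bacTRAP (n = 4; log2 4.59, SE 0.81, adjusted p = 0.000212), Tchh, a structural protein gene of hair follicles, at 251 ± 154 and 38.5 ± 42.9 (3.15, SE 0.55), and Nudcd2, a chaperone gene, at 2720 ± 4290 and 339 ± 101 (3.06, SE 0.45). hTDP-43 WT replicate 3 held 917 of Zbtb32 (next 87.5) and 10400 of Nudcd2 (next 896), and without it both were still called, with changes of 2.82 and 1.35. Other large rises lost their call without it: Lhx5 went from 2.99 to 0.62, Bfsp2 from 2.75 to 0.90, Plekhh2 from 2.67 to 1.23 and Fhl2 from 2.60 to 0.34. A gene without a symbol, ENSMUSG00000095832, kept its call (2.44 and 1.19). Bmp1, a collagen-processing protease gene, fell by 1.36 (SE 0.29; 155 ± 52.3 and 450 ± 240), Plcxd1 fell by 1.32 and the nuclear pore gene Nup210 fell by 1.27. The same genes fell in hTDP-43 A315T, with changes of -1.47, -1.52 and -1.06. Without Chat bacTRAP replicate 3, where both were highest, Plcxd1 (-0.97) and Nup210 (-0.94) were not called in hTDP-43 WT. In hTDP-43 A315T Nup210 was not called without that library (-0.74, adjusted p = 0.0883), and Plcxd1 was (-1.17). Bmp1 stayed called in both lines without Chat bacTRAP replicate 2, its highest library (-1.06 and -1.18).

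Against Chat bacTRAP 2484 genes were called in hTDP-43 WT, 1772 higher and 712 lower. Of these, 997 were called in the same direction in hTDP-43 A315T, 658 higher and 339 lower, including Utp14a (1.07 in hTDP-43 WT), Ssb (1.25) and Lgals3 (3.33). Utp14a was highest in hTDP-43 WT replicate 5, the library that resembles an hTDP-43 A315T library, and not called without it (0.79). Ssb (1.03) and Lgals3 (3.30) stayed called without the hTDP-43 WT library that held most of each. The comparisons of both lines share the 4 Chat bacTRAP libraries, and giving each comparison its own 2 of them left a median of 180 shared genes. If those lists were independent, a median of 84.7 would be met. Simulations with no difference between genotypes, with the 4 libraries shared, gave a median of 15.5. No other of 100 regroupings reached 997, but the highest called 984, so chance division of these libraries is not excluded. Without Chat bacTRAP replicate 4, the library with Y-linked reads, 2052 were shared. MN-TRAP libraries alone gave 0 shared genes in edgeR and 63 in DESeq2. Of the 658 genes, 27.8% are depleted in MN-TRAP over spinal cord at 9 weeks, and of the 339, 60.8%.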

The existence of many such mRNAs is consistent with a previous RNA-seq study with whole spinal cord that analyzed the impact of expression of hTDP-43 at levels insufficient to cause disease (31). However, our data extend this notion to ribosome-associated mRNAs in the translatome of MNs themselves.

With RNA-Seq as a sensitive readout, our analysis of the changes to MN translatome in the early symptomatic phase revealed several genes with differential expression between the *hTDP-43^A315T^* mice in comparison to both control genotypes. We believe this provides significant new insight beyond a previous microarray-based study which used a similar approach in a different TDP-43 mutant transgenic ALS model (48). That study only identified 19 endogenous coding mRNAs with significant changes between mutant and WT controls and did not include an asymptomatic hTDP-43 control. Global analyses of the deregulated genes that remain in our dataset after applying the asymptomatic hTDP-43 transgenic control filter revealed effects on several pathways that could contribute to motor neuronal function and health (Fig. 2D, Supplementary Material, Table S4).

By inspecting the regulation patterns for these specific mRNAs and applying additional filtering criteria, we obtained a short list of high-priority, temporally deregulated mRNAs (Table 1). What made these genes of particular interest for us is that their expression pattern seemed to robustly differ from the controls specifically at the symptomatic time point. In principle, altered expression of these genes within MNs might simply mark the transition to overt motor symptoms. However, it seems likely that changes in expression of specific genes will play an important functional role in driving the symptomatic transition. We propose that the temporal correlation between this transition and deregulation of these specific genes in MNs of our ALS models makes them promising candidates for proteins that have functional roles in driving the symptomatic transition.

How might deregulation of these specific genes drive the symptomatic transition? For TEX26, about which essentially nothing is known, it is impossible to say. However, NHLH1 and MXD3, encode basic helix-loop-helix family transcription factors (49,50), suggesting that deregulation of their transcriptional targets within MNs might conceivably contribute to the transition to overt symptoms. Testing this hypothesis will first require validation of changes in levels and activity of these proteins in MNs in disease. In the case of SYNGR4 and PLEKHB1, where we have verified protein level changes in MNs (Figs 4–6), it is also possible to form hypotheses for how these changes might contribute to altered MN physiology and thereby promote disease.

SYNGR4’s functions are unknown, but other synaptogyrin family members are well characterized. SYNGR1 and 3 are expressed mainly in neurons, where they are abundant components of SVs and are implicated in several aspects of the SV cycle, including neurotransmission itself (45–47). Intriguingly, SYNGR3 was recently reported to mediate pathological Tau protein recruitment to the pre-synapse in Alzheimer’s disease models (51). Nevertheless, there is no evidence that SYNGR4 is in SVs and we did not observe colocalization with an SV marker in MNs (Supplementary Material, Fig. S12). SYNGR4’s MN function might be more similar to those of ubiquitous SYNGR2/cellugyrin, which is a component of synaptic-like microvesicles (SLMVs) that is critical for their formation (45,52–54). SYNGR2 also reportedly promotes Bunyavirus infection via interaction with viral non-structural proteins (47) and other studies implicate SYNGR2 in intracellular vesicular protein transport (55). By analogy, SYNGR4 might also modulate the behavior of SLMVs in MNs and its upregulation at symptom onset might deleteriously impact motor neuronal function via this pathway.

PLEKHB1 (aka PKL1, evectin-1 or PHR1) is preferentially expressed in mammalian brain and sensory systems. In retina, it was shown to be an integral membrane protein found in the outer segment of both cones and rods (56). Membrane anchoring is mediated by the C-terminus, whereas the N-terminus contains a pleckstrin homology domain (PHD), which typically binds to phosphoinositides (PIPs) and/or G protein signaling subunits (57). PLEKHB1’s PHD domain appears not to bind to PIPs, as predicted based on its low lysine residue number. However, *in vitro* it bound to beta-gamma subunits of transducin, a key mediator of signal transduction in the visual system. Given that PLEKHB1 is broadly expressed outside the retina, the authors of this study suggested it might also bind to other G protein subunits in other CNS cell types. PLEKHB1’s PHD domain can also directly bind to myosin 1c and VIIa tails, which are suggested to play a role in anchoring the actin cytoskeleton to the plasma membrane of the vestibular and cochlear sensory cells (58,59). The PHD of this protein was also found to interact with CVB3 VP1, a major structural protein of coxsackievirus B3 (CVB3), which can cause CNS diseases including aseptic meningitis and encephalitis (60). Finally, based on its fractionation profile, it was also suggested that PLEKHB1 is a mediator of post-Golgi protein trafficking in cells that produce large amounts of membrane (61).

Taken together, previous studies of PLEKHB1 in other neuronal systems suggest a possible role in MNs in disease that would involve altered interactions with motor neuronal G-protein signaling complexes and/or myosin subunits at the plasma membrane and might in some way be related to viral infections affecting the CNS. Reduction of PLEKHB1 levels alone seems insufficient to trigger ALS-like motor symptoms: *Plekhb1* KO mice displayed no obvious phenotype when examined up to 1 year of age (62). However, this does not preclude a role for altered regulation of PLEKHB1 in controlling the timing of symptom onset during disease caused by mutant TDP-43. Future work should evaluate the impact of correcting the levels of both PLEKHB1 and SYNGR4 on the timing of symptom onset and progression. It will also be important to characterize their functions in MNs under both healthy and pathological conditions.

In summary, using a genome-wide screening approach, we have identified new genes and proteins which are deregulated in spinal cord MNs of TDP-43-driven ALS models coincident with the transition to overt disease symptoms. We observed upregulation of SYNGR4 and downregulation of PLEKHB1 proteins in MNs of two different models of TDP-43-driven ALS. Clearly, it would be interesting in the future to see whether deregulation of these proteins is a feature of all forms of ALS or only a subset. Indeed, an important, unresolved issue in ALS biology is whether diseases caused by different genetic lesions, nevertheless converge on a common set of molecular targets whose deregulation drives disease. In particular, it has been suggested that ALS caused by *SOD1* mutations might be different, as it does not feature the hallmark pathological aggregates of TDP-43 found in almost all other forms of ALS (63). A previous MN-TRAP analysis of a transgenic mouse model of ALS bearing a mutation in human *SOD1* also identified hundreds of genes deregulated in MNs of that model (15). While most of these did not show major overlap with those that we identified (~8%, 21 genes), such a comparison must be made with caution as the studies were performed in completely different labs at different times. Given the importance this issue has for both preclinical drug discovery and patient clinical trial design, we suggest that a future systematic, side-by-side comparison of carefully chosen ALS models is warranted. TDP-43 mutations also drive the related neurodegenerative disease, FTD, which exists in a disease spectrum with ALS (23,24). Moreover, TDP-43 proteinopathy has been suggested to be important in forms of amnestic dementia that mimic Alzheimer’s (so-called ‘LATE’) (64). It will be interesting to see whether SYNGR4, PLEKHB1 or perhaps other candidates from our list, are also deregulated in other affected neuronal populations during the age-dependent transition to overt symptoms in models of these other diseases. Systematic translatome profiling would clearly be informative here, and our work also highlights important elements that should be considered in the design of these studies.

## Materials and Methods

### Animal study approval

All animal care and experimental procedures were performed according to institutional guidelines and fully conformed to the requirements of the German Animal Welfare Act. Ethical approvals were obtained from the State Authority of Hamburg, Germany (approval nos. 83/15 and G14/003_Zucht Neuro).

### Mice

Mouse lines used in this study are indicated in Supplementary Material, Table S1. They were originally acquired from the Jackson Laboratory, Bar Harbor, Maine, USA. These lines were made congenic on the C57BL/6J background by backcrossing >10× at Jackson Labs and were maintained via backcrossing to C57BL/6J. All mice were kept under specific pathogen-free conditions except the ones undergoing behavior experiments in the ZMNH animal facility of the University Medical Center Hamburg-Eppendorf (UKE). We used mice (7–16 weeks old) from both sexes; mice were age-matched in all experiments.

### Behavior

For behavioral experiments, each tested group was initially composed of 8–12 animals of the same genotype and sex. Behavioral tests were conducted under the guidelines from ‘working with ALS mice: Guidelines for preclinical testing & colony management’, provided by the Jackson laboratory (65). Four tests were conducted on each group of animals: neurological score, peak body weight, grip strength and rotarod. The experiments were conducted in a dark room, when the animals were in their active phase of the day (awake stage).

Standard criteria were used to evaluate neurological score (65). Mice were held gently by the tail with their forelimbs grabbing the lid of the cage. Each mouse was tail-lifted for 5 s, and the experiment was conducted three times to assure the presence or absence of any symptoms. Both hindlimbs of each animal were assessed, and the corresponding average was calculated per time point tested. Animals were tested at 8, 12 and 16 weeks of age. For the peak body weight test, animals were weight at 7, 9, 12 and 16 weeks of age. Each animal was put on a calibrated empty cage on top of a balance. Regarding the forelimb grip strength, each animal was tested per time point three times. The final result per time point was calculated as the average of the three measurements. Animals were tested at 8, 12 and 16 weeks of age. Finally, for the rotarod, the mice were put on the rolling part of the device which was adjusted to a starting velocity of 7 rpm. The velocity increased with time to a final value of 34 rpm. The mice were left to run for a maximum of 300 s. Initially, the animals were given a habituation period of two trials followed by the real testing. Each mouse was tested three times per time point and an average of the three experiments per time point was done. Animals were tested at 8, 12 and 16 weeks of age.

Data analysis and statistics was done with Excel and GraphPad Prism 6 software, respectively. A two-way repeated measurement ANOVA (two-way RM ANOVA) test was used to calculate the significance among genotypes within the same time point and among genotypes at different time points. The Bonferroni’s *post hoc* test was used if a significant difference was found from the analysis of variance. Data is presented as mean ± SEM and ^*^, ^*^^*^ and ^*^^*^^*^ indicates a *P*-value of *P* < 0.05, *P* < 0.01 and *P* < 0.001, respectively.

### Muscle dissection and NMJ immunohistochemistry

Mice were anesthetized with a mixture of Ketamine (*Ketanest*^®^) (12 mg/mL) and Xylazine (*Rompun^®^*) (1.6 mg/mL) and after deep sleep induction were perfused with 4% paraformaldehyde (PFA). The hindlimbs were disconnected above the hip and the skin was carefully removed. Post-fixation of the hindlimbs was performed in 4% PFA solution for 1 h at room temperature (RT). The samples were washed with 1× PBS and all residual connective tissue was removed. The deep lumbrical muscles of the hindlimbs were dissected out and the NMJs were labelled using an established immunohistochemistry protocol in order to visualize pre-synaptic 2H3/SV2 proteins (medium weight neurofilament/SV protein) and post-synaptic acetylcholine receptors (AChRs) (66). Muscles were placed in tetramethylrhodamine-α bungarotoxin (TRITC-αBTX) (1:500, Biotium) for 30 min, followed by incubation with 4% Triton X in 1× PBS for 90 min, followed by a blocking solution of 2% Triton X and 4% bovine serum albumin in 1× PBS for 30 min. The primary antibodies, 2H3 and SV2 (both 1:50 mouse IgG, DSHB, AB 2314897 and AB 2315387, respectively) (made up in blocking solution) were incubated for 3 days at 4°C followed by 4 washes of 20 min with 1× PBS. The samples were then incubated with the secondary antibody, Alexa 488 (1:250 donkey anti-mouse IgG, Thermo Fisher Scientific, A-21202) (made up in 1× PBS) overnight at 4°C. Samples underwent final washing (4 washes of 20 min with 1× PBS) prior to whole mounting in Mowiol on glass slides. Slides were stored at −20°C prior to imaging. Quantification was performed on a standard fluorescence microscope. NMJ occupancy was judged as full, partial or vacant (on visual inspection) in addition to manual counting of axonal inputs per NMJ. 40 NMJs were assessed per muscle. Mean counts (% pathological endplates) for each group were compared by Mann-Whitney test (GraphPad, San Diego, CA).

### RNA isolation and purification via TRAP

The TRAP methodology was adapted from the original protocol from ‘Cell-Type-Specific mRNA Purification by Translating Ribosome Affinity Purification (TRAP)’ (37).

#### Affinity matrix preparation

Streptavidin MyOne T1 Dynabeads (Invitrogen) were incubated with 120 uL of Biotinylated Protein L (Fisher) for 35 min at RT on a rotator. The coated beads were washed 5× with 3% bovine serum albumin IgG and protease-free solution (Gibco) in PBS. The beads were re-suspended in 1 mL 0.15 M KCl buffer (20 mm HEPES, 150 mm KCl, 5 mm MgCl_2_, 1% NP-40, 0.5 mm DTT, 100 ug/mL cycloheximide, protease inhibitors, and RNase inhibitors) and 50 ug of 19C8 and 19F7 antibodies (Memorial Sloan Kettering Cancer Center, New York, USA) were added. The mixture was incubated at RT for 1 h on a rotator. The beads were washed with 0.15 M KCl buffer 3×, after which were re-suspended in 200 uL of 0.15 M KCl buffer. The IPs were stored on ice until the spinal cords were extracted and lysed.

#### Spinal cord extraction and lysis

Animals were anesthetized with a mixture of 80% of CO_2_ and 20% O_2_ prior being euthanized with 100% CO_2_. Spinal cords were removed and washed with dissection buffer (1× HBSS, 2.5 mm HEPES, 35 mm glucose, 4 mm sodium carbonate, 100 ug/mL cycloheximide (CHX)). The tissue was then transferred to a glass homogenizer in lysis buffer (20 mm HEPES, 150 mm KCl, 5 mm MgCl_2_, 0.5 mm DTT, 100 μg/mL CHX, protease inhibitors and RNase inhibitors). The homogenate was centrifuged at 4°C for 10 min at 2000 g to remove cellular debris. The supernatant was collected and kept on ice. NP-40 (Thermo Scientific) was added to a final concentration of 1% (v/v), followed by addition of dihexanoylphosphatidylcholine (DHPC, Avanti, final concentration 30 mm). The mixture was centrifuged at 4°C for 10 min at 20 000*g*. 10% of the supernatant was collected separately as an IC. The remaining 90% was incubated overnight at 4°C on a rotator with the 200 uL of the previously prepared beads. On the second day, the beads were washed 4× with 0.35 M KCl buffer (20 mm HEPES, 350 mm KCl, 5 mm MgCl_2_, 1% NP-40, 0.5 mm DTT, 100 μg/mL cycloheximide). After the final wash, the supernatant was discarded from the beads and 800 μL trizol (Life Technologies) was added to both IPs and ICs.

#### RNA clean-up and purification

The samples were incubated with 200 μL chloroform and shaken vigorously by hand for 15 s followed by 15 min centrifugation at 4°C, 12 000*g*. The upper phase was transferred to a fresh tube, and an equal amount of 100% EtOH was added. The RNA was purified using the PureLink RNA kit (Ambion). The purified RNA was treated with DNase I (Roche) to digest DNA, for 15 min at 37°C. The RNA was concentrated by an overnight sodium acetate precipitation (5 M sodium acetate (Sigma), 100% EtOH (Roth), GlycoBlue (Ambion) at −80°C. On the third day, the samples were removed from the −80°C freezer and directly centrifuged at 13 000*g* for 15 min at 4°C. The samples were washed twice with 70% EtOH with a spinning in between at 13 000*g* for 15 min at 4°C. The pellets were left to dry at RT for 15 min prior to being re-suspended in RNAse-free water (Ambion).

### qRT-PCR

500 ng of RNA from IC samples from TRAP experiments was used to make cDNA. In contrast, due to low RNA concentration from the IP samples from TRAP, a volume of 10 μL of RNA was used to make cDNA. cDNA synthesis was performed with random hexamer priming using the SuperScript^®^ II Reverse Transcriptase (Life Technologies) according to the manufacturer’s recommendation. Residual RNA was digested with RNase H (NEB) for 20 min at 37°C followed by enzyme inactivation by incubation for 10 min at 70°C. qPCR primers were either selected from the mouse primer depot website (www.mouseprimerdepot.nci.nih.gov) (Supplementary Material, Table S2). The cDNA was mixed with primers and FastStart Universal SYBR Green Master ROX solution (Roche). Each sample had three biological replicates. The real-time PCR was performed on an ABI 7900HT Fast Real-time PCR machine (Applied Biosystems). Analysis was performed using the ddCt method. Expression values were normalized to the control gene GAPDH or to the exogenous Spike-ins, as indicated. A minimum of three replicates was considered for statistical analysis. Excel was used to calculate the significance by applying a paired *t*-test. Data is presented as mean ± SEM and ^*^, ^*^^*^ and ^*^^*^^*^ indicates a *P*-value of *P* < 0.05, *P* < 0.01 and *P* < 0.001, respectively.

### RNA sequencing and translatome analysis

Samples were de-multiplexed with *bcl2fastq2* (Illumina, version 2.17) and sequencing quality control was performed using *FastQC* software (www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sequencing reads were aligned to the Ensembl reference genome of *Mus musculus* (assembly version GRCm38, www.ensembl.org, (67) using the *STAR* software package (68, version 2.5.2b), with standard parameters. Quantification of gene expression was done with the *featureCounts* program (69, version 1.5.1), with standard parameters. Of all 62 sequenced samples, we excluded four samples with insufficient read counts and two samples that represented outliers in downstream analysis. The retained 56 samples were subjected to differential expression analysis with DESeq2 (70, version 1.14.1), calling genes with a minimal twofold change and false discovery rate (FDR)-adjusted *P* < 0.05 differentially expressed. Gene lists were annotated from BioMart using the package *biomaRt* (71, version 2.30.0). For subsequent analysis and visualization of count data, normalized expression values after variance stabilizing transformation (VST) in DESeq2 were used. Sample similarity was assessed by PCA using the top 500 most variable genes. Gene expression heatmaps were generated using the R package *pheatmap* (version 1.0.12). Scatter plots of individual genes were generated from normalized expression values without VST using the R package *ggplot2* (www.tidyverse.org, version 3.2.1).

### Candidate identification and gene set enrichment analysis

To identify potential disease-driving candidates, we compared symptomatic mutant animals versus two control lines at 14 weeks of age, e.g. (1) C*hat* bacTRAP*; hTDP-43^A315T^* versus C*hat* bacTRAP and (2) C*hat* bacTRAP*; hTDP-43^A315T^* versus C*hat* bacTRAP*; hTDP-43^WT^*. Candidates were required to be either consistently upregulated or downregulated in both comparisons (1 and 2). Candidate identifications was carried out for both the motor neuronal translatome (TRAP) and whole spinal cord samples (input control). With identified candidates from TRAP samples, a gene set enrichment analysis of biological process GO terms was performed using the online tool *ToppGene* (72, toppgene.cchmc.org). The top 100 significantly regulated GO terms were used to construct an enrichment map (73) that clusters GO terms into biological themes. For construction and plotting of the network, the R packages *tidygraph* (version 1.1.2.9999) and *ggraph* (version 2.0.0.9000) were used.

### Immunohistochemistry on spinal cord

The mice were anesthetized with a mixture of Ketamine (*Ketanest*^®^) (12 mg/mL) and *Xylazine* (*Rompun^®^*) (1.6 mg/mL) and after deep sleep induction they were perfused with 4% PFA (Roth) in PBS. Post-fixation of the spinal cord was done in 4% PFA solution for 2 h at RT, after which it was put in 30% sucrose solution in PBS until complete sank of the tissue. The tissue was then cut in three parts, corresponding to the cervical, thoracic and lumbar regions of the spinal cord and embedded in Tissue-Tek (Sakura) prior storage at −80°C.

Sections of the lumbar part of the spinal cord were further cut on a cryostat with a width of 12 μm. The tissue was blocked with a 10% normal donkey serum (Jackson Immuno Research) in 0.1% triton in PBS at RT for 45 min. The primary antibodies against EGFP (1:250, Abcam, ab13970), NeuN (1:400, Millipore, ABN91), PLEKHB1 (1:100, Biobyrt, orb326560), SYNGR4 (1:200, Aviva Systems Biology, OAPB01027), synaptophysin (1:500, Synaptic systems, 101 004) and ChAT (1:100, Millipore, AB144P) were diluted in 0.1% triton in PBS solution and left overnight at 4°C. On the next day, the slices were washed 3× with PBS and incubated with secondary antibodies (Alexa 647 and Alexa 488 (both 1:400, Jackson Immuno Research, 705-605-147 and 703-545-155, respectively), Alexa 555 (1:400, Abcam, ab150062)), in 1× PBS for 3 h at RT. After the incubation period, the slices were washed 3× with PBS. The slides were incubated with DAPI (1:1000, Thermo Fisher, #62248) in PBS for 10 min and embedded in roti mounting medium before sealing of the slide. The slices were stored at −20°C. Images were acquired from a Zeiss LSM 700 microscope and processed by ImageJ Fiji. A total of 5–6 images per experiment were taken, and a total of 4–5 age-matched animals per genotype were used.

Statistical analyses were performed using GraphPad Prism 6 software and a paired *t*-test. Data are presented as mean ± SEM, and ^*^, ^*^^*^ and ^*^^*^^*^ indicates a *P*-value of *P* < 0.05, *P* < 0.01 and *P* < 0.001, respectively.

## Author Contributions

R.F.M. planned and performed most experiments and analyzed the data; J.B.E. performed bioinformatic data analysis and interpreted results; K.K. helped to perform experiments; R.A.J. and T.H.G. planned, performed, analyzed and interpreted N.M.J. imaging experiments; T.L. and G.S.R. supervised RNA-seq library generation and performed bioinformatic data analysis; M.A.F. helped plan experiments and interpret results; K.E.D. conceived and supervised the project, planned experiments, helped to analyze data and interpreted results. K.E.D., R.F.M. and J.B.E. wrote the manuscript. All authors gave input on the manuscript and approved the final version.

## Supplementary Material

Marques_et_al_Supplementary_material-PDF_ddaa140 Click here for additional data file.

Supp_Table_3_Differential_gene_expression_14w_ddaa140 Click here for additional data file.

Supp_Table_4_Gene_set_enrichment_analysis_14w_ddaa140 Click here for additional data file.

Supp_Table_5_Differential_gene_expression_9w_ddaa140 Click here for additional data file.

Supp_Table_6_Gene_set_enrichment_analysis_9w_ddaa140 Click here for additional data file.

Supp_Table_7_Overlap_differential_gene_expression_between_9w_14w_ddaa140 Click here for additional data file.

CLEAN-Marques_et_al_Supplementary_material_ddaa140 Click here for additional data file.

HIGHLIGHTED-Marques_et_al_Supplementary_material_ddaa140 Click here for additional data file.

# Supplementary material for: Motor neuron translatome reveals deregulation of SYNGR4 and PLEKHB1 in mutant TDP-43 amyotrophic lateral sclerosis models
**Source:** Hum Mol Genet. 2020 Jul 7;29(16):2647–61. doi: 10.1093/hmg/ddaa140
**Supplement:** Marques_et_al_Supplementary_material-PDF_ddaa140

## SUPPLEMENTARY MATERIAL

### SUPPLEMENTARY FIGURES

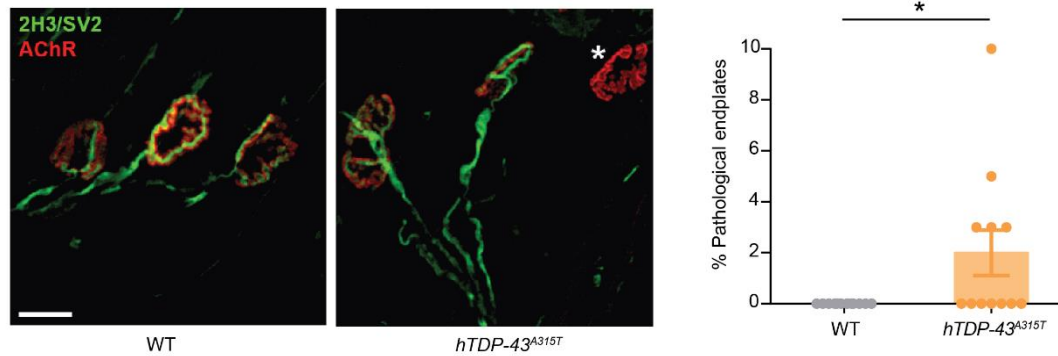

**Supp. Fig. 1. The appearance of NMJ pathology correlates with symptom onset in *hTDP-43<sup>A315T</sup>* ALS mice.** Example representative confocal micrographs of neuromuscular junctions (NMJs) in hindlimb deep lumbrical muscles of 14-week-old mice (genotypes as indicated). NMJ pathology was observed in the *hTDP-43<sup>A315T</sup>* mice, including markers of denervation (partially occupied and vacant endplates – white asterisk). Bar charts are mean ± SEM. Each data-point represents 1 muscle (average of 40 NMJs), n=6 animals per group (3 males and 3 females), 2 muscles per animal (left and right). Mann-Whitney test; \*p<0.05, scale bar 20μm.

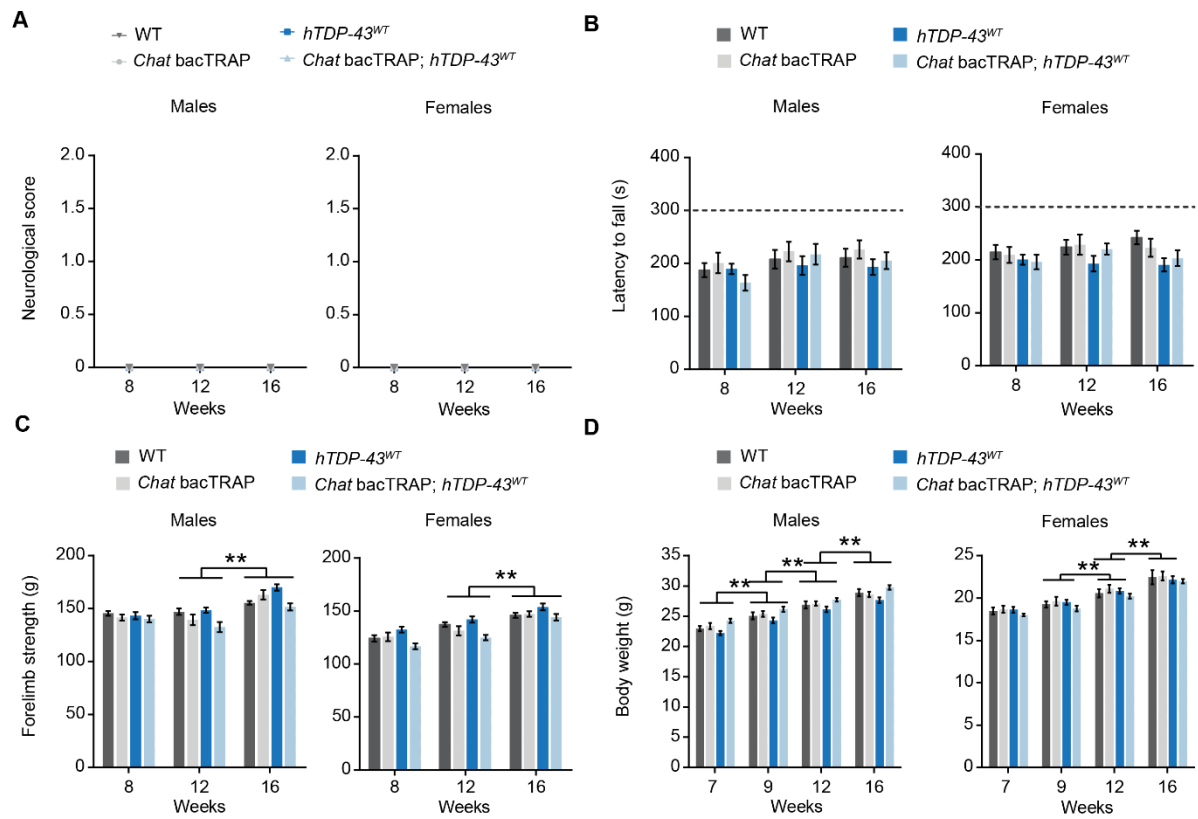

**Supp. Fig. 2.** *hTDP-43<sup>WT</sup>* and *chat bacTRAP; hTDP-43<sup>WT</sup>* mice do not develop ALS-like phenotypes. A cohort of *hTDP-43<sup>WT</sup>* and *Chat bacTRAP; hTDP-43<sup>WT</sup>* mice were tested in parallel with littermate controls as in Figure 1. (A) Neurological score, (B) accelerating rotarod performance, (C) forelimb grip strength and (D) average body weight. n = 8-12; 2-way RM ANOVA; Mean values +/- SEM are shown; significance: p < 0.05\* and p < 0.01\*\*.

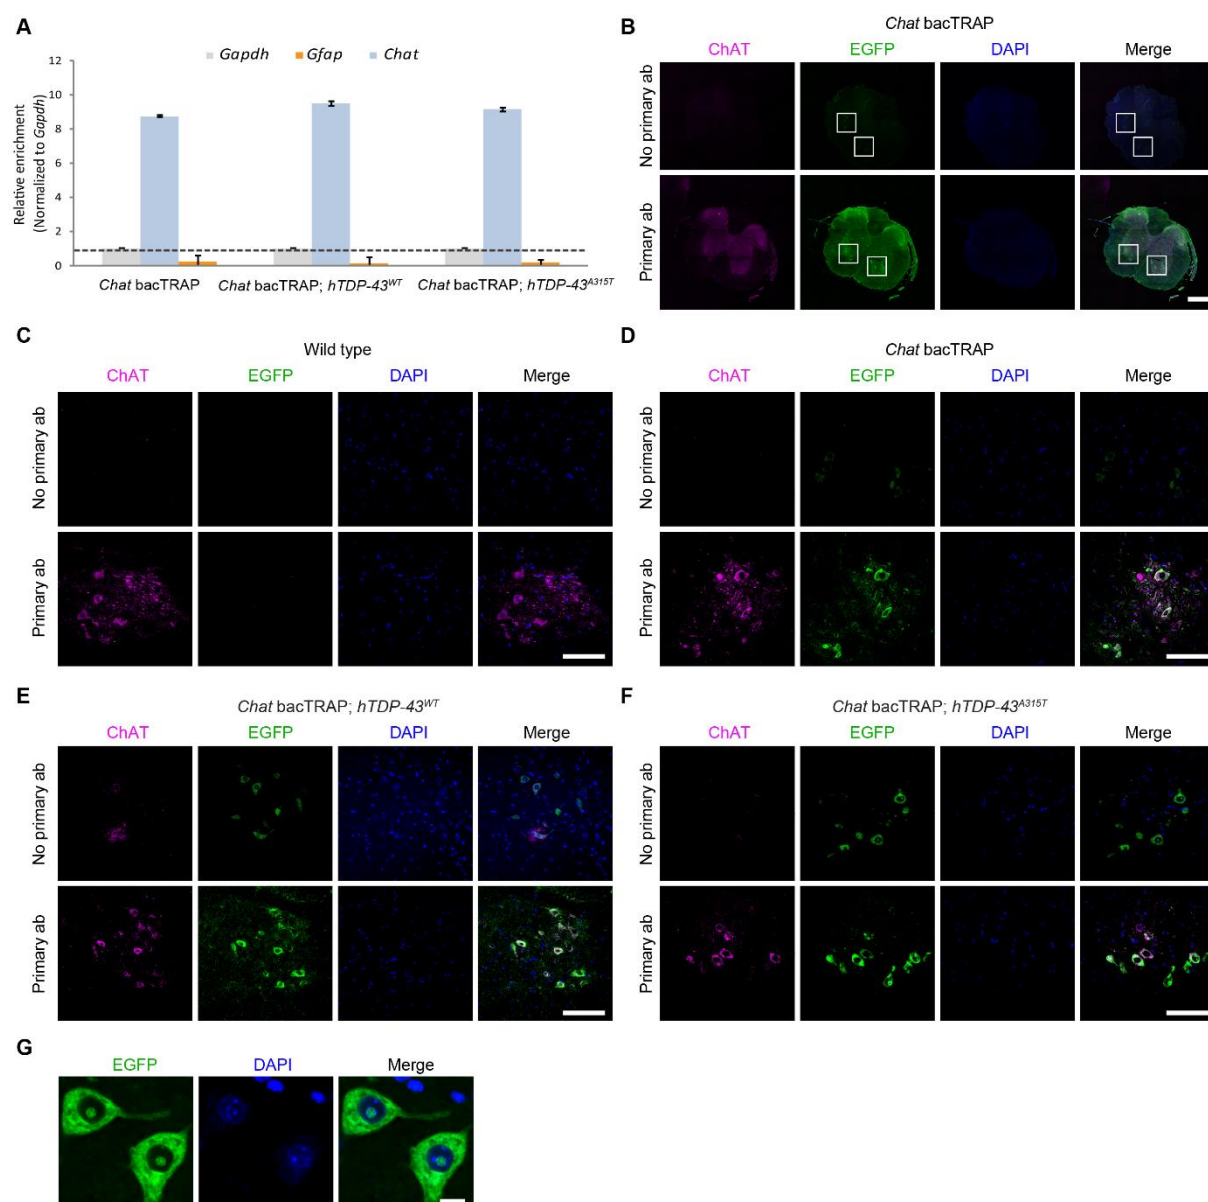

**Supp. Fig. 3. *Chat* bacTRAP animals show specific EGFP-L10a protein expression in spinal cord motor neurons.** (A) Relative enrichment of *Chat* mRNA and de-enrichment of *Gfap* mRNA from motor neurons from mouse spinal cord lysates. Mean values +/- SEM are shown. (B) Immunostaining of mouse spinal cord sections in the presence or absence of primary antibodies. Marked in white is the ventral horn, part of the spinal cord where motor neurons are located. Scale bar: 500µm. (C, D, E and F) Ventral horn staining of motor neurons for animals expressing EGFP-L10a protein under the *Chat* promoter and for animals non transgenic (WT). Experiments in the presence and absence of primary antibody were tested for each genotype. Scale bar: 50µm. (G) EGFP-L10a distribution in motor neurons. The protein can be found in both the nucleolus and the cell body. Scale bar: 50µm.

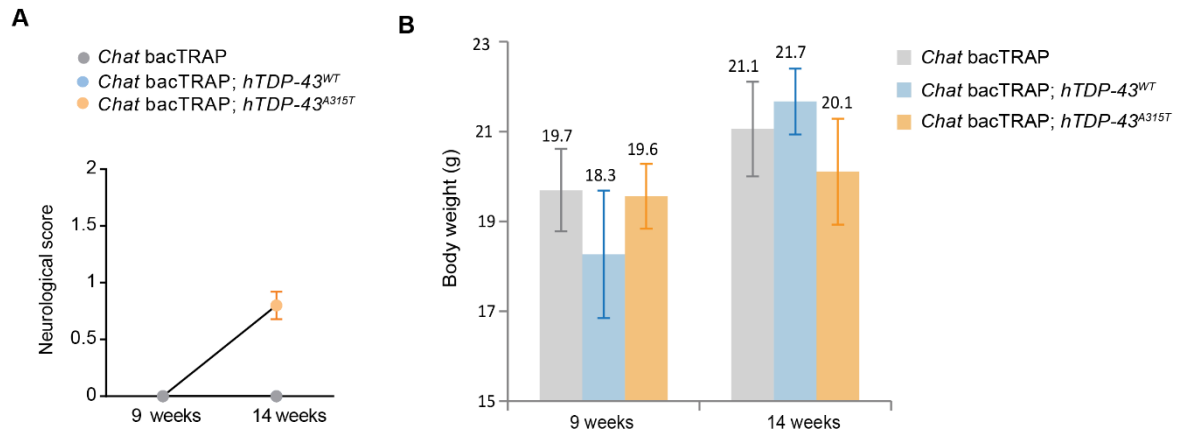

**Supp. Fig. 4. Neurological phenotype of *Chat* bacTRAP; *hTDP-43*<sup>A315T</sup> animals used for MN-TRAP-Seq experiments. (A)** Average neurological score of mice used for genome-wide MN-TRAP-Seq experiments. The capacity for full hind leg extension was evaluated at 9 or 14 weeks, just prior to processing for TRAP. Mean values +/- SEM are shown. **(B)** Average body weight of mice used for genome-wide MN-TRAP-Seq experiments. n=5-6; mean values +/- SEM are shown.

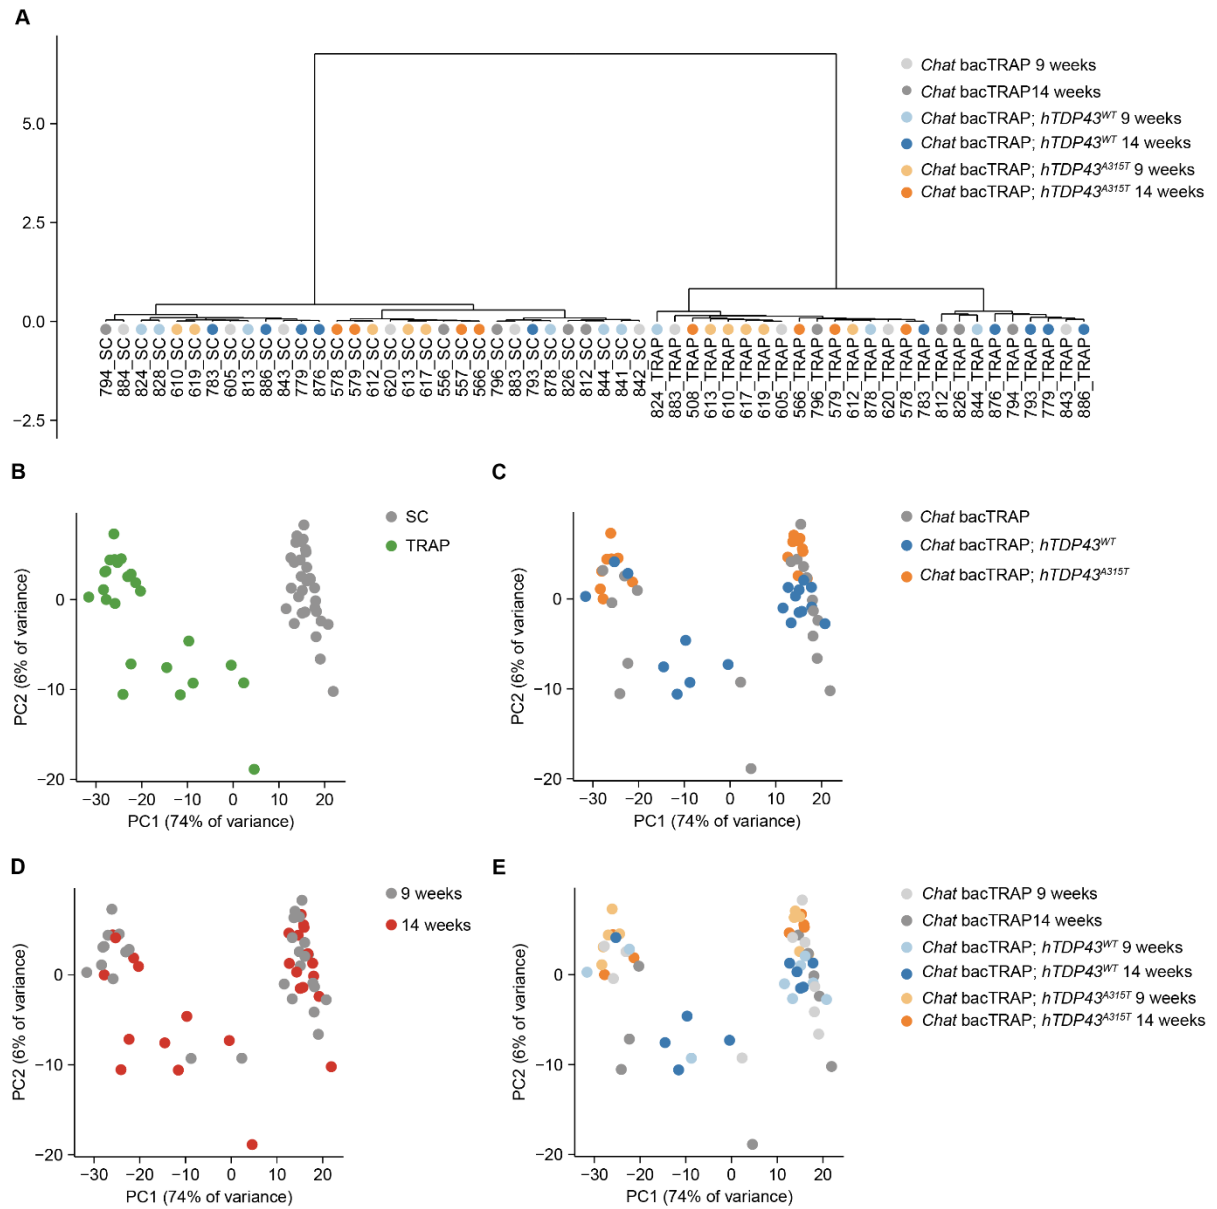

**Supp. Fig. 5. Global analyses of the RNA-Seq data.** (A) Dendrogram showing hierarchical clustering of analyzed samples. (B) A principal component analysis (PCA) plot colored by (B) sample type, (C) genotype, (D) timepoint and (E) a combination of genotype and timepoint.

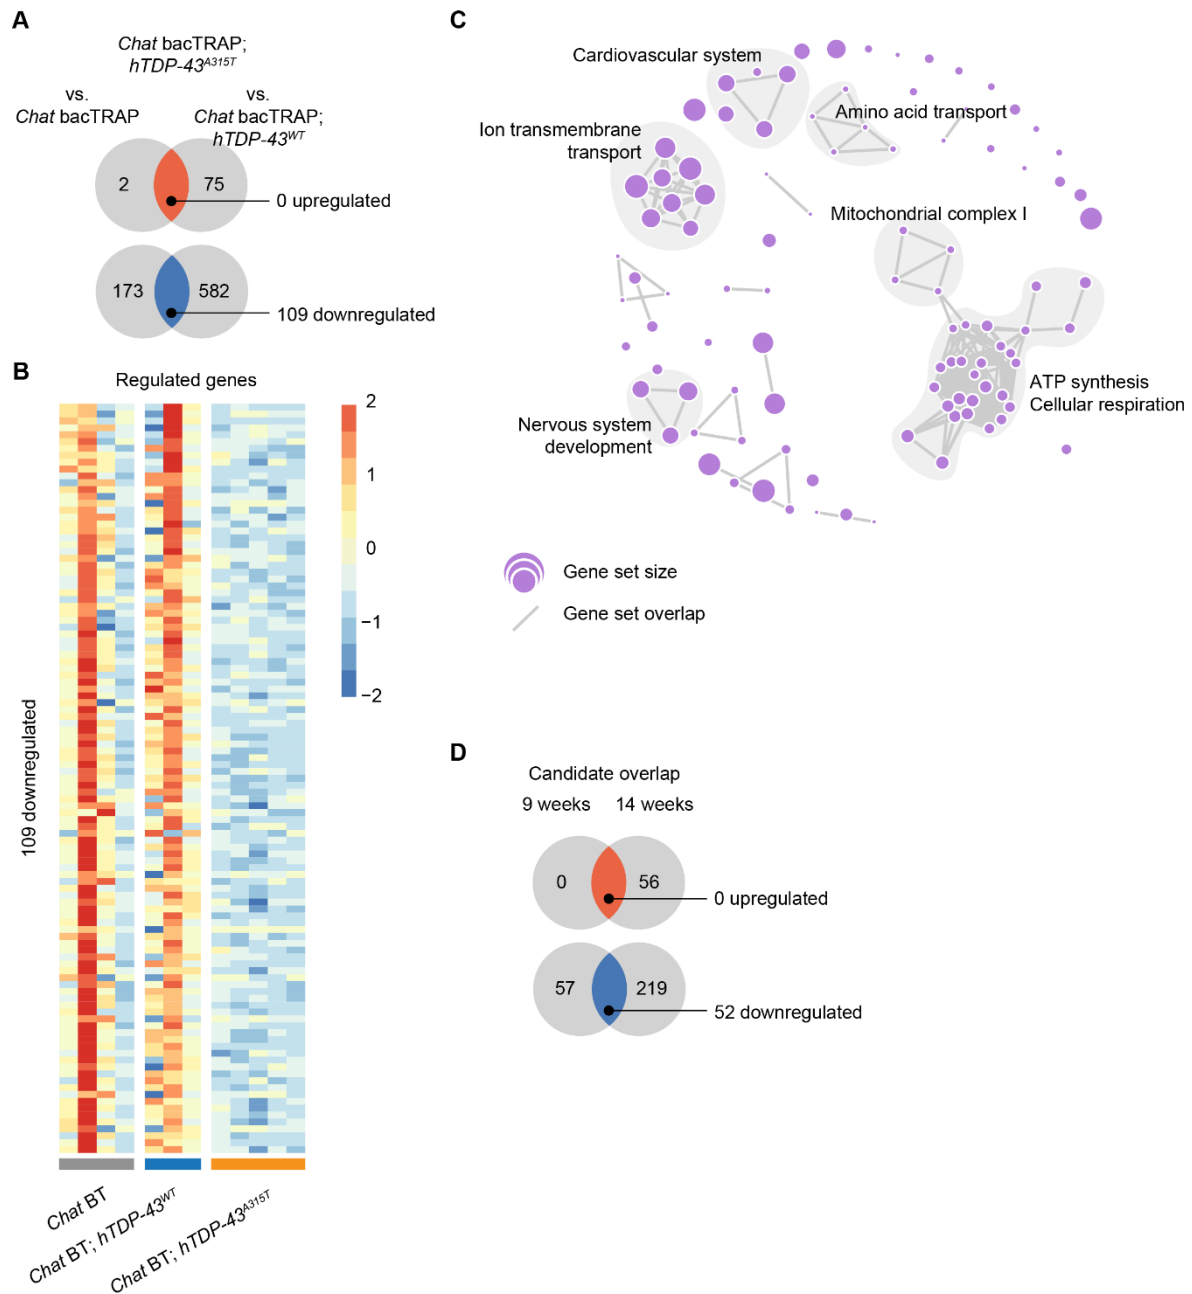

**Supp. Fig. 6. Screening of the motor neuronal transcriptome of *hTDP-43<sup>A315T</sup>* ALS mice before motor symptom onset.** (A) Identification of differentially expressed (DE) genes in the MN transcriptome at 9 weeks. Venn diagrams indicate the number of DE genes in the MN transcriptome of *Chat* bacTRAP; *hTDP-43<sup>A315T</sup>* mice in comparison to *Chat* bacTRAP and *Chat* bacTRAP; *hTDP-43<sup>WT</sup>* mice at 9 weeks. 0 upregulated and 109 downregulated genes were found to be exclusively deregulated in the *Chat* bacTRAP; *hTDP-43<sup>A315T</sup>* mice at 9 weeks. (B) Heatmap of genes found to be deregulated in *Chat* bacTRAP; *hTDP-43<sup>A315T</sup>* mice at 9 weeks. (C) Enrichment map of biological process gene ontology (GO) terms. Node size represents gene set size, edges connect similar gene sets. Chat BT: *Chat*

bacTRAP. **(D)** Identification of DE overlapping genes between 9 and 14 weeks. 52 downregulated genes were found to overlap between both timepoints.

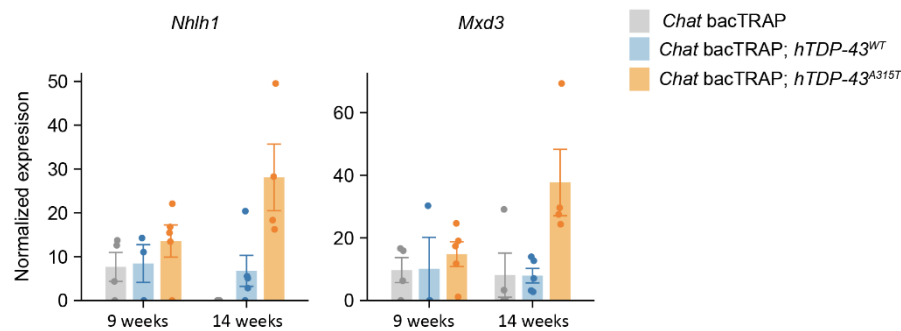

**Supp. Fig. 7. *Nhlh1* and *Mxd3* mRNAs are deregulated in the *hTDP-43*<sup>A315T</sup> MN transcriptome at motor symptom onset.** MN-TRAP sequencing results for the genes *Nhlh1* and *Mxd3* in the indicated genotypes are shown at pre-symptomatic and early symptomatic stages (9 and 14 weeks, respectively). Gene expression levels are normalized to total gene counts. Mean values +/- SEM are shown.

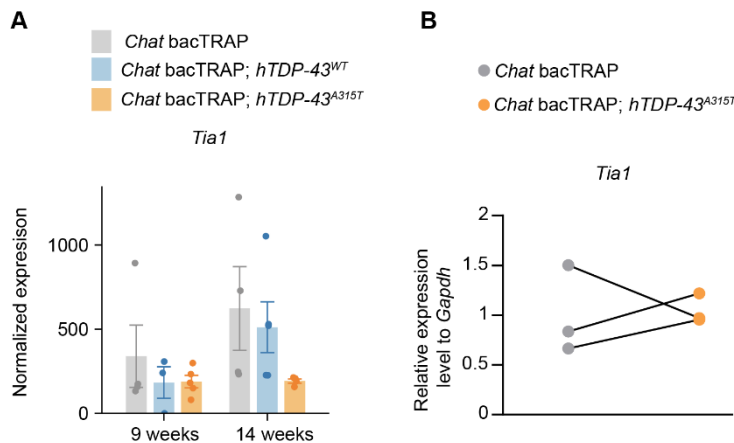

**Supp. Fig. 8. No change in *Tia1* mRNA levels in MN-TRAP validation experiment.** (A) MN-TRAP sequencing results for the gene *Tia1* at 14 weeks are shown. Mean values +/- SEM are shown. (B) qRT-PCR data for *Tia1* MN-TRAP at 14 weeks with an independent cohort are shown. n=3; paired t-test; p>0.05.

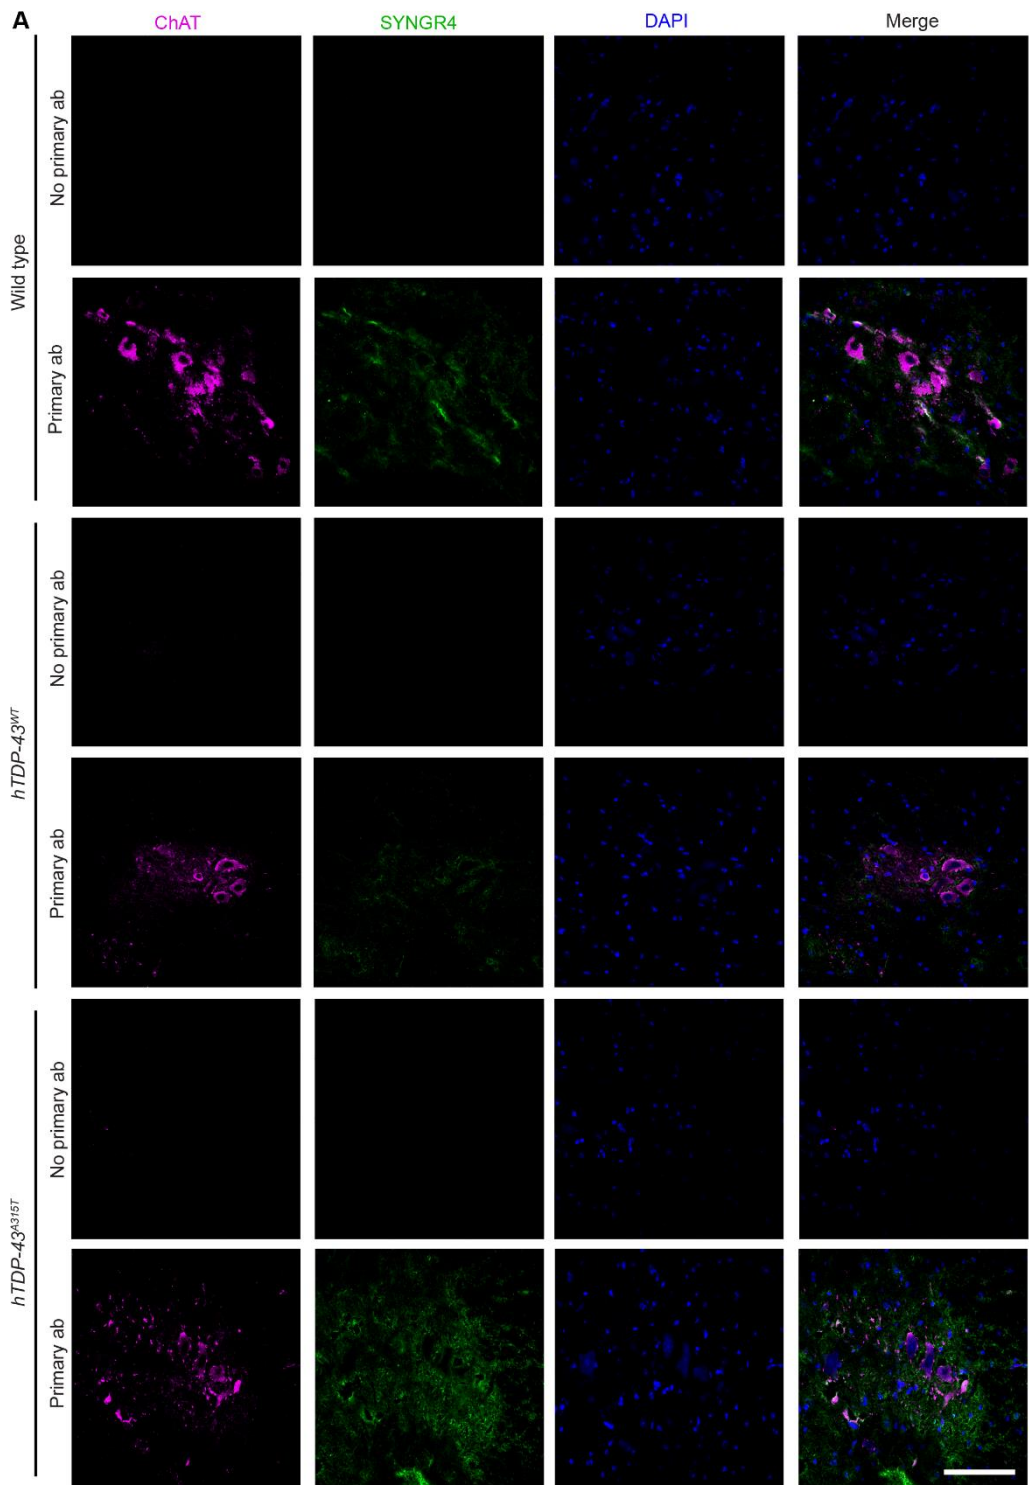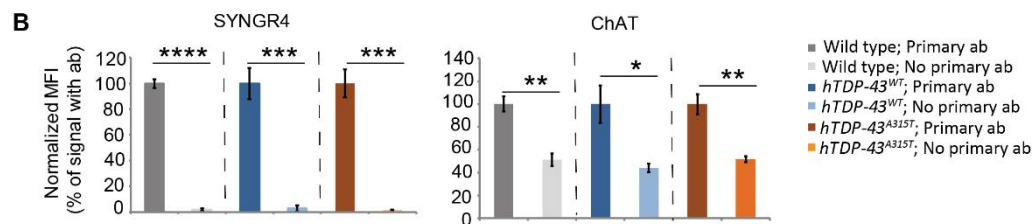

**Supp. Fig. 9. SYNGR4 protein staining is primary antibody dependent.** (A) Spinal cord staining of wild type, *hTDP-43<sup>WT</sup>* and *hTDP-43<sup>A315T</sup>*. Animals were tested for signal to noise (background) levels in the absence of primary antibodies. Images are representative of n=3 experiments. (B) Quantification of signal to noise for SYNGR4 and ChAT antibodies. For each genotype, values for no primary control images (noise) are indicated as a percentage of signal in the presence of primary antibody (signal). All antibodies show significantly higher mean fluorescence intensity (MFI) when compared to the respective no primary antibody control. n=3 independent biological replicates; ab: antibody; two-tailed, two sample t-test; mean values +/- SEM are shown; \*p<0.05, \*\*p<0.01, \*\*\*p<0.001 and \*\*\*\*p<0.0001; scale bar: 10µm.

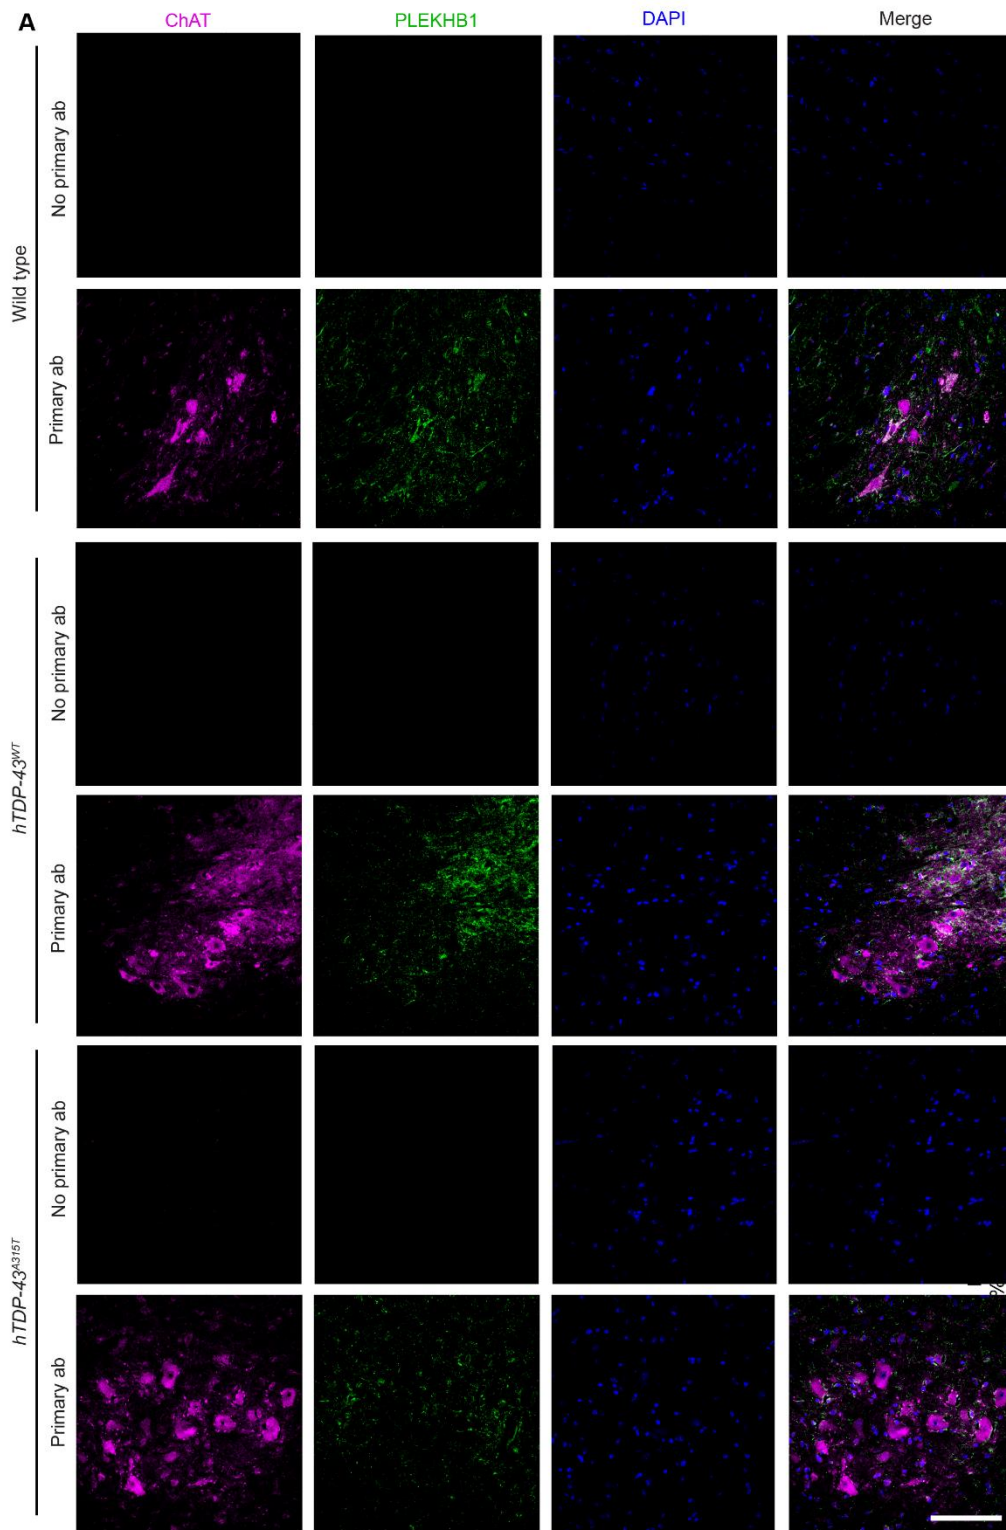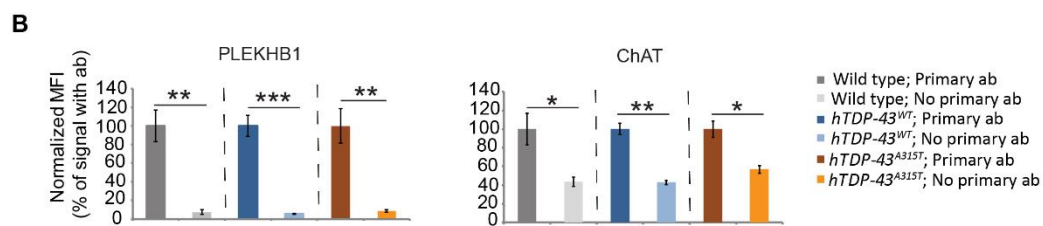

**Supp. Fig. 10. PLEKHB1 protein staining is primary antibody dependent.** (A) Spinal cord staining of wild type, *hTDP-43<sup>WT</sup>* and *hTDP-43<sup>A315T</sup>*. Animals were tested for signal to noise (background) levels in the absence of primary antibodies. Images are representative of n=3 experiments. (B) Quantification of signal to noise for PLEKHB1 and ChAT antibodies. For each genotype, values for no primary control images (noise) are indicated as a percentage of signal in the presence of primary antibody (signal). All antibodies show significantly higher mean fluorescence intensity (MFI) when compared to the respective no primary antibody control. n=3 independent biological replicates; ab: antibody; two-tailed, two sample t-test; mean values +/- SEM are shown; \*p<0.05, \*\*p<0.01 and \*\*\*p<0.001; scale bar: 10µm.

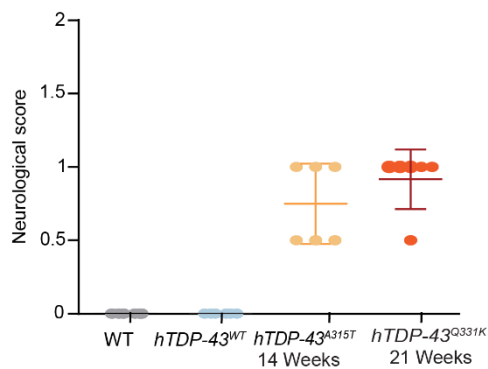

**Supp. Fig. 11. Neurological phenotype of *hTDP-43<sup>A315T</sup>* and *hTDP-43<sup>Q331K</sup>* mice used for IHC analysis.** Average neurological scores for mice used in IHC experiments. The *hTDP-43<sup>A315T</sup>* (A315T) and *hTDP-43<sup>Q331K</sup>* (Q331K) mice were 14 and 21 weeks of age, respectively. n=6 for A315T and for Q331K; mean values +/- SEM are shown.

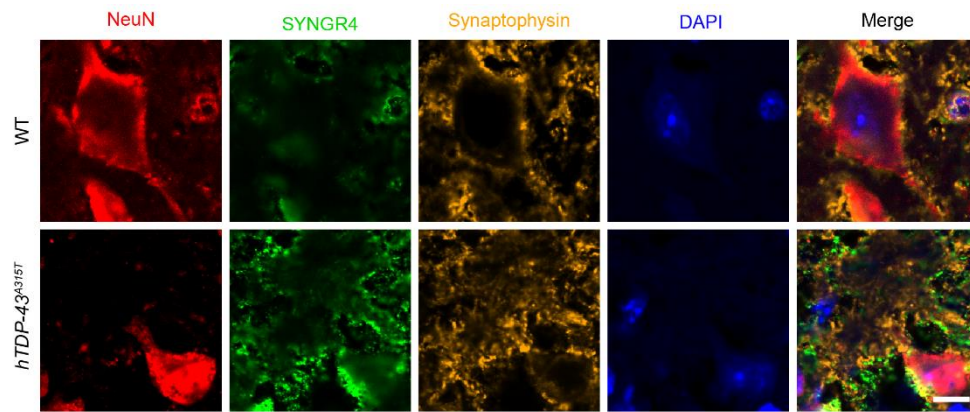

**Supp. Fig. 12. SYNGR4 protein does not colocalize with synaptic vesicles in spinal cord.** Spinal cord MNs in L3-5 were co-stained for SYNGR4 and the synaptic vesicle marker, Synaptophysin, as well as NeuN and DAPI. Representative confocal images from n=3 experiments are shown. Scale bars: 10 $\mu$ m.

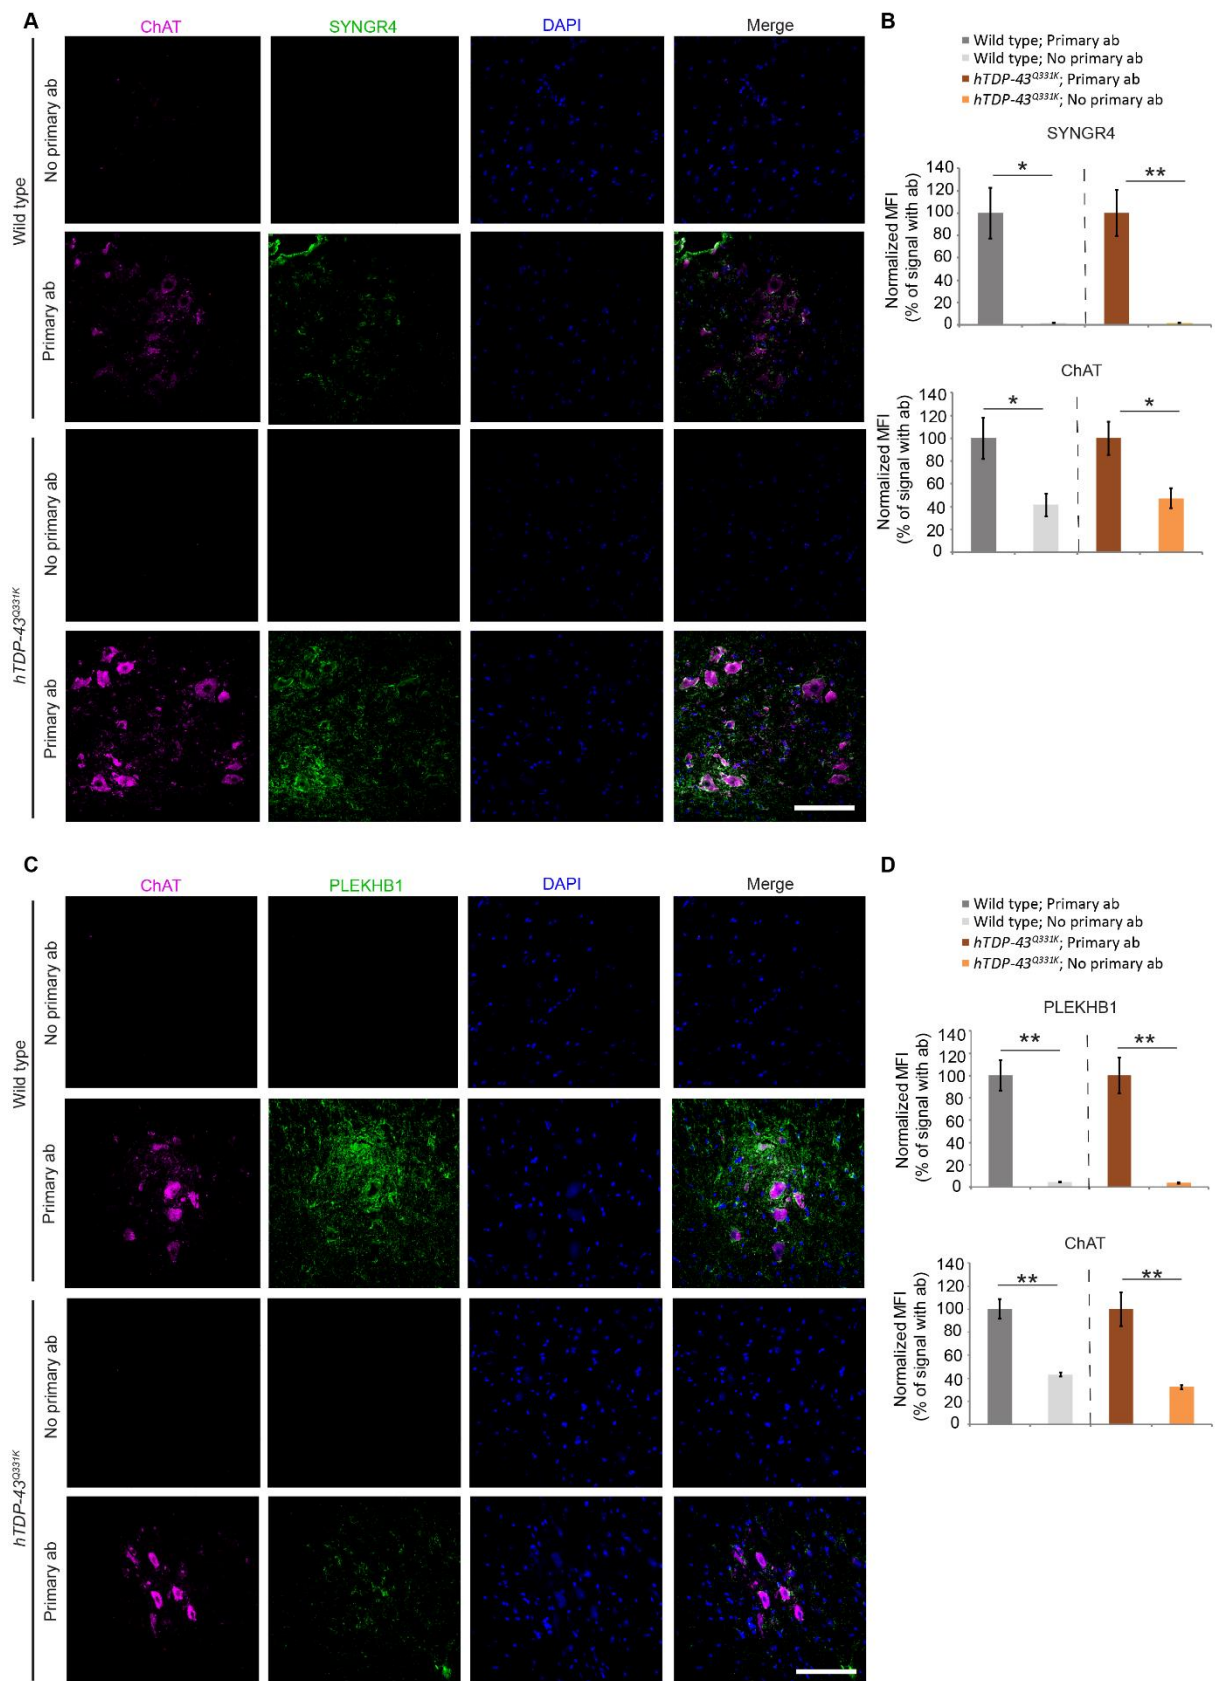

**Supp. Fig. 13. PLEKHB1 and SYNGR4 protein staining is primary antibody dependent in the *hTDP-43<sup>Q331K</sup>* line.** (A) Spinal cord staining of wild type and *hTDP-43<sup>Q331K</sup>*. Animals were tested for SYNGR4 and ChAT signal to noise (background) levels in the absence of primary antibodies. Images

are representative of n=3 experiments. **(B)** Quantification of signal to noise for SYNGR4 and ChAT antibodies. Values are indicated as percentage of signal relative to the presence of antibody per genotype. **(C)** Spinal cord staining of WT and *hTDP-43<sup>Q331K</sup>*. Animals were tested for PLEKHB1 and ChAT signal to noise (background) levels in the absence of primary antibodies. Images are representative of n=3 experiments. **(D)** Quantification of signal to noise for PLEKHB1 and ChAT antibodies. Values are indicated as percentage of signal relative to the presence of antibody per genotype. All antibodies show significant mean fluorescence intensity (MFI) when comparing to the respective no primary antibody control. n=3; ab: antibody; two-tailed, two sample t-test; mean values +/- SEM are shown; \*p<0.05 and \*\*p<0.01; scale bar: 10µm.

## SUPPLEMENTARY TABLES

**Supp. Table 1. Mouse lines used in this study.**

| Short Name                            | Full strain name                                   | Source                                     | Reference                                    |
|---------------------------------------|----------------------------------------------------|--------------------------------------------|----------------------------------------------|
| <b>C57BL/6J</b>                       | C57BL/6J                                           | The Jackson Laboratory<br>Stock No. 000664 | <a href="http://www.jax.org">www.jax.org</a> |
| <b>Chat bacTRAP</b>                   | B6J.Cg-Tg (Chat-EGFP/Rpl10a,Slc18a3)<br>DW167Htz/J | The Jackson Laboratory<br>Stock No. 030250 | [37]                                         |
| <b><i>hTDP-43<sup>WT</sup></i></b>    | B6J.Cg-Tg (Prnp-TARDBP)3Cptrc/J                    | The Jackson Laboratory<br>Stock No. 016608 | [44]                                         |
| <b><i>hTDP-43<sup>A315T</sup></i></b> | B6J.Cg-Tg (Prnp-TARDBP*A315T)95Balo/J              | The Jackson Laboratory<br>Stock No. 010700 | [38]                                         |
| <b><i>hTDP-43<sup>Q331K</sup></i></b> | B6J.Cg-Tg (Prnp-TARDBP*Q331K)103Dwc/J              | The Jackson Laboratory<br>Stock No. 017933 | [31]                                         |

**Supp. Table 2. PCR primers used in this study.**

| <b>Gene name</b> | <b>Forward primer (5'-3')</b>                | <b>Reverse primer (5'-3')</b>   |
|------------------|----------------------------------------------|---------------------------------|
| <i>Chat</i>      | CCA TTG TGA AGC GGT TTG GG                   | GCC AGG CGG TTG TTT AGA TAC A   |
| <i>Gapdh</i>     | TTG ATG GCA ACA ATC TCC AC                   | CGT CCC GTA GAC AAA ATG GT      |
| <i>Cnp1</i>      | TGC TTG ATG ATA CCA ACC ACG                  | GCT GGG CAC AGT CTA GTC G       |
| <i>Gfap</i>      | GTA AAG ACT GTG GAG ATG CGG<br>GAT GGT TGA G | GTG CTG GTG TGG GTG GGA ACT GAG |
| <i>L10a</i>      | CAT GAG CAG CAA AGT C                        | TAT TGG AGC ATC CTA ATA CA      |
| <i>Tex26</i>     | ACA AGA TGG CCC GGT ATA GGA                  | TGT CAC CTG ACT GGA GCT T       |
| <i>Plekhb1</i>   | AGA GTC AAG CCC CAC TTC TG                   | GAC TTT CCA GGA TGG AGT CG      |
| <i>Syng4</i>     | CCT GGC AGA CAA TGA GAC TG                   | GAG GAC AAG ATG ACC AGG GA      |
| <i>Tia1</i>      | TGG ATA CAG CAG GAA ATG ACC                  | CAT TAT CTT CCG CCC ATT CA      |

**Supp. Table 3. Differential gene expression at 14 weeks.**

**Supp. Table 4. Gene set enrichment analysis at 14 weeks.**

**Supp. Table 5. Differential gene expression at 9 weeks.**

**Supp. Table 6. Gene set enrichment analysis at 9 weeks.**

**Supp. Table 7. Overlap differential gene expression between 9 and 14 weeks.**

# Supplementary material for: Motor neuron translatome reveals deregulation of SYNGR4 and PLEKHB1 in mutant TDP-43 amyotrophic lateral sclerosis models
**Source:** Hum Mol Genet. 2020 Jul 7;29(16):2647–61. doi: 10.1093/hmg/ddaa140
**Supplement:** CLEAN-Marques_et_al_Supplementary_material_ddaa140

**SUPPLEMENTARY MATERIAL**

**SUPPLEMENTARY FIGURES**

**
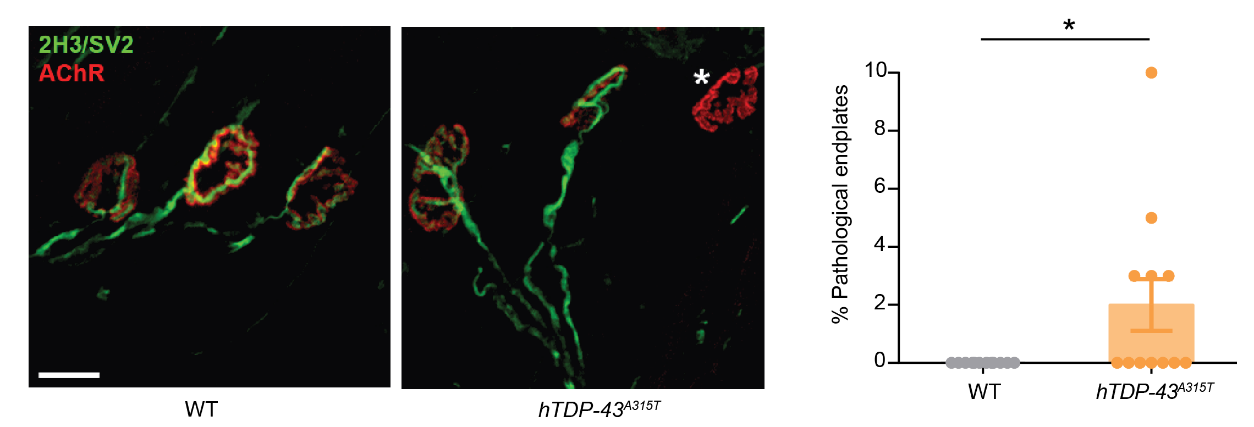
**

**Supp. Fig. 1. The appearance of NMJ pathology correlates with symptom onset in *hTDP-43^A315T^* ALS mice.** Example representative confocal micrographs of neuromuscular junctions (NMJs) in hindlimb deep lumbrical muscles of 14-week-old mice (genotypes as indicated). NMJ pathology was observed in the *hTDP-43^A315T^* mice, including markers of denervation (partially occupied and vacant endplates – white asterisk). Bar charts are mean ±SEM. Each data-point represents 1 muscle (average of 40 NMJs), n=6 animals per group (3 males and 3 females), 2 muscles per animal (left and right). Mann-Whitney test; *p<0.05, scale bar 20µm.

**
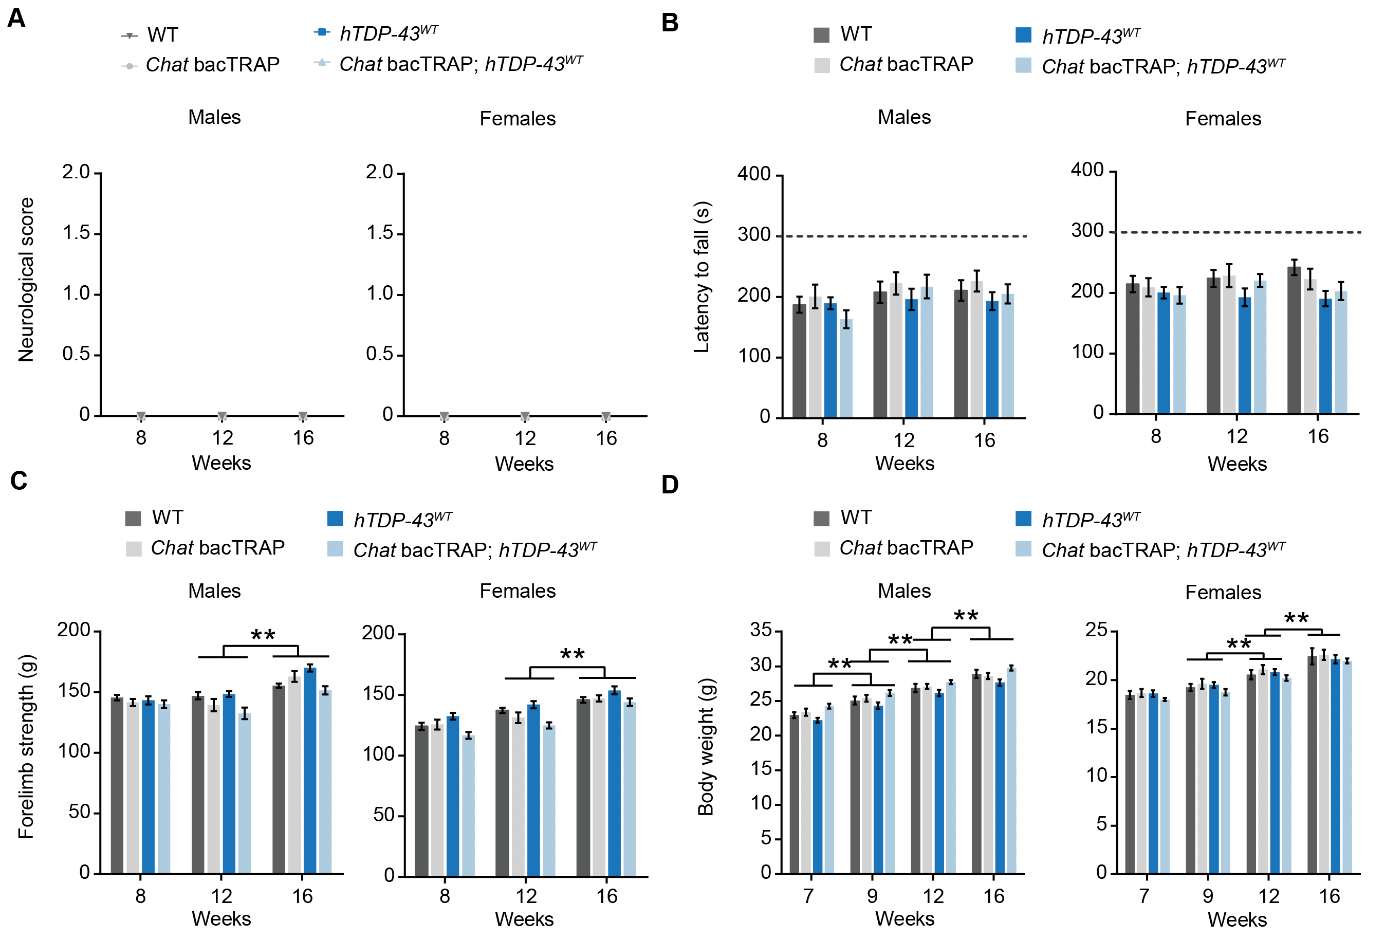
Supp. Fig. 2. *hTDP-43^WT^* and *chat bacTRAP; hTDP-43^WT^* mice do not develop ALS-like phenotypes.** A cohort of *hTDP-43^WT^* and *Chat* bacTRAP*; hTDP-43^WT^* mice were tested in parallel with littermate controls as in Figure 1. **(A)** Neurological score, **(B)** accelerating rotarod performance, **(C)** forelimb grip strength and **(D)** average body weight. n= 8-12; 2-way RM ANOVA; error bars: ±SEM; significance: p<0.05* and p<0.01**.

***^
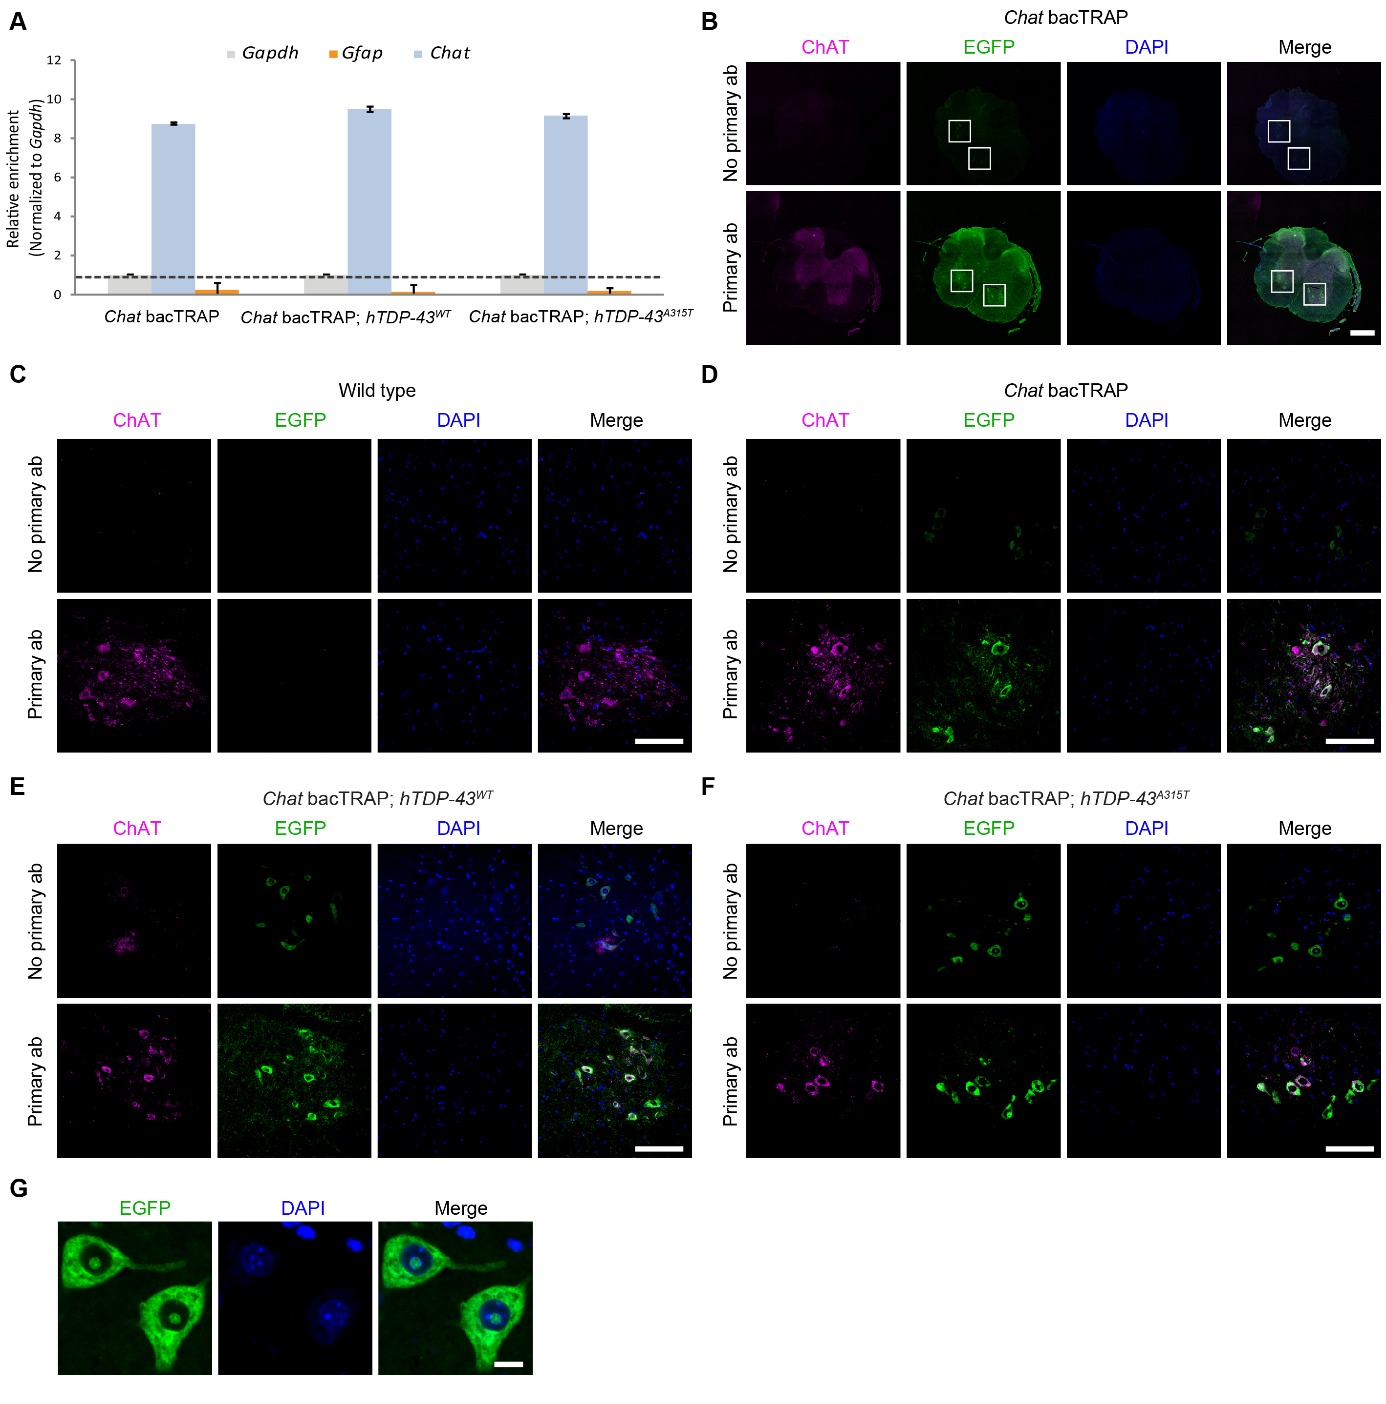
^*Supp. Fig. 3. *Chat* bacTRAP animals show specific EGFP-L10a protein expression in spinal cord motor neurons.** **(A)** Relative enrichment of *Chat* mRNA and de-enrichment of *Gfap* mRNA from motor neurons from mouse spinal cord lysates. **(B)** Immunostaining of mouse spinal cord sections in the presence or absence of primary antibodies. Marked in white is the ventral horn, part of the spinal cord where motor neurons are located. Scale bar: 500µm. **(C, D, E and F)** Ventral horn staining of motor neurons for animals expressing EGFP-L10a protein under the *Chat* promoter and for animals non transgenic (WT). Experiments in the presence and absence of primary antibody were tested for each genotype. Scale bar: 50µm. **(G)** EGFP-L10a distribution in motor neurons. The protein can be found in both the nucleolus and the cell body. Scale bar: 50µm.

**
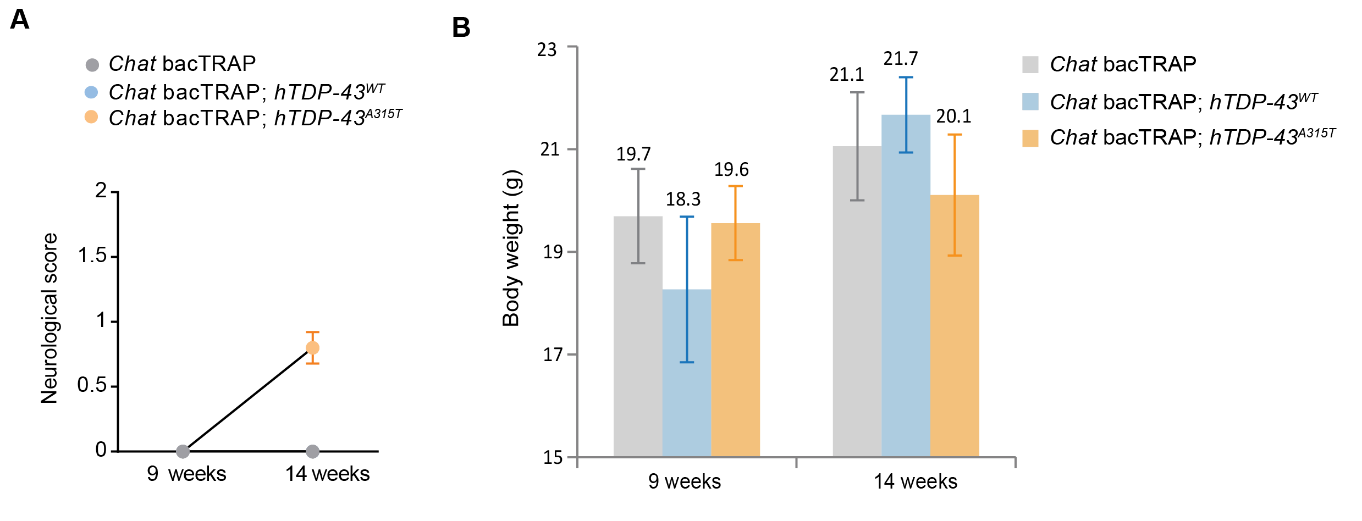
**

**Supp. Fig. 4. Neurological phenotype of *Chat* bacTRAP; *hTDP-43^A315T^* animals used for MN-TRAP-Seq experiments. (A)** Average neurological score of mice used for genome-wide MN-TRAP-Seq experiments. The capacity for full hind leg extension was evaluated at 9 or 14 weeks, just prior to processing for TRAP. **(B)** Average body weight of mice used for genome-wide MN-TRAP-Seq experiments. n=5-6; error bars: ±SEM.

**
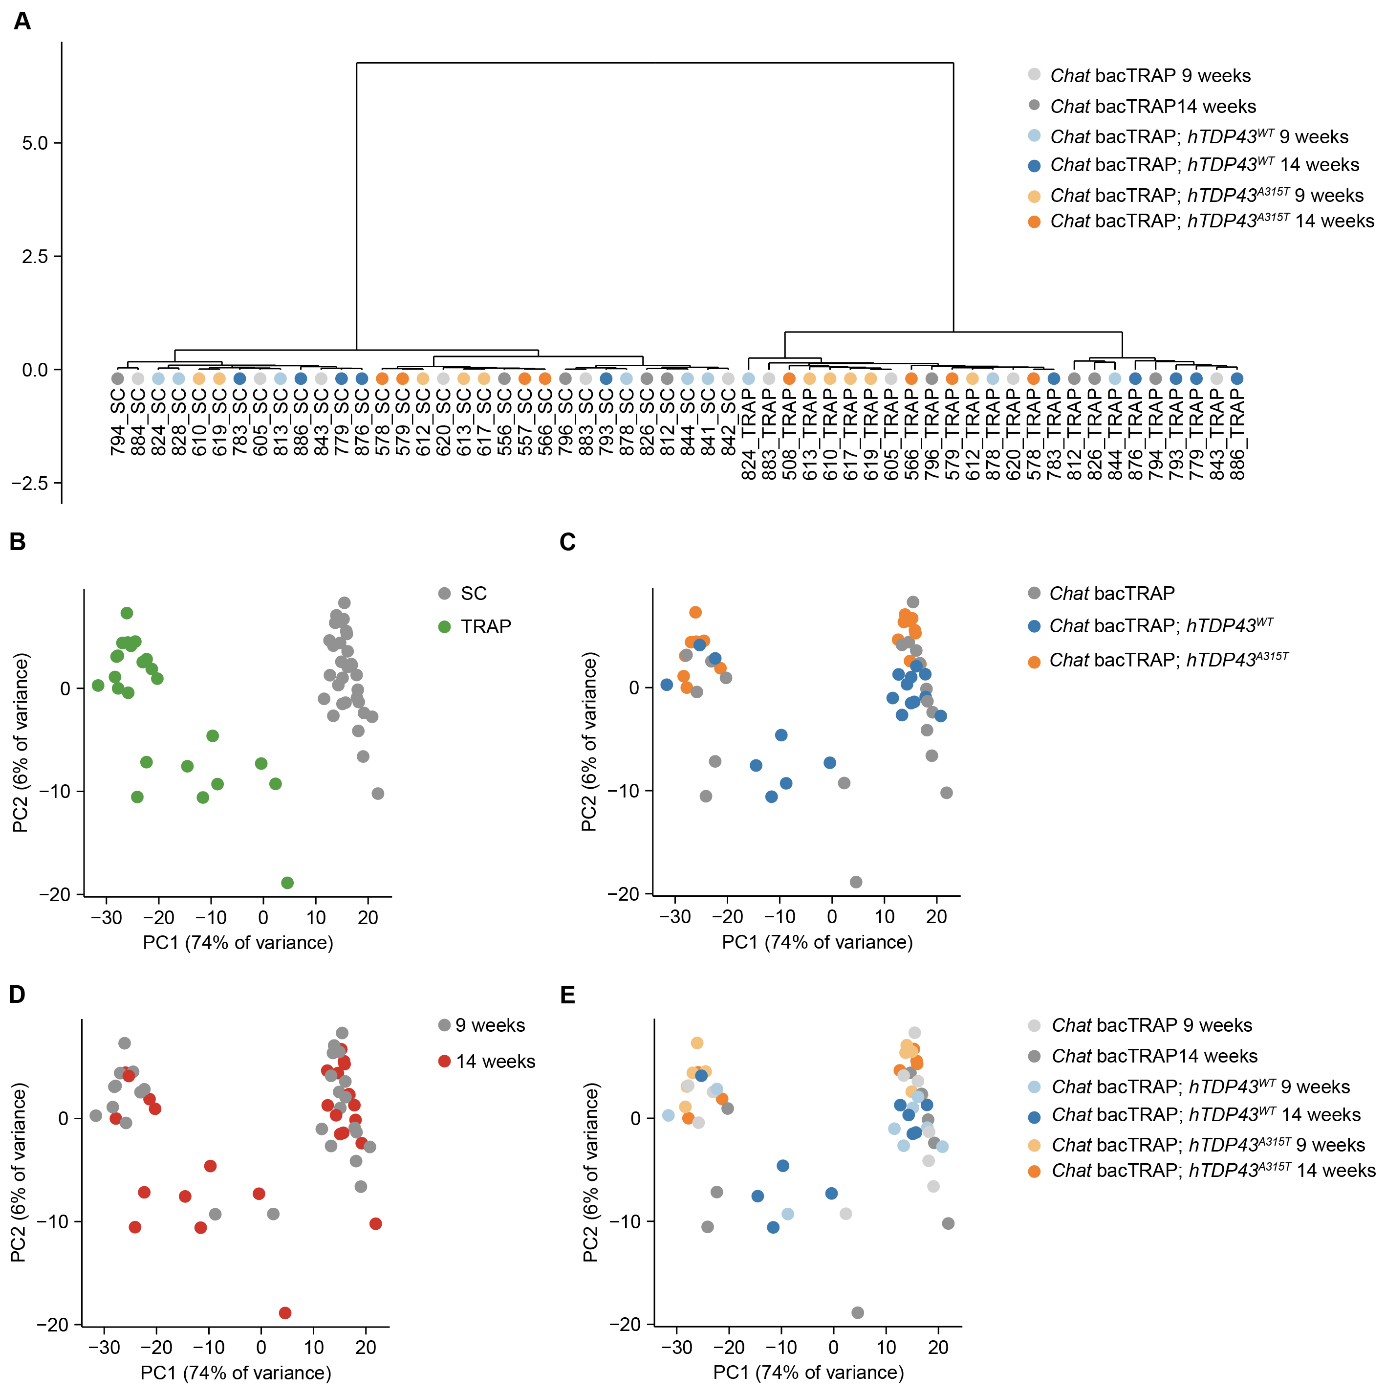
**

**Supp. Fig. 5. Global analyses of the RNA-Seq data. (A)** Dendrogram showing hierarchical clustering of analyzed samples. **(B)** A principal component analysis (PCA) plot colored by **(B)** sample type, **(C)** genotype, **(D)** timepoint and **(E)** a combination of genotype and timepoint.

**
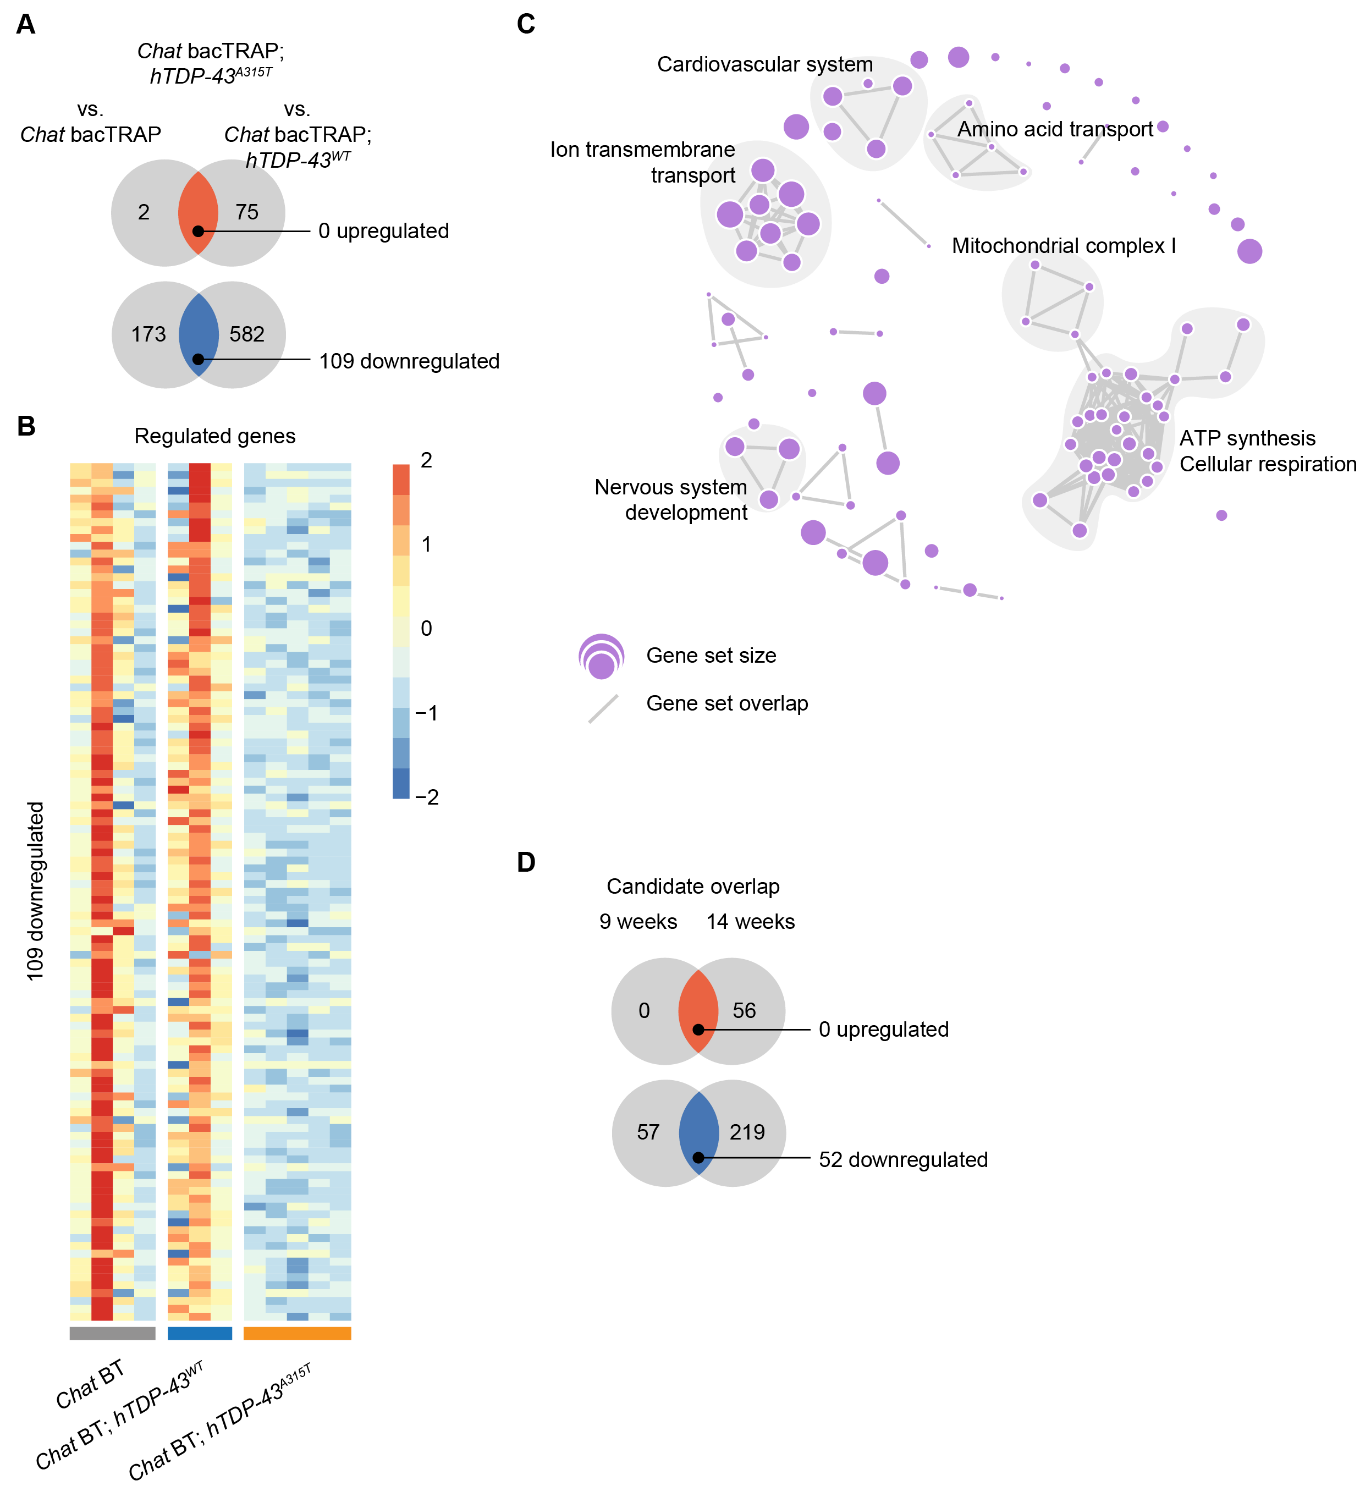
Supp. Fig. 6. Screening of the motor neuronal translatome of *hTDP-43^A315T^* ALS mice before motor symptom onset. (A)** Identification of differentially expressed (DE) genes in the MN translatome at 9 weeks. Venn diagrams indicate the number of DE genes in the MN translatome of *Chat* bacTRAP*; hTDP-43^A315T^* mice in comparison to C*hat* bacTRAP and *Chat* bacTRAP*; hTDP-43^WT^* mice at 9 weeks. 0 upregulated and 109 downregulated genes were found to be exclusively deregulated in the *Chat* bacTRAP; *hTDP-43^A315T^* mice at 9 weeks. **(B)** Heatmap of genes found to be deregulated in *Chat* bacTRAP; *hTDP-43^A315T^* mice at 9 weeks. **(C)** Enrichment map of biological process gene ontology (GO) terms. Node size represents gene set size, edges connect similar gene sets. Chat BT: *Chat* bacTRAP. **(D)** Identification of DE overlapping genes between 9 and 14 weeks. 52 downregulated genes were found to overlap between both timepoints.

**
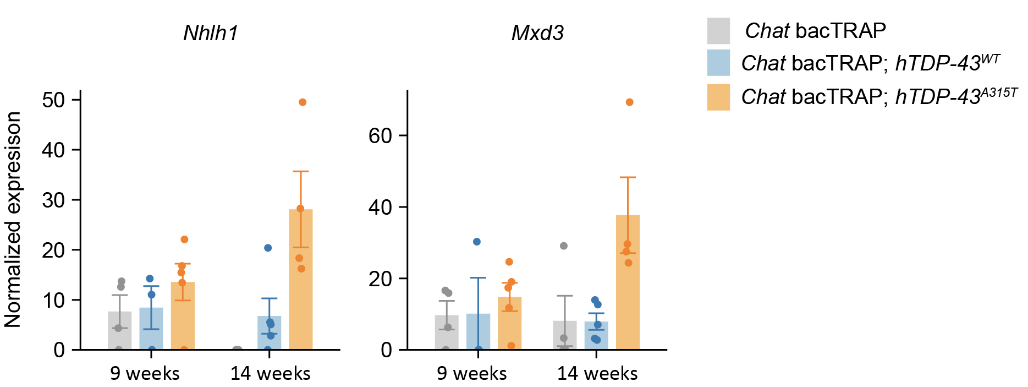
**

**Supp. Fig. 7. *Nhlh1* and *Mxd3* mRNAs are deregulated in the *hTDP-43^A315T^* MN translatome at motor symptom onset.** MN-TRAP sequencing results for the genes *Nhlh1* and *Mxd3* in the indicated genotypes are shown at pre-symptomatic and early symptomatic stages (9 and 14 weeks, respectively). Gene expression levels are normalized to total gene counts.

**
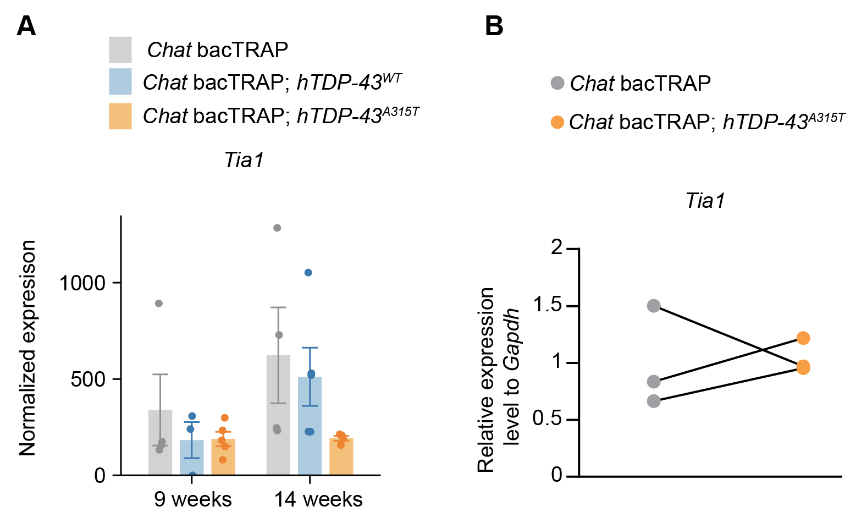
**

**Supp. Fig. 8. No change in Tia1 mRNA levels in MN-TRAP validation experiment.** **(A)** MN-TRAP sequencing results for the gene *Tia1* at 14 weeks are shown. **(B)** qRT-PCR data for *Tia1* MN-TRAP at 14 weeks with an independent cohort are shown. n=3; error bars: ±SEM; paired t-test.

**
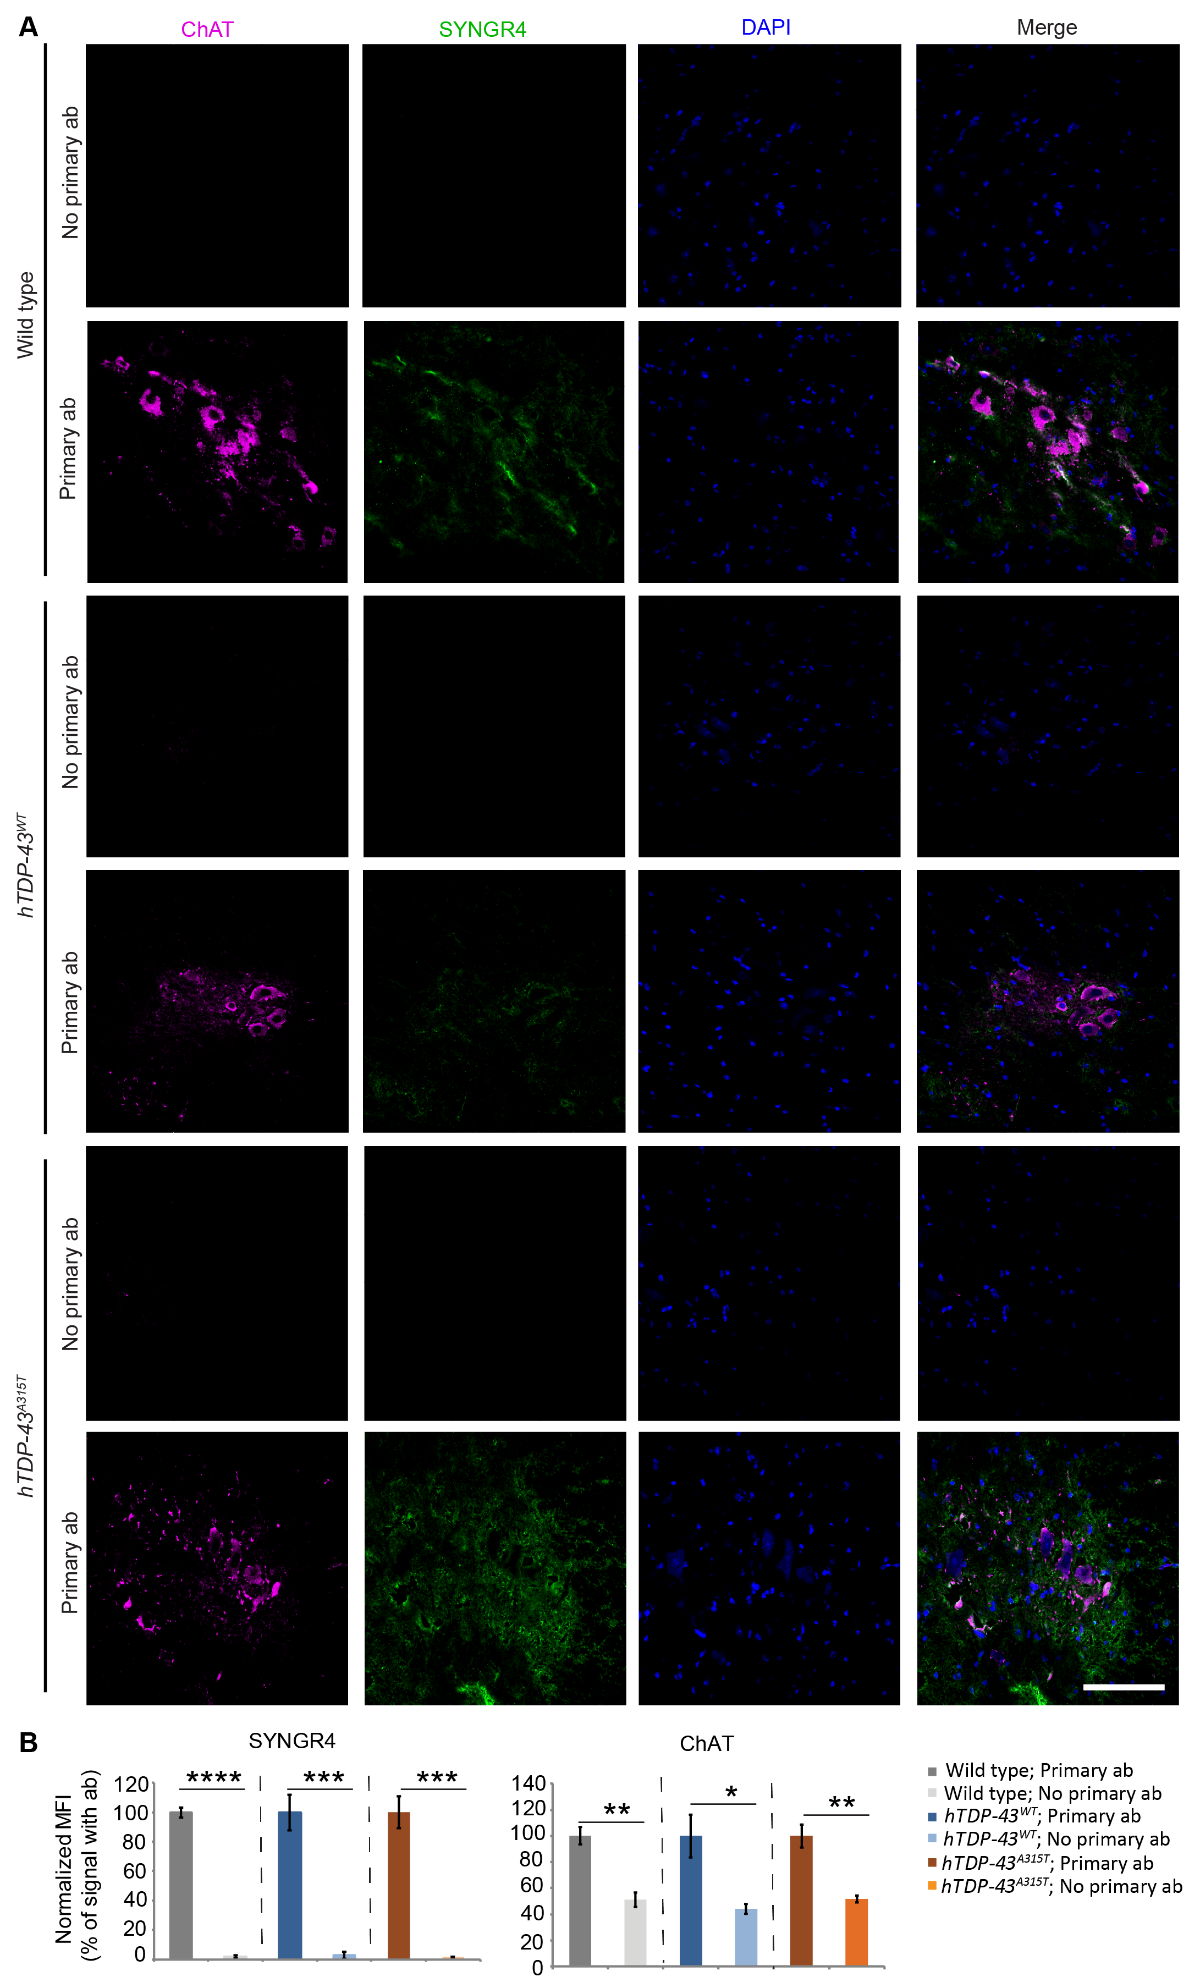
**

**Supp. Fig. 9.** **SYNGR4 protein staining is primary antibody dependent. (A)** Spinal cord staining of wild type, *hTDP-43^WT^* and *hTDP-43^A315T^*. Animals were tested for signal to noise (background) levels in the absence of primary antibodies. Images are representative of n=3 experiments. **(B)** Quantification of signal to noise for SYNGR4 and ChAT antibodies. For each genotype, values for no primary control images (noise) are indicated as a percentage of signal in the presence of primary antibody (signal). All antibodies show significantly higher mean fluorescence intensity (MFI) when compared to the respective no primary antibody control. n=3 independent biological replicates; ab: antibody; two-tailed, two sample t-test; *p<0.05, **p<0.01, ***p<0.001 and ****p<0.0001; scale bar: 10µm.

**
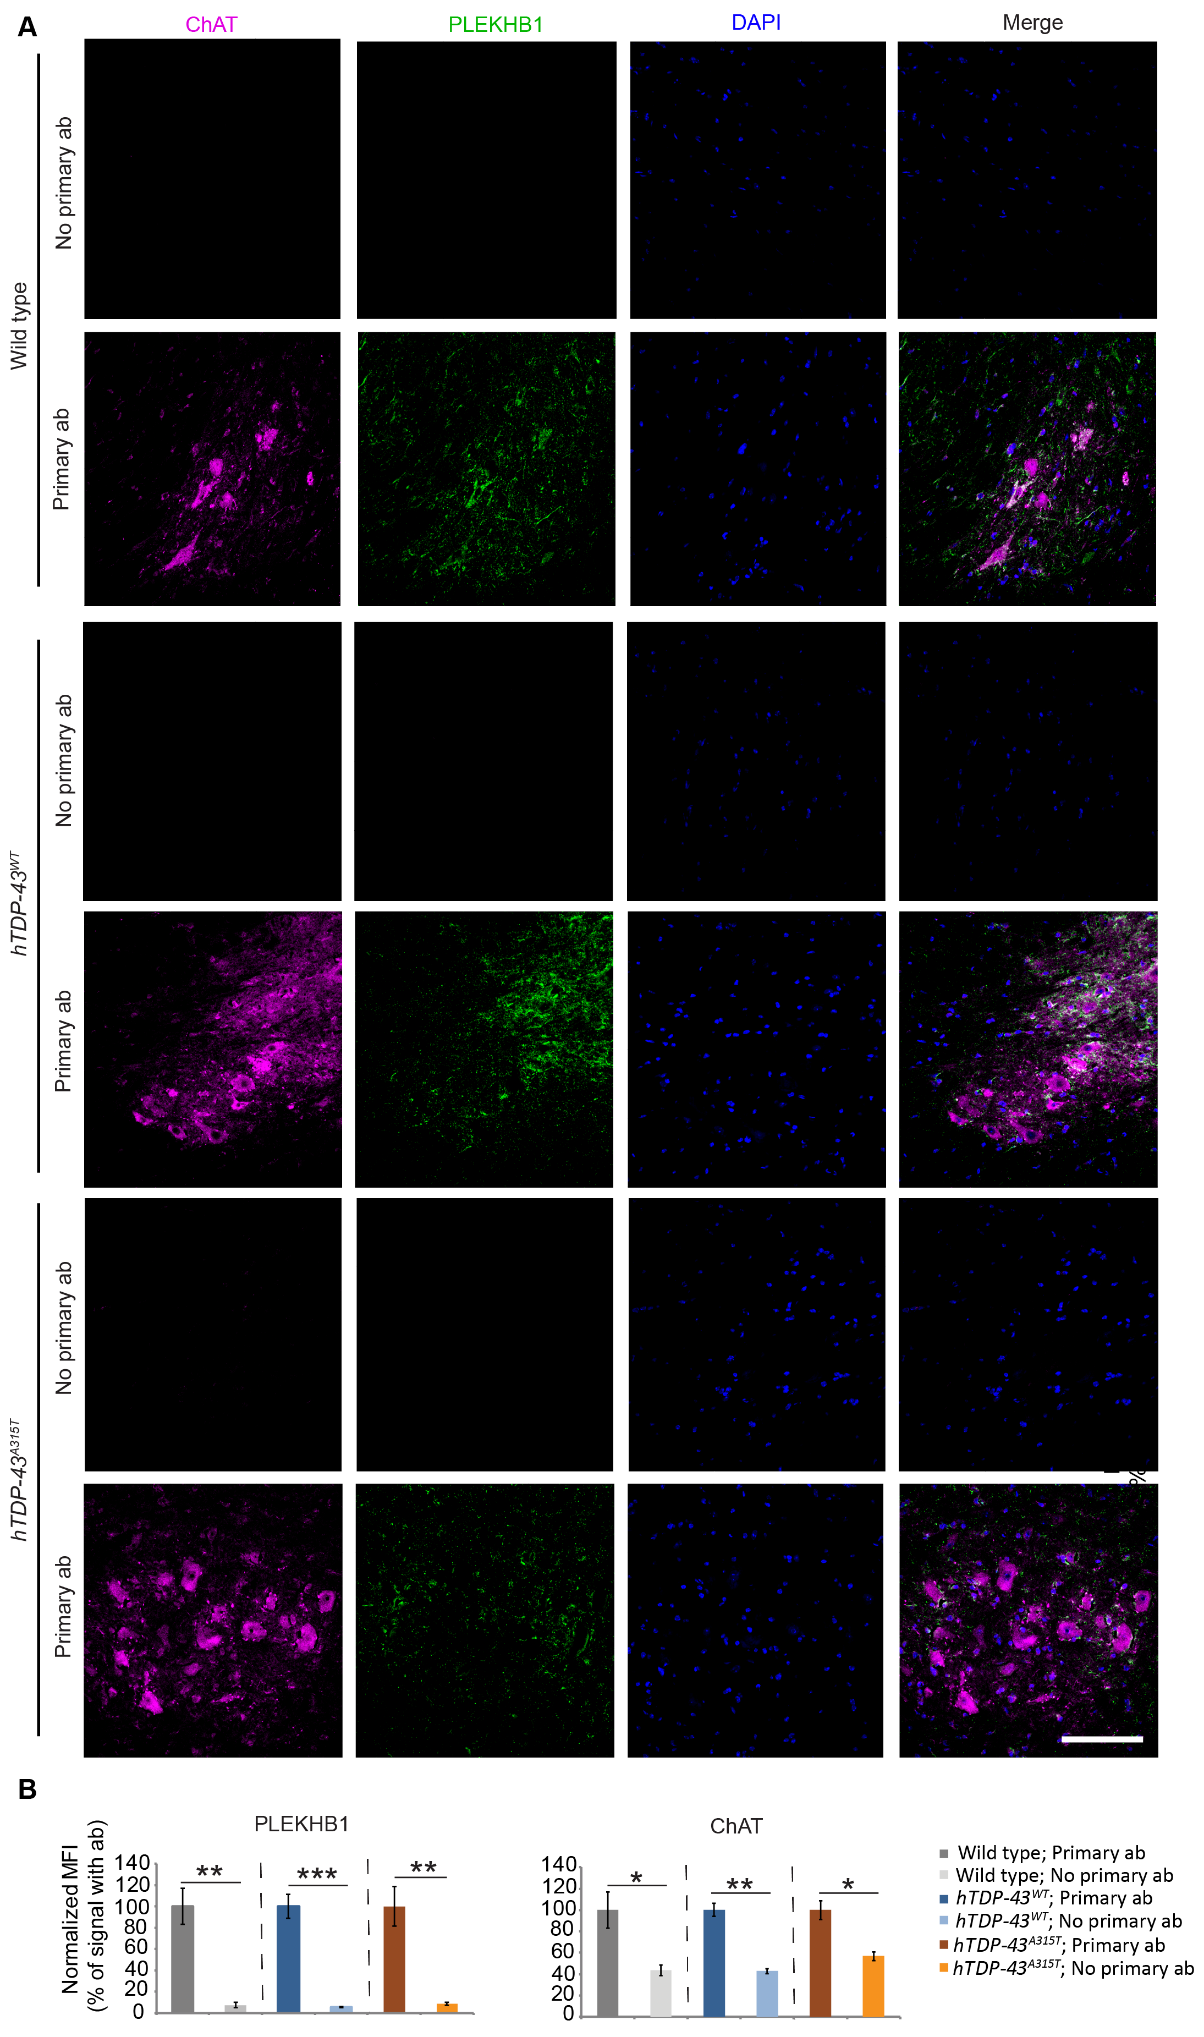
**

**Supp. Fig. 10.** **PLEKHB1 protein staining is primary antibody dependent.** **(A)** Spinal cord staining of wild type, *hTDP-43^WT^* and *hTDP-43^A315T^*. Animals were tested for signal to noise (background) levels in the absence of primary antibodies. Images are representative of n=3 experiments. **(B)** Quantification of signal to noise for PLEKHB1 and ChAT antibodies. For each genotype, values for no primary control images (noise) are indicated as a percentage of signal in the presence of primary antibody (signal). All antibodies show significantly higher mean fluorescence intensity (MFI) when compared to the respective no primary antibody control. n=3 independent biological replicates; ab: antibody; two-tailed, two sample t-test; *p<0.05, **p<0.01 and ***p<0.001; scale bar: 10µm.

**
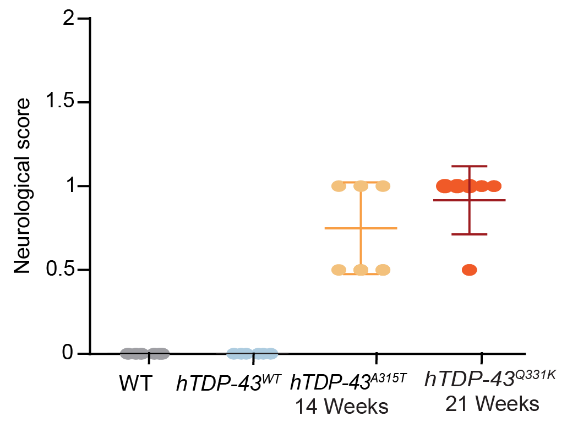
**

**Supp. Fig. 11. Neurological phenotype of *hTDP-43^A315T^* and** ***hTDP-43^Q331K^*** **mice used for IHC analysis.** Average neurological scores for mice used in IHC experiments. The *hTDP-43^A315T^* (A315T) and *hTDP-43^Q331K^* (Q331K) mice were 14 and 21 weeks of age, respectively. n=6 for A315T and for Q331K; error bars: ±SEM.

**
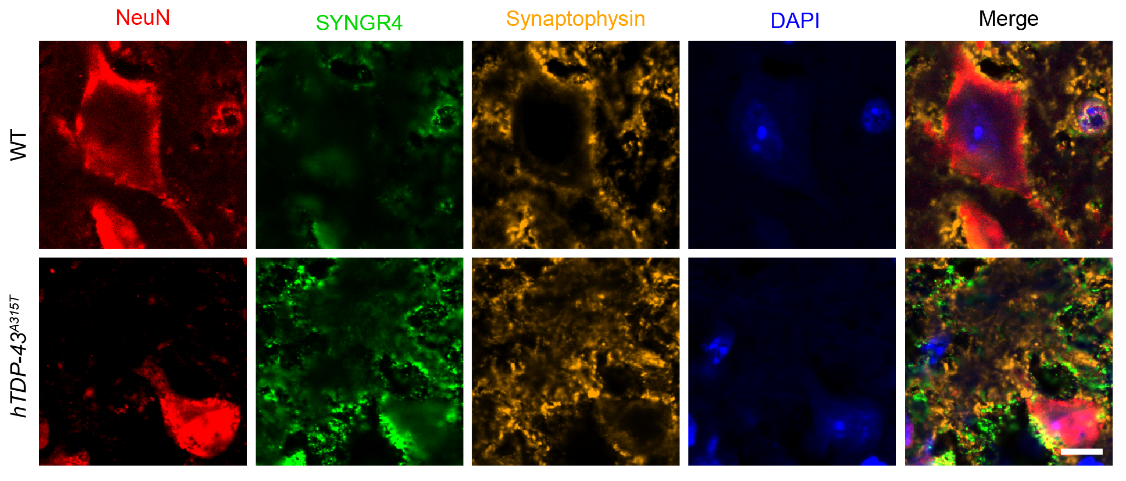
**

**Supp. Fig. 12. SYNGR4 protein does not colocalize with synaptic vesicles in spinal cord.** Spinal cord MNs in L3-5 were co-stained for SYNGR4 and the synaptic vesicle marker, Synaptophysin, as well as NeuN and DAPI. Representative confocal images from n=3 experiments are shown. Scale bars: 10μm.

**
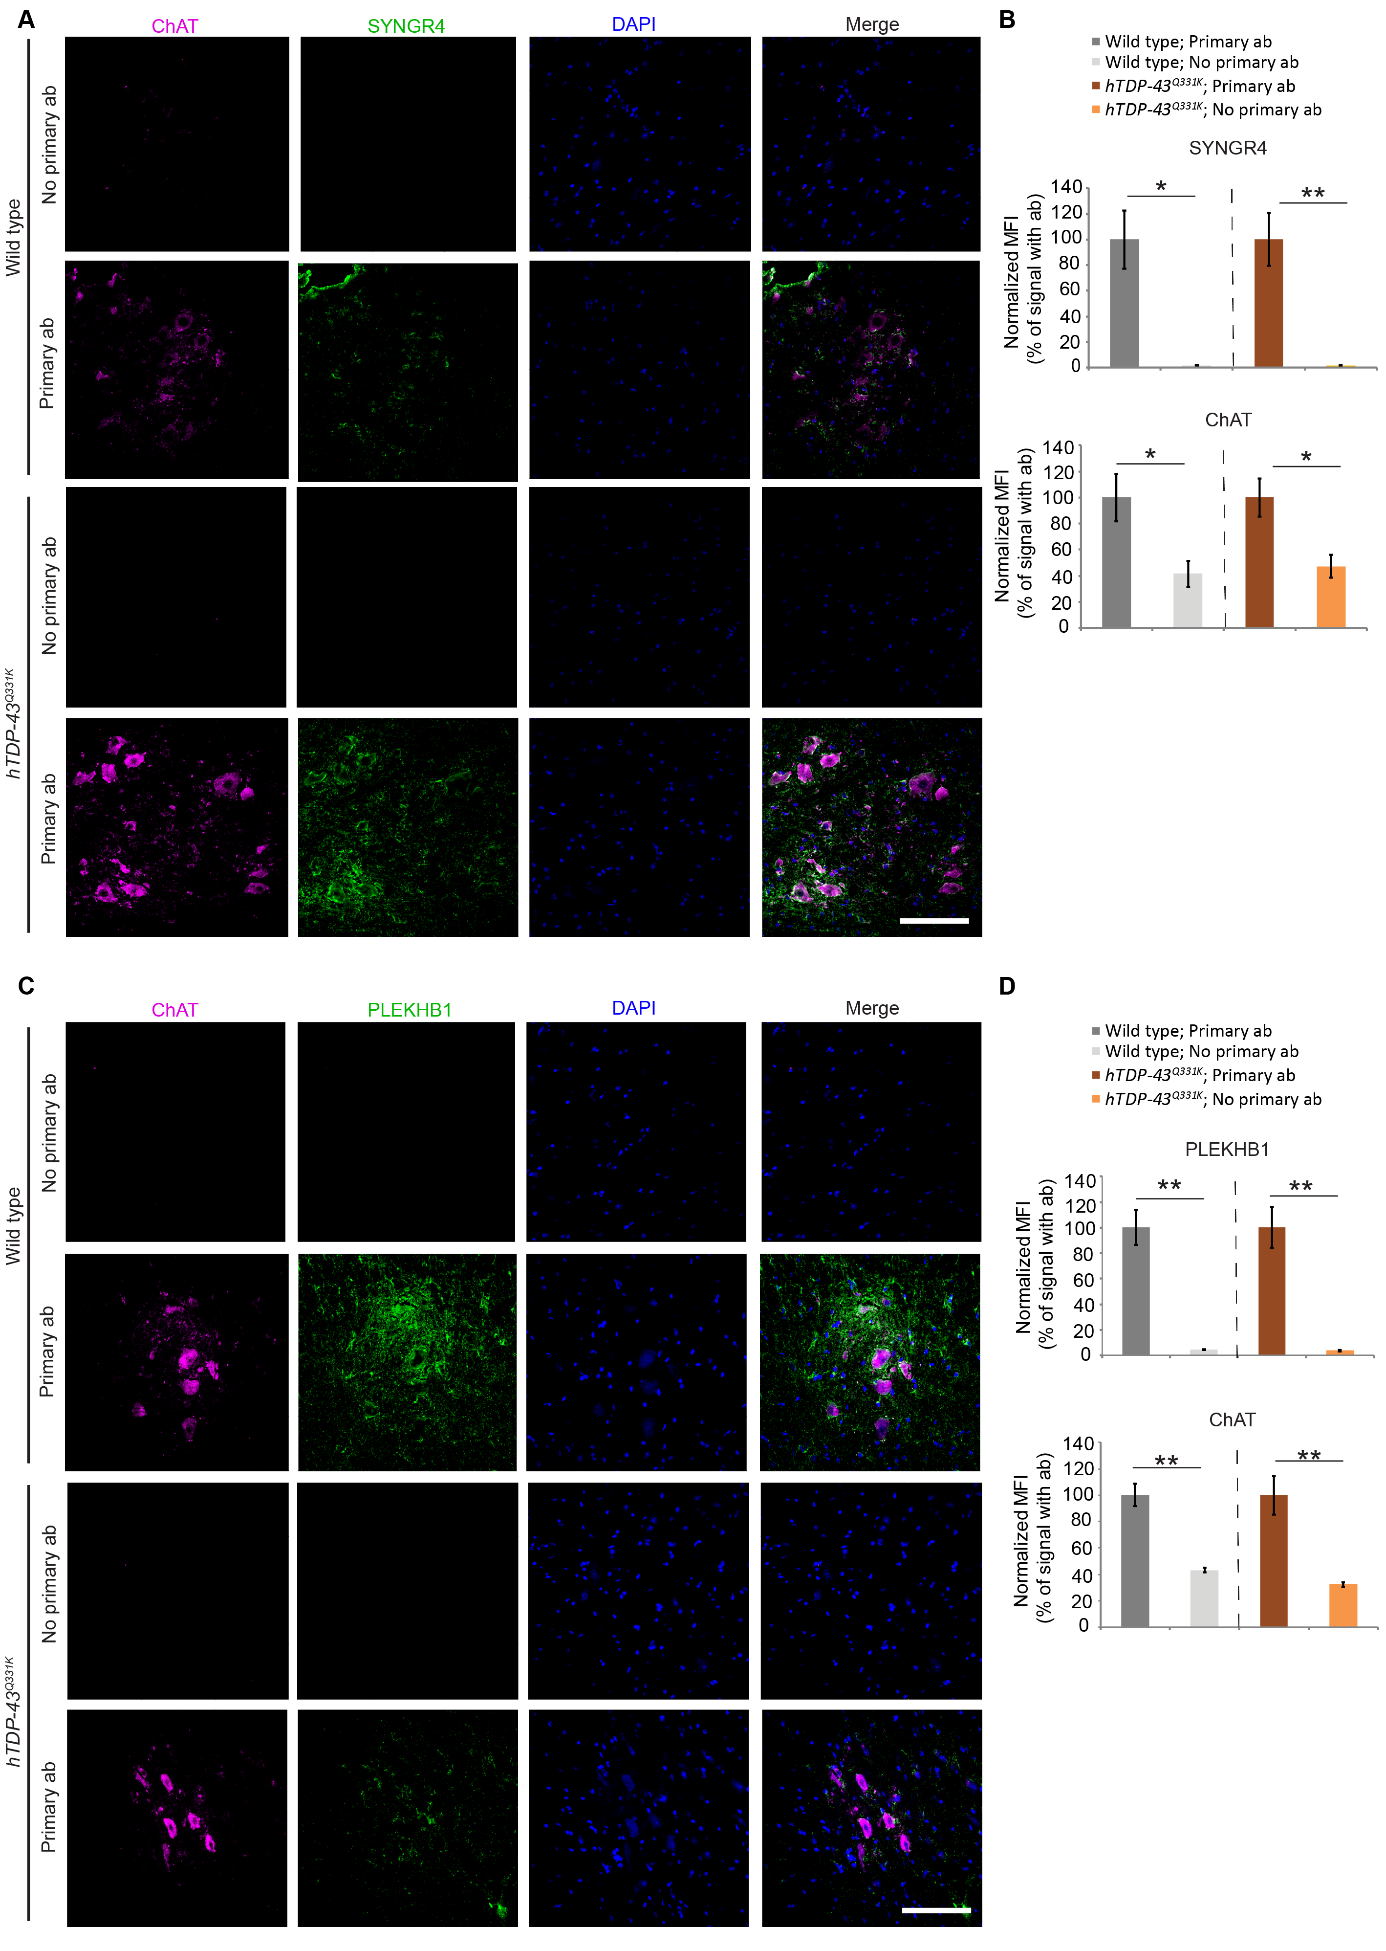
Supp. Fig. 13. PLEKHB1 and SYNGR4 protein staining is primary antibody dependent in the *hTDP-43^Q331K^* line. (A)** Spinal cord staining of wild type and *hTDP-43^Q331K^*. Animals were tested for SYNGR4 and ChAT signal to noise (background) levels in the absence of primary antibodies. Images are representative of n=3 experiments. **(B)** Quantification of signal to noise for SYNGR4 and ChAT antibodies. Values are indicated as percentage of signal relative to the presence of antibody per genotype. **(C)** Spinal cord staining of WT and *hTDP-43^Q331K^*. Animals were tested for PLEKHB1 and ChAT signal to noise (background) levels in the absence of primary antibodies. Images are representative of n=3 experiments. **(D)** Quantification of signal to noise for PLEKHB1 and ChAT antibodies. Values are indicated as percentage of signal relative to the presence of antibody per genotype. All antibodies show significant mean fluorescence intensity (MFI) when comparing to the respective no primary antibody control. n=3; ab: antibody; two-tailed, two sample t-test; *p<0.05 and **p<0.01; scale bar: 10µm.

# SUPPLEMENTARY TABLES

**Supp. Table 1. Mouse lines used in this study.**

| Short Name | Full strain name | Source | Reference |
| --- | --- | --- | --- |
| C57BL/6J | C57BL/6J | The Jackson Laboratory  Stock No. 000664 | *www.jax.org* |
| *Chat* bacTRAP | [B6J.Cg-Tg (Chat-EGFP/Rpl10a,Slc18a3) DW167Htz/J](https://www.jax.org/strain/030250) | The Jackson Laboratory Stock No. 030250 | [37] |
| *hTDP-43^WT^* | B6J.Cg-Tg (Prnp-TARDBP)3Cptrc/J | The Jackson Laboratory Stock No. 016608 | [44] |
| *hTDP-43^A315T^* | B6J.Cg-Tg (Prnp-TARDBP*A315T)95Balo/J | The Jackson Laboratory Stock No. 010700 | [38] |
| *hTDP-43^Q331K^* | B6J.Cg-Tg (Prnp-TARDBP*Q331K)103Dwc/J | The Jackson Laboratory Stock No. 017933 | [31] |

**Supp. Table 2. PCR primers used in this study.**

| Gene name | Forward primer (5´-3´) | Reverse primer (5´-3´) |
| --- | --- | --- |
| *Chat* | CCA TTG TGA AGC GGT TTG GG | GCC AGG CGG TTG TTT AGA TAC A |
| *Gapdh* | TTG ATG GCA ACA ATC TCC AC | CGT CCC GTA GAC AAA ATG GT |
| *Cnp1* | TGC TTG ATG ATA CCA ACC ACG | GCT GGG CAC AGT CTA GTC G |
| *Gfap* | GTA AAG ACT GTG GAG ATG CGG GAT GGT TGA G | GTG CTG GTG TGG GTG GGA ACT GAG |
| *L10a* | CAT GAG CAG CAA AGT C | TAT TGG AGC ATC CTA ATA CA |
| *Tex26* | ACA AGA TGG CCC GGT ATA GGA | TGT CAC CTG ACT GGA GCT T |
| *Plekhb1* | AGA GTC AAG CCC CAC TTC TG | GAC TTT CCA GGA TGG AGT CG |
| *Syngr4* | CCT GGC AGA CAA TGA GAC TG | GAG GAC AAG ATG ACC AGG GA |
| *Tia1* | TGG ATA CAG CAG GAA ATG ACC | CAT TAT CTT CCG CCC ATT CA |

**Supp. Table 3. Differential gene expression at 14 weeks.**

**Supp. Table 4. Gene set enrichment analysis at 14 weeks.**

**Supp. Table 5. Differential gene expression at 9 weeks.**

**Supp. Table 6. Gene set enrichment analysis at 9 weeks.**

**Supp. Table 7. Overlap differential gene expression between 9 and 14 weeks.**

How the deposited data were processed for this re-analysis (not part of the article)

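The 56 libraries form 12 groups of 3 to 6, given by genotype, age and fraction: 25 MN-TRAP and 31 whole spinal cord libraries of 3 genotypes at 9 and 14 weeks, from mice the paper describes as female; 1 MN-TRAP library holds Y-linked reads. The sample labels give the tissue as cervical, and the segments used are not settled here. The paper says that part of each lysate was kept as input control, so MN-TRAP and spinal cord libraries can come from the same animals. Which ones do is not given in the titles, and libraries were treated as independent. Genotype, age, fraction and replicate were read from the sample titles and checked against the strain and cell type labels; no library was assigned by its values. According to the paper, 62 samples were sequenced and 6 were excluded by the authors before deposit.

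The count values, as deposited by the authors, are whole-number reads per Ensembl gene of GRCm38, made by them with bcl2fastq2 2.17, STAR 2.5.2b and featureCounts 1.5.1 with standard parameters; the paper names DESeq2 1.14.1 for their tests and biomaRt 2.30.0 for gene names. The signal values, also as deposited by the authors, are the same counts divided by 1 size factor per library, and these are the normalized counts printed for single genes. Gene symbols were found for 42462 IDs and were missing for 1167. Depth per library and group is given with the description of the groups.

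Counts were read into R 4.3.3. Genes were filtered with edgeR's filterByExpr by group, which left 18838, and libraries were scaled by TMM. edgeR 4.0.16 then fitted 1 model of the 12 groups to all 56 libraries (estimateDisp, glmQLFit with robust estimation, glmQLFTest), and every adjusted p of a gene comes from this edgeR test by Benjamini-Hochberg unless another tool is named. Genes with an adjusted p below 0.05 and a change of at least 2-fold are called. A gene called in the same direction against both controls is counted as changed against both. Standard errors come from the fitted model. For groups at 0 in every library a lower bound of the fold was taken from a floor of 3 counts in the summed depth of the group; such bounds cover counting error only.

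On simulated data with 100 changed genes of a log2 change of 1.5 and 100 of 3, made after a first run of the main test on the real libraries, the script recovered 76 and 96 of them in the comparison of hTDP-43 A315T with Chat bacTRAP at 14 weeks, with 3 false calls among 175, and 84 and 97 in the comparison with hTDP-43 WT, with 4 false calls among 185. In further simulations, 20 per comparison, no gene differed between genotypes. With all libraries fitted, these called a median of 93.5 genes against Chat bacTRAP and 116.5 against hTDP-43 WT at 14 weeks. The few false calls of the first simulation therefore hold for its own setting alone and do not measure those among the real calls.

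Principal components were computed from the 500 most variable genes after DESeq2's variance stabilizing transformation. Shares of variance were taken over the same genes and tested by permutation of labels. The 22 gene lists were written down before the files were opened. Each was tested with limma's camera at a preset correlation of 0.01, adjusted over the 22 lists, and again with an estimated correlation and with fry (limma 3.58.1). Counts of list members are given for the adjustment over all genes and, where said, over the list alone.

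Genes were named by a fixed rule: every gene the paper names in its sequencing results; the 8 largest rises and 8 largest falls among called genes with a mean of at least 5 CPM and no overlap between the groups; and up to 4 measured members of each list with the smallest p. Table 1 and the visible part of Table S3 had been seen before the rule was written. Names outside the rule are said to be chosen after the values were seen.

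Alternatives fixed beforehand were DESeq2 1.42.0, median-ratio normalization, no filter on low counts, libraries of the same fraction alone, libraries of the same fraction and age alone, limma-voom with sample quality weights, the replicate number as a block, a covariate for carried-over glial RNA, genes enriched in MN-TRAP alone, omission of each library in turn, and other settings of the principal components and list tests. Added later were DESeq2 with shrinkage of fold changes, DESeq2 on MN-TRAP alone, and the omission of 4 libraries with few counts, of 3 with much mitochondrially encoded RNA, of 1 with Y-linked reads and of 3 control libraries with Lamr1-ps1 reads. Libraries of each comparison were also regrouped up to 100 times, which asks how often an arbitrary division calls as many genes as the labels. Lists and named genes were looked up in the fits without single libraries, and genes called with 2 Chat bacTRAP libraries of 14 weeks were measured against the other 2, both after the values had been seen.

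Left out were tests on Tables S3 and S5, of which only part was legible, a repeat of the gene ontology analysis, reads mapped to the human transgene, and the quantitative PCR, protein and behavioural experiments. Nothing was realigned.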

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

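The comparisons of single libraries on Lamr1-ps1, Gm13886 and the Y-linked genes and the pairwise comparison of counts were chosen after the values had been seen; so was the comparison of the fall in spinal cord with the spread of list members; the search for libraries set apart from their group was fixed before, and what the simulations of unchanged groups would show under either answer was written down before they were run. Chance alone sets about 1 in 20 groups apart by that search, or 3.15 of the 63 groups searched, and 17 were found.

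Control MN-TRAP libraries with hTDP-43 A315T reads. The libraries hTDP-43 WT 14 weeks replicate 5, hTDP-43 WT 9 weeks replicate 3 and Chat bacTRAP 9 weeks replicate 4 carry Lamr1-ps1 at 1.69, 1.11 and 1.34 CPM, while the highest of the other controls is at 0.0398. A spillover of a small share of reads between libraries is excluded, since the lowest of the 3 stands at 109.9% of the hTDP-43 A315T median. RNA of hTDP-43 A315T mice under a control label is consistent with the second marker, Gm13886, whose lowest value in the 3 is 9.16 CPM, and for 2 of the 3 libraries the same RNA sequenced under 2 labels is consistent with a chi-square of 1.9 per gene in the farther pair, where the next closest pair of libraries is at 8.95. Whether labels or tubes were exchanged was not tested. Without these 3 libraries the genes called against both controls number 576 at 14 weeks and 317 at 9 weeks.

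Glial and myelin genes lower in hTDP-43 A315T MN-TRAP. Less carried-over RNA of other cells is a candidate explanation that is open: 92.5% of the genes lower than in both controls at 14 weeks are depleted in MN-TRAP at 9 weeks, and a covariate for carried-over RNA left 0 calls, as did MN-TRAP alone without it. Of the genes higher than in both controls, 52.2% are depleted too, against 24.1% of all tested genes. Against Chat bacTRAP the oligodendrocyte, astrocyte, microglia and endothelial medians lay within 0.33 of each other. Against hTDP-43 WT they were -1.65, -1.48, -0.80 and -0.27, a range of 1.38, so the lists did not fall alike there. With the covariate the median fall of called genes went from -2.17 to -1.37 against Chat bacTRAP and from -1.71 to -1.05 against hTDP-43 WT, while with MN-TRAP alone it was -2.20 and -1.69. Fewer such transcripts in the whole cord would by size make up only part of the fall with all libraries. The deepest fall of the oligodendrocyte and astrocyte medians there was -0.31, at most 21.5% of the fall in MN-TRAP. The 4 medians lie 1.13 to 1.54 above those in MN-TRAP. The spread of the members (0.52 to 0.79) is no measure for a difference of medians, so nothing is excluded by it. Without Chat bacTRAP replicate 1 the medians in MN-TRAP against Chat bacTRAP are -0.47 and -0.49, so for this control the difference in size rests on 1 library. A part from the cord stays open. A change inside motor neurons was not separated from carried-over RNA. Genes enriched in MN-TRAP at 9 weeks gave 7 calls against both controls.

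Genes called with all libraries and not with MN-TRAP alone. The spread between replicates was larger in MN-TRAP (biological coefficient of variation 48.7%) than in spinal cord (22.1%), and 99.5% of genes had the larger spread in MN-TRAP. With the 34.3% estimated from all libraries, simulations of unchanged groups called a median of 93.5 genes (55 to 135) against Chat bacTRAP at 14 weeks. These counts hold for the simulated settings alone. Other divisions of the same real libraries called a median of 694 genes and up to 1920. How many of the 1960 calls come from too small a spread is therefore open. In the other MN-TRAP comparisons the medians were 116.5 against hTDP-43 WT at 14 weeks, 124 against Chat bacTRAP and 82 against hTDP-43 WT at 9 weeks, and 108.5 for hTDP-43 WT against Chat bacTRAP. Simulations with MN-TRAP alone called 0 or 1 gene.

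The remaining values are single libraries and tests. In spinal cord at 14 weeks, hTDP-43 A315T replicate 4 had a glial and endothelial mean of 5.57 (next 5.45). Among spinal cords of hTDP-43 WT, 14 weeks replicate 3 stood at 5.88 (next 5.4) with 5.27% mitochondrially encoded RNA (next 2.7%). Replicate 4 of hTDP-43 WT spinal cord at 9 weeks held 10.1% mitochondrially encoded RNA (next 4.31%). Mxd3 was at 69.3 normalized counts in hTDP-43 A315T 14 weeks MN-TRAP replicate 2 (next 29.6). Tex26 was at 18.5 in hTDP-43 A315T 9 weeks MN-TRAP replicate 4 (next 6.09). Chat bacTRAP 14 weeks MN-TRAP replicate 1 had a glial mean of 5.36 (next 3.39) and 5.81% mitochondrially encoded RNA (next 0.802%). Replicate 4 of the same group held the only Tex26 (11.6) and Syngr4 (5.82) counts of its group, Mxd3 at 29.1 (next 3.29) and Ddx3y at 51.81 CPM (next 0.86). Chat bacTRAP 9 weeks MN-TRAP replicate 2 held 2.98% mitochondrially encoded RNA (next 0.27%), Plekhb1 at 15000 (next 3050) and Tia1 at 893 (next 175). hTDP-43 WT 14 weeks MN-TRAP replicate 5 had 255802240 counts (next 22896033) and Nhlh1 at 20.4 (next 5.52), and replicate 2 held 5.58% mitochondrially encoded RNA (next 0.907%). The interaction of genotype and age gave 322 genes with Chat bacTRAP and 27 with hTDP-43 WT, and for Nhlh1 a log2 value of 7.89 (adjusted p = 0.00704) that rests on Chat bacTRAP libraries of 14 weeks at 0.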

How the results depend on the processing

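The settings that leave out the libraries with few counts, much mitochondrially encoded RNA, Y-linked reads or Lamr1-ps1 reads, and the fits in DESeq2 with shrinkage or on MN-TRAP alone, were chosen after the values had been seen; the others were fixed before. Counts of called genes are given for the settings that moved them by more than 1.5-fold, with mutant for hTDP-43 A315T, hTDPWT for hTDP-43 WT, Chat for Chat bacTRAP, cord for spinal cord, and 9 or 14 for the age in weeks; all comparisons are in MN-TRAP unless cord is named. The counts with all libraries were mutant/Chat 14 = 1960, mutant/hTDPWT 14 = 1009, both 14 = 272, mutant/Chat 9 = 102, mutant/hTDPWT 9 = 403, both 9 = 30, shared ages = 13, hTDPWT/Chat 14 = 2484, both lines 14 = 997, mutant by age = 2, Chat by age = 971, hTDPWT by age = 1324, interaction with Chat = 322, interaction with hTDPWT = 27, cord mutant/Chat 14 = 4, cord mutant/hTDPWT 14 = 5, cord both 14 = 3, cord mutant/Chat 9 = 7, cord mutant/hTDPWT 9 = 4. Either of 2 choices takes most MN-TRAP counts to 0: a fit in edgeR without spinal cord libraries, or limma-voom with all libraries. Only the same fraction: hTDPWT/Chat 14 = 1, cord mutant/Chat 14 = 30, cord mutant/hTDPWT 14 = 40, cord both 14 = 16, cord mutant/Chat 9 = 36, cord mutant/hTDPWT 9 = 35; 0 for all other MN-TRAP results fitted. Only the same fraction and age: cord mutant/Chat 14 = 14, cord mutant/hTDPWT 14 = 25, cord both 14 = 12, cord mutant/Chat 9 = 37, cord mutant/hTDPWT 9 = 29; 0 for all other MN-TRAP results fitted. With a covariate for carried-over glial RNA (MN-TRAP alone): hTDPWT/Chat 14 = 1; 0 for all other MN-TRAP results fitted. In limma-voom with sample weights: mutant/hTDPWT 14 = 152, mutant by age = 1, cord mutant/Chat 14 = 584, cord mutant/hTDPWT 14 = 433, cord both 14 = 116, cord mutant/Chat 9 = 226, cord mutant/hTDPWT 9 = 487; 0 for all other MN-TRAP results fitted. DESeq2 on all libraries: both 14 = 453, mutant/Chat 9 = 307, mutant/hTDPWT 9 = 782, both 9 = 86, shared ages = 39, mutant by age = 55, interaction with Chat = 622, interaction with hTDPWT = 303, cord mutant/Chat 14 = 7, cord mutant/hTDPWT 14 = 10, cord both 14 = 6. DESeq2 with shrinkage: mutant/Chat 9 = 284, mutant/hTDPWT 9 = 817, both 9 = 107, shared ages = 52, mutant by age = 12, interaction with hTDPWT = 234, cord mutant/hTDPWT 14 = 10, cord mutant/Chat 9 = 11, cord mutant/hTDPWT 9 = 12. DESeq2 on MN-TRAP alone: mutant/Chat 14 = 181, mutant/hTDPWT 14 = 34, both 14 = 7, mutant/hTDPWT 9 = 9, hTDPWT/Chat 14 = 277, both lines 14 = 63, mutant by age = 4, Chat by age = 25, hTDPWT by age = 22, interaction with Chat = 8, interaction with hTDPWT = 11; 0 for mutant/Chat 9, both 9, shared ages. Without a filter on low counts: mutant/Chat 9 = 17, both 9 = 6, shared ages = 1; 0 for mutant by age. Only genes enriched in MN-TRAP at the other age: mutant/Chat 14 = 235, mutant/hTDPWT 14 = 60, both 14 = 7, mutant/hTDPWT 9 = 14, hTDPWT/Chat 14 = 372, both lines 14 = 155; 0 for mutant/Chat 9, both 9. The replicate numbers were not found to pair samples: of MN-TRAP and cord libraries of 1 genotype and age, 4 of 5 with the same number matched best for mutant 9, and 0 to 2 in the other 5 groups. With the replicate number as a block the counts were mutant/hTDPWT 9 = 129, hTDPWT by age = 738, interaction with Chat = 199, interaction with hTDPWT = 7, cord mutant/hTDPWT 14 = 3; 0 for mutant/Chat 9, both 9, shared ages, mutant by age. Leaving out the 4 MN-TRAP libraries with the fewest counts: mutant/Chat 14 = 3932, both 14 = 467, mutant/Chat 9 = 289, mutant/hTDPWT 9 = 686, both 9 = 80, shared ages = 46, hTDPWT/Chat 14 = 4182, both lines 14 = 2527, Chat by age = 2793, hTDPWT by age = 2341, interaction with Chat = 1871, interaction with hTDPWT = 122. Leaving out the 3 with the most mitochondrially encoded RNA: both 14 = 110, mutant/hTDPWT 9 = 779, mutant by age = 8, interaction with hTDPWT = 257; 0 for mutant/Chat 9, both 9, shared ages. Leaving out the library with Y-linked reads: mutant/Chat 14 = 3282, shared ages = 21, both lines 14 = 2052, Chat by age = 2354, interaction with Chat = 1275. Leaving out the 3 control libraries with Lamr1-ps1 reads: mutant/hTDPWT 14 = 2015, both 14 = 576, mutant/Chat 9 = 771, mutant/hTDPWT 9 = 2938, both 9 = 317, shared ages = 137, hTDPWT by age = 3682, interaction with hTDPWT = 2057. Omitting the 3 MN-TRAP libraries with much mitochondrially encoded RNA also moved cord mutant/Chat 14 to 7 and cord mutant/hTDPWT 14 to 9, and omitting those with Lamr1-ps1 reads moved cord mutant/Chat 14 to 7. The 3 Lamr1-ps1 libraries left out with MN-TRAP alone: mutant/hTDPWT 9 = 36, hTDPWT by age = 24; 0 for all other MN-TRAP results fitted. Omitting 1 library at a time spanned mutant/Chat 14 = 1082 to 3282, mutant/hTDPWT 14 = 426 to 1783, both 14 = 92 to 479, mutant/Chat 9 = 0 to 565, mutant/hTDPWT 9 = 7 to 2849, both 9 = 0 to 104, shared ages = 0 to 39, both lines 14 = 759 to 2052, mutant by age = 0 to 4, Chat by age = 551 to 2354, hTDPWT by age = 2 to 3386, interaction with Chat = 173 to 1275, interaction with hTDPWT = 0 to 1843, cord mutant/hTDPWT 14 = 2 to 5, cord mutant/hTDPWT 9 = 2 to 5. The share of the first principal component was 60.9% with log2 CPM and 72.3% with 2000 genes, and of 7 lists lower in MN-TRAP at 14 weeks against both controls, 0 passed with an estimated correlation and 2 with fry. The 18 marker calls held in each setting that was run on them (both fractions in the fit), and median-ratio normalization moved no count by 1.5-fold. With MN-TRAP alone all of the 1538 called genes of mutant/Chat 14 that were still tested kept their sign, as did 836 of mutant/hTDPWT 14, and with the covariate 1525 of the 1538 and all 836 did; beyond the simulations reported among the values chosen for a closer look, the cause was not tested.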

Differences from the paper's values

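The setting DESeq2 with shrinkage of fold changes was chosen after seeing the values; all other alternatives were fixed before. At 9 weeks the paper counts 109 genes lower in hTDP-43 A315T than in both controls and 30 were found; DESeq2 brings the count within 1.5-fold of the paper's, and the other 8 alternatives fixed before do not. Between the ages the paper shares 52 genes and 13 were found; again DESeq2 does so, and the other 7 alternatives fixed before do not. With shrinkage DESeq2 gives 107 and 52.

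In Table 1 the paper prints a fold of 7.56 for Tex26 against Chat bacTRAP, where the linear fold found is 19.7; libraries of the same fraction, the same fraction and age, limma-voom and the carry-over covariate come close, and 4 alternatives do not. For Syngr4 the paper prints 5.19 and 24.8 was found, with limma-voom alone close. For Nhlh1 the paper prints 8.83 and the fit gives 340, which is no bound because all 4 Chat bacTRAP libraries are at 0; limma-voom alone comes close. Though the paper heads the column as log2, shrunken DESeq2 folds on a linear scale match its 12 values to within 0.02, a setting chosen after seeing the values that keeps all 12 calls of the paper and drops 0.

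The paper's adjusted p values are smaller. Against Chat bacTRAP it prints 3.95e-05 for Tex26, 0.0048 for Syngr4 and 6.3e-06 for Nhlh1, where edgeR gave 0.00414, 0.0198 and 0.000193, and no alternative fixed before comes within 1.5-fold; DESeq2 with shrinkage gives 3.98e-05, 0.00501 and 6.29e-06. For Mxd3 it prints 0.0066 against 0.0337 found and for Plekhb1 0.00042 against 0.00538. Of the alternatives fixed before, DESeq2 alone comes close for each of these. For Tia1 it prints 0.0069 against 0.0216, and DESeq2 comes close (adjusted p = 0.00633), while the other alternatives fixed before were not compared. Against hTDP-43 WT it prints 0.031 for Tex26 (0.1 found), 0.0485 for Syngr4 (0.0879), 0.0173 for Nhlh1 (0.0501) and 0.0154 for Mxd3 (0.048), each met by DESeq2 and no other alternative fixed before, and 0.00036 for Plekhb1 (0.00416), met by limma-voom and no other alternative fixed before. DESeq2 with shrinkage meets these 5 too (0.0299, 0.0471, 0.0166, 0.0147 and 0.000306).

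In Fig. 2B the bars read by eye for MN-TRAP are about 4500 for Chat in Chat bacTRAP (2930 found) and about 2900 in hTDP-43 A315T (4500 found), about 2000 for Mnx1 in Chat bacTRAP (1290 found) and about 1300 in hTDP-43 A315T (1990 found), about 9600 for Cnp in hTDP-43 A315T (4980 found) and about 2700 for Mog in hTDP-43 A315T (995 found). For Gfap in spinal cord they are about 47000 in Chat bacTRAP (30600 found) and about 31000 in hTDP-43 A315T (46900 found). Read by eye, the bars of Chat bacTRAP stand at the values found for hTDP-43 A315T and the reverse; no alternative was run for these means. No value read from Fig. 3A lay both more than 1 SD and more than 1.5-fold from the mean found under the sample labels.

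Calls differ for single genes as well. Table 1 lists Tex26, Syngr4, Nhlh1 and Tia1 as changed against hTDP-43 WT, and none of the 4 passed there in edgeR, while DESeq2 calls all but Syngr4. The paper states that no change in spinal cord corresponds to one in MN-TRAP, after naming its genes changed against both controls. For that set the same was found, with 0 of 6 genes called in spinal cord at 14 weeks. Against Chat bacTRAP alone, Lamr1-ps1, Gm13886 and Lgals3 of the 6 were also called in MN-TRAP. Its criterion of a rise from 9 to 14 weeks, for which it names no test, was met on average by all 4 of its higher genes. As a called change it was met by 0 of them. Its text describes further grouping of samples by genotype in the dendrogram. As another measure, the nearest library shared the genotype for 6 of 25 MN-TRAP libraries (7.67 by shuffling) and 14 of 31 spinal cord libraries (9.72). The MN-TRAP pairs with near-equal shares of counts carry different genotype labels, which can lower the first tally. By share of variance over the 500 most variable genes, genotype held 21.5% within MN-TRAP (permutation p = 0.0118) and 18.7% within spinal cord (permutation p = 0.00103), which goes with the paper.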

Other observations

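In the hTDP-43 A315T spinal cord Serpina3n and Lgals3, genes known from reactive astrocytes and activated microglia, were called against both controls at 14 weeks, as was the pseudogene Lamr1-ps1, which was at 0 in all hTDP-43 WT spinal cords of that age. Serpina3n and Lgals3 were called at 9 weeks too, Serpina3n with log2 changes of 1.30 and 1.24 against Chat bacTRAP and hTDP-43 WT and Lgals3 with 2.18 and 1.78. Cst7, another microglial gene, was higher in spinal cord at 9 weeks (4.33 and 3.78, adjusted p = 0.000138 and 0.0012), with Itgax (3.67) and Mmp12 (5.36) called against Chat bacTRAP. In MN-TRAP Serpina3n differed by -0.06 and -0.02 at 14 weeks. Tardbp was at 2810 ± 284 normalized counts in hTDP-43 A315T MN-TRAP at 14 weeks (SD, n = 4), 2840 ± 214 in hTDP-43 WT (n = 5) and 3140 ± 1410 in Chat bacTRAP (n = 4), and the nerve injury peptide gene Gal rose on average without passing (1.05 and 1.30).

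The hypotheses below, the regrouping of libraries excepted, were tested after the results had been seen. Genes higher in hTDP-43 A315T than in Chat bacTRAP at 14 weeks were weighed against fewer RNAs captured in the Chat bacTRAP libraries. Of 987 such genes 751 (76.1%) are at 0 in at least 2 of the Chat bacTRAP libraries. The genes were chosen for low values in these libraries, and replicates 2 and 4 hold only 2.41M and 4.8M counts, so the zeros decide nothing. At equal depth 3 of 4 of those libraries detect fewer genes than every hTDP-43 A315T library, so fewer captured RNAs remain open. A change in the hTDP-43 A315T line itself is open as well, though several values go against it. The median log2 change of the 987 genes was 0.39 over hTDP-43 WT and 0.26 over hTDP-43 A315T at 9 weeks, with 1 gene called in the latter. In Chat bacTRAP their median from 9 to 14 weeks was -3.84. Of the 987 genes 658 (66.7%) are also called higher in hTDP-43 WT than in Chat bacTRAP. Only 46 (4.7%) are also called higher than in hTDP-43 WT, but the calls against both controls include 128 higher genes when the control libraries with Lamr1-ps1 reads are left out. Genes called with 2 of the Chat bacTRAP libraries changed by medians of 0.38 to 2.70 against the other 2, and of 0.16 to 0.41 against hTDP-43 WT without replicate 5. The largest difference of these medians was 2.28. The spread of single genes (3.91) is no measure for a difference of medians, so this comparison decides nothing.

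The mitochondrially encoded list had a median of -1.22 in hTDP-43 A315T spinal cord in the weaker comparison, with no member called there, in line with a difference between libraries that is not limited to MN-TRAP. Spinal cord libraries at 14 weeks held 1.45% ± 0.274 of such counts in hTDP-43 A315T (SD, n = 4), 2.95% ± 1.32 in hTDP-43 WT (n = 5) and 5.85% ± 2.87 in Chat bacTRAP (n = 5). Whether Tia1 follows the mitochondrially encoded share of a library is open. In spinal cord Pearson's r was 0.89 in hTDP-43 WT (permutation p = 0.00028, n = 11) and 0.87 in Chat bacTRAP (permutation p = 0.00037, n = 11), but -0.23 in hTDP-43 A315T (exact p = 0.552, n = 9). Adjusted over the 3 relations the permutation and exact p were 0.000555, 0.000555 and 0.552, and without the 2 farthest libraries r was 0.88, 0.92 and -0.34. Spearman's rho was 0.81, 0.87 and -0.47. The hTDP-43 A315T spinal cords span 0.965 to 1.72% of such counts, against 1.11 to 10.1% in hTDP-43 WT and 0.98 to 8.53% in Chat bacTRAP, so the lack of a relation in hTDP-43 A315T decides nothing.

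Gm13886 shares 381 of its 1163 stretches of 21 bases with Tardbp, where the next gene shares 2, in line with transgene reads counted on a Tardbp pseudogene. It stood at 10.4 to 21 CPM in hTDP-43 A315T spinal cord, 1.05 to 4.59 in hTDP-43 WT and 0 to 0.28 in Chat bacTRAP. In MN-TRAP at 14 weeks it had 9 to 37 counts (0.608 to 1.62 CPM) in the 4 hTDP-43 WT libraries without Lamr1-ps1 reads and 0 in 3 of 4 Chat bacTRAP libraries; the remaining one, replicate 4 with the Y-linked reads, had 11 counts (2.29 CPM). At 9 weeks hTDP-43 WT MN-TRAP replicate 1 had 1 count at a depth of 0.472M, too shallow to place it. Replicate 2 had 0 counts at 22M, where a floor of 3 counts is 0.136 CPM. That lies below the 0.608 to 1.62 CPM of the hTDP-43 WT libraries at 14 weeks, so this library lacks the reads of its label. Whether its label is right was not tested.

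Regrouping the libraries of each comparison, the labels included, gave as many called genes as the labels in the following numbers of trials. In MN-TRAP at 14 weeks no other division called as many genes for hTDP-43 A315T against Chat bacTRAP (1 of 35, 1960 genes, highest other 1920). The same holds for genes changed in both transgenic lines (1 of 100, 997, 984) and for spinal cord at 14 weeks against Chat bacTRAP (1 of 100, 4, 3). By the count of trials alone, chance division would be excluded for these and for hTDP-43 WT against Chat bacTRAP (3 of 100, 2484, 2616). The height of the highest other division was weighed as a further criterion. Where no other division called as many, the highest others still lie so near that chance division is not excluded. Nor is it for hTDP-43 WT against Chat bacTRAP, where another division called more. The medians of the other divisions were 694 for hTDP-43 A315T and 1322 for hTDP-43 WT against Chat bacTRAP. Chance division is excluded for the genes shared by the ages (1 of 100, 13, 0) and for spinal cord at 14 weeks against hTDP-43 WT (1 of 100, 5, 2) and against both (1 of 100, 3, 0). Against Chat bacTRAP at 9 weeks the labels were matched in 4 of 100 trials (102 genes, highest other 351), but chance is not excluded there, since the simulations of unchanged groups called a median of 124. It is not excluded for hTDP-43 A315T against hTDP-43 WT at 14 weeks (11 of 100; 1009, 1949) and 9 weeks (8 of 56; 403, 1230), against both controls at 14 weeks (41 of 100; 272, 1322) and 9 weeks (5 of 100; 30, 126), for the interactions with age (37 of 100; 322, 2424; and 77 of 100; 27, 3107) and for hTDP-43 A315T between the ages (20 of 100; 2, 8). Divisions that call several times the count of the labels point to a structure of the samples; whether the control libraries with Lamr1-ps1 reads make it was not tested.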
